# Cocaine-context memories are transcriptionally encoded in nucleus accumbens *Arc* ensembles

**DOI:** 10.1038/s41467-025-61004-9

**Published:** 2025-07-02

**Authors:** Marine Salery, Arthur Godino, Yu Qing Xu, John F. Fullard, Romain Durand-de Cuttoli, Alexa R. LaBanca, Leanne M. Holt, Scott J. Russo, Panos Roussos, Eric J. Nestler

**Keywords:** Addiction, Preclinical research, Learning and memory

## Abstract

Learned associations between the rewarding effects of drugs and the context in which they are experienced are critical for context-induced relapse. While context re-exposure triggers the recall of such drug-related associative memories it is unclear whether this relies on the reactivation of and plasticity in neuronal populations previously engaged in their acquisition. Here, using the immediate early gene *Arc*, we captured a discrete population of nucleus accumbens (NAc) cells activated during the encoding of cocaine-context memory in mice and showed that this neuronal ensemble is later reactivated upon context-induced recall. Furthermore, we show that ensembles recruited at early vs. late stages of memory encoding are largely distinct and contribute differentially to memory retrieval. Single nuclei RNA-sequencing of these ensembles identified plasticity-related transcriptional programs that segregate cocaine-recruited NAc engram-like cells beyond cell-type composition and revealed molecular features unique to distinct stages of memory processing. These findings suggest that activity-dependent transcription upon initial engram allocation further stamps cells for persistent plasticity programs and thereby supports memory traces at the single-cell level. This study also provides insights into the mechanisms supporting pathological memory formation associated with cocaine exposure.

## Abstract (web summary)

Cocaine-context associations rely on nucleus accumbens neuronal ensembles with engram-like properties unique to distinct stages of memory encoding. Here the authors show that ensemble reactivation parallels recall and selectively engages transcriptional plasticity programs.

## Introduction

The lasting retention of associative memories formed between the rewarding effects of drugs and the context in which they are experienced contributes critically to the persistence of high risks of context-induced relapse^1–5^. Associative memories have been proposed to be encoded in the brain in sparse and highly discriminative populations of concomitantly activated neurons that represent the memory trace of a given experience^6–10^. These ensembles of neurons, also referred to as engram cells, are recruited during memory formation and their reactivation supports memory retrieval^11–17^. Emerging evidence indicates that cocaine-recruited neuronal ensembles could similarly encode the pathological memories that underlie some aspects of addiction^18–23^.

Engram cells can be segregated based on the initiation of activity-dependent mechanisms such as the induction of immediate early genes (IEGs). These genes—whose induction is efficiently coupled to synaptic activation—have emerged as reliable proxies to define the spatiotemporal organization of neuronal ensembles^24–28^. In the nucleus accumbens (NAc), sparsely distributed IEG-inducing cells provide a robust map of cocaine-recruited ensembles^29–32^, with FOS-expressing cells contributing to relapse to cocaine seeking^33–35^. However, it remains unclear whether cells recruited in the engram during cocaine exposure could later contribute to the expression of context-induced retrieval of drug-related memories, similar to what has been proposed in other Pavlovian learning paradigms^36–39^. Further, while IEGs have been extensively used as markers of cellular activation to identify neuronal populations recruited by a specific stimulus, less attention has been paid to the lasting molecular consequences of their induction within ensemble cells. Given that IEGs are postulated to be critical links between synaptic activity and downstream neuronal plasticity (at both the transcriptional and synaptic levels)^40^, one important question is to understand how plasticity mechanisms engaged in engram cells at early stages of learning can further support their contribution to memory storage and retrieval.

Here, we address these crucial questions by leveraging one particular IEG, *Arc*. *Arc* encodes activity-regulated cytoskeleton-associated (ARC) protein, which has been shown to functionally regulate several aspects of cocaine action within the NAc^41–46^, making it an ideal IEG for identifying cocaine-elicited ensembles. Among other immediate early genes, *Arc* stands out because of its: (1) unique role as a direct effector at the synapse^47,48^, (2) still unclear role in the nucleus^42,49^, (3) distinctive mechanisms of transcriptional regulation^50^, (4) hypothesized role as a homeostatic regulator where it might be induced to promote “negative” plasticity responses^51,52^, and (5) unusual viral-like ability to transfer from cell to cell at least in vitro^53^. Altogether this argues for a singular role for *Arc* in mediating long term synaptic plasticity and thus supporting learning and memory. Using transgenic ArcCreER^T2^ mice^36^, we captured ensemble cells recruited at different stages of cocaine-context memory encoding and assessed their further reactivation during memory retrieval. We also used single nucleus RNA-sequencing (snRNAseq) to not only determine the cellular profile of cocaine-recruited ensembles, but also assess the transcriptional adaptations that occur in ensemble cells over time.

## Results

### Cocaine-recruited ARC ensembles in NAc are reshaped by repeated cocaine exposure

As a first step in exploring ARC ensemble recruitment in the NAc, we measured endogenous ARC induction in response to acute or repeated cocaine exposure. Mice were habituated to a new context for 3 days, and then administered cocaine either acutely or repeatedly in this same context (Fig. 1a). *Arc* mRNA induction, measured 1 h after the last injection, was significantly lower following repeated cocaine than acute cocaine (Fig. 1b). We next assessed the correlation between *Arc* mRNA levels and cocaine-induced hyperlocomotion for each individual mouse. We found a positive correlation in the acutely exposed group and showed that it was lost in the repeatedly exposed group in which *Arc* mRNA induction was lower (Fig. 1c). Other IEGs such as *Fos*, *Fosb*, *Zif268* and *Npas4* (all of which have been implicated in cocaine action in NAc^32^) also exhibited similar desensitization at the bulk mRNA level, although of varying amplitude and effect size (Supplementary Fig. 1).

**Fig. 1:**
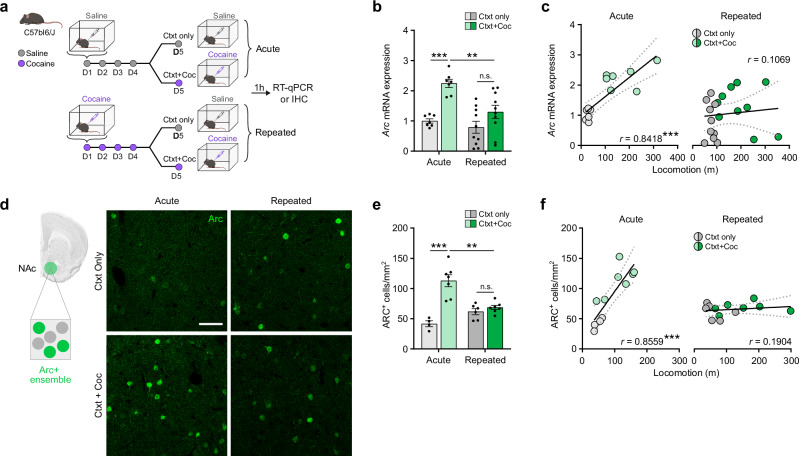
A smaller ensemble is recruited after repeated cocaine-context associations. **a** Experimental design for acute vs. repeated experimenter-administered cocaine regimens in male C57BL/6 J mice. IHC Immunohistochemistry. Ctxt context, Coc cocaine. **b** *Arc* mRNA expression in NAc. *n* = 7, acute; *n* = 10, repeated. Two-way ANOVA: interaction regimen x drug, F_1,30_ = 3.897, *p* = 0.058; main effect of regimen, F_1,30_ = 9.577, **p = 0.0042; main effect of drug, F_1,30_ = 22.04, ***p < 0.0001; followed by a Šidák post-hoc tests. **c** Correlation between *Arc* mRNA levels and cocaine-induced locomotion. Acute (left): *n* = 14, Pearson’s *r* = 0.8418, ***p = 0.0002. Repeated (right): *n* = 20; Pearson’s *r* = 0.1069, *p* = 0.6536. **d** Representative images of ARC+ cells (green, ARC+ ensemble) in NAc. Scale bar, 50 µM. **e** Number of ARC+ cells in NAc. *n* = 4, acute/ctxt only; *n* = 7, acute/ctxt + coc; *n* = 6, repeated/ctxt only; *n* = 7, repeated/ctxt+coc. Two-way ANOVA: interaction regimen x drug, F_1,20_ = 21.04, ***p = 0.0002; main effect of regimen, F_1,20_ = 3.050, *p* = 0.0961; main effect of drug, F_1,20_ = 31.07, ***p < 0.0001; followed by Šidák post-hoc tests. **f** Correlation between the number of ARC+ cells and cocaine-induced locomotion. Acute (left): *n* = 11; Pearson’s *r* = 0.8559, ***p = 0.0008. Repeated (right): *n* = 13; Pearson’s *r* = 0.1904, *p* = 0.5333. Bar graphs are expressed as mean ± SEM. Correlation graphs show the regression line with a 95% confidence interval. Source data are provided as a Source Data File. Created in BioRender. Parise, E. (2025) https://BioRender.com/voi7l54.

We then evaluated the size of ARC+ ensembles in the NAc in the same paradigm (Fig. 1d). The number of cocaine-activated ARC+ cells was significantly lower in the repeated group, indicating the recruitment of a smaller ARC+ ensemble as compared to the one recruited by an acute cocaine injection (Fig. 1e), consistent with the desensitization of *Arc* observed at the mRNA level (Fig. 1b) and recently published work^46^. Moreover, and similar to what we observed with *Arc* mRNA levels, we found a positive correlation between the size of the recruited ensemble and cocaine-induced hyperlocomotion in the acute group that was lost in the repeated group (Fig. 1f).

Together, our data show that the weakening of *Arc* mRNA induction over repeated cocaine exposure is associated with a diminution in the number of NAc cells recruited in the cocaine ensemble. We conclude that repeated sessions of cocaine exposure in a new context reshape ARC expression patterns and lead to a shift in ARC ensemble size. This shift resulted from repeated exposures to cocaine rather than as a function of time since a single re-exposure, 4 days after the initial one, did not alter ARC ensemble size, or the correlation of ensemble size with cocaine-induced hyperlocomotion (Supplementary Fig. 2).

### ARC ensembles recruited at initial vs. later stages of cocaine-related learning are mostly distinct

Because ARC induction patterns shift during repeated cocaine exposure, with acute vs. repeated ARC ensembles exhibiting different sizes and differently correlating with cocaine-induced hyperlocomotion, we hypothesized that the two ensembles might present distinct features and encode distinct experiences associated with different (initial vs. later) stages of context-reward associative learning. At the cellular level, this would be represented in the degree of overlap between these two ensembles: in other words, do acute and repeated ensembles comprise the same or distinct NAc cells? To measure this experimentally, we capitalized on ArcCreER^T2^ mice (which induce Cre recombinase in an activity-dependent manner) crossed to Ai14 reporter mice (which express td-Tomato [Tom] in a Cre-dependent manner) to label cocaine-activated cells with the indelible expression of Tom upon 4-hydroxytamoxifen (4-OHT) injection (Supplementary Fig. 3a). Importantly, Tom expression was absent without 4-OHT treatment, demonstrating negligible levels of leak expression (Supplementary Fig. 3b–d). We leveraged this approach to quantify whether cells from the acute ensemble (recruited on the first day of training by the first injection of cocaine) are recruited again in the repeated ensemble (on the last day by a fifth injection of cocaine, Fig. 2a). ArcCreER^T2^::Ai14 mice were treated with acute or repeated cocaine in a novel context as above, following a context-dependent locomotor sensitization protocol that heavily relies on NAc circuits and plasticity^42^. Cells activated on day 1 (acute ensemble) were permanently tagged with Tom via the concomitant injection of 4-OHT and cocaine, whereas cells recruited on day 5 (repeated ensemble) were visualized via the induction of endogenous ARC expression 1 h after the last cocaine injection (Fig. 2a).

**Fig. 2:**
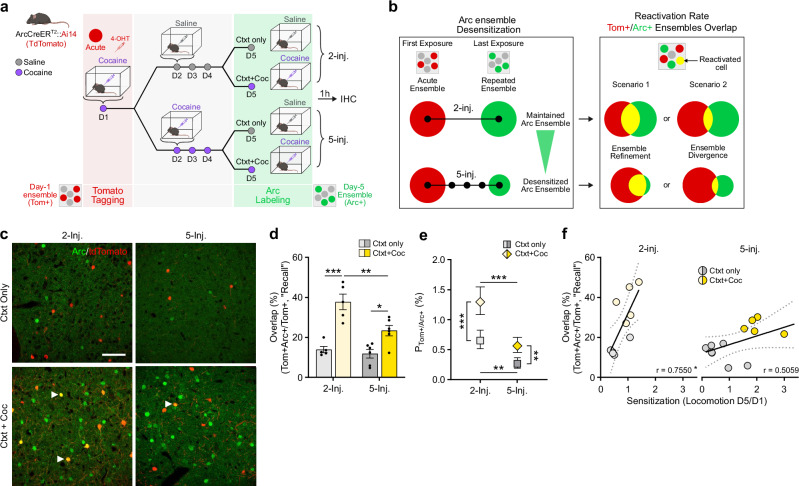
A mostly distinct ensemble is recruited after repeated cocaine-context associations. **a** Experimental design for ensemble tagging in a 2-injections (2-inj.) vs. 5-injections (5-inj.) paradigm in Arc-CreER^T2^::Ai14 mice. 4-OHT 4-Hydroxytamoxifen, IHC Immunohistochemistry. Ctxt context, Coc cocaine. **b** Schematic representation of ARC ensemble desensitization after 5 cocaine exposures vs. 2 cocaine exposures (left) and of two possible scenarios for how the 2- and 5-injection (inj.) ensembles compare in cell identity (right). **c** Representative images of cells activated on day 1 (Tom+ , red), day 5 (ARC+ , green). The arrows indicate representative overlapping neurons that were activated both on day 1 and day 5. Scale bar, 50 µM. **d** Overlap ratio (as “Recall”, over total number of Tom+ cells). *n* = 5, 2-inj. groups; *n* = 6, 5-inj. groups. Two-way ANOVA: interaction regimen x challenge, F_1,18_ = 5.296, *p = 0.0335; main effect of regimen, F_1,18_ = 9.591, **p = 0.0062; main effect of challenge, F_1,18_ = 44.09, ***p < 0.0001; followed by Šidák post-hoc tests. **e** Chance-adjusted probabilities of cell activation on both day 1(Tom+ , red) and day 5 (ARC+ , green). *n* = 11906 cells in *n* = 5 mice, 2-inj.group/Ctxt only; *n* = 11042 cells in *n* = 5 mice, 2-inj./Ctxt+Coc; *n* = 14746 in *n* = 6 mice; 5-inj./Ctxt Only; *n* = 15275 cells in *n* = 6 mice, 5-inj./Ctxt+Coc. Baseline-Category Logit Mixed Model (BCLogMM) equation for Tom+/ARC+ counts: interaction regimen x drug, *z* = 0.267, *p* = 0.79; main effect of regimen, z = −4.411, ***p < 0.0001; main effect of drug, z = 4.630, ***p < 0.0001; followed by Šidák post-hoc tests. **f** Correlation between the overlap ratio and locomotor sensitization. 2-inj. (left): *n* = 10, acute; Pearson’s *r* = 0.7550, *p = 0.0116. 5-inj. (right): *n* = 12; Pearson’s *r* = 0.5059, *p* = 0.0933. Bar graphs are expressed as mean ± SEM. Regression lines and probability estimates are shown with their 95% confidence interval. Source data are provided as a Source Data File. Created in BioRender. Parise, E. (2025) https://BioRender.com/voi7l54.

We considered two possible outcomes (Fig. 2b): (1) The acute ensemble could be largely recruited again by the last cocaine exposure (scenario 1, high overlap), which—because the repeated ensemble is smaller in size compared to the acute one—we refer to as a “refinement” of the ensemble. (2) Alternatively, the last cocaine exposure after repeated treatment might mostly not re-recruit the acute ensemble (scenario 2, low overlap), but rather incorporate new cells reflecting a “divergence” between the NAc ensembles encoding early vs. later stages of context-reward associative learning. The overlap between acute (red, Tom+) and repeated (green, ARC+) ensembles was visualized in NAc (Fig. 2c) with reactivated cells (yellow, Tom+/ARC+) corresponding to cells recruited at both day 1 and day 5. The level of overlap was measured as the number of double-positive (Tom+/ARC+) cells normalized to the total number of Tom+ cells, over the total number of ARC+ or as an F_1_-score (Supplementary Fig. 4).

We compared the extent of overlap between the acute ensemble and the one activated in response to a single cocaine dose four days later (2-injection condition, which does not cause ARC desensitization, Supplementary Fig. 2) vs. four subsequent consecutive days of cocaine injections (5-injection condition, which does cause ARC desensitization and a smaller ensemble size), with control mice receiving saline injections on day 5 to examine the effect of context re-exposure alone. We found significant overlap of ensemble cells activated by cocaine, as compared to the context only, in both the 2- and 5-injection conditions (Fig. 2d). However, the cocaine-induced overlap was significantly lower in the 5- vs. 2-injection groups (Fig. 2d). Because of ARC desensitization (Fig. 1), the re-exposure ARC+ ensemble in the 5-injection group was smaller than that of the 2-injection group. It is thus critical to verify that reduced reactivation does not simply result from random sampling with overall fewer ARC+ cells. In other words, one important consideration was to assess whether these effects were maintained when accounting for individual “chance” overlap levels, which depend on varying numbers of Tom+ cells, of ARC+ cells and of all cells analyzed in each animal. To that end, we first quantified overlap using symmetrical “Recall” and “Precision” calculations, and computed their harmonic mean as an F_1_-score (see Methods for details). These analyses confirmed lower overlap for the 5-injection condition (Supplementary Fig. 4). To go further, we then appropriately^54^ modeled this type of categorical, multinomial and nested count data largely using logit models, which perform in the log-odds space and allow for individual-wise chance levels (see Methods for details). The resulting chance-adjusted probabilities of overlap for individual Tom+/ARC+ cells belonging to both the initial and reactivated ensembles were significantly higher in both cocaine re-exposed groups as compared to context re-exposure only, but significantly decreased in the 5- vs. 2-injection condition (Fig. 2e). This rules out the possibility that decreased overlap in the repeated group results solely from decreased ARC+ ensemble size or from different Tom+ ensemble size. These results indicate instead that the repeated ensemble recruited after five consecutive injections of cocaine overlaps less with the acute ensemble and incorporates more newly activated cells compared to the ensemble recruited by cocaine after just one prior injection, suggesting that ARC desensitization is accompanied by a shift in ARC-inducing cells towards a new, largely separate ensemble (scenario 2, Fig. 2b). To evaluate the behavioral relevance of ensemble re-recruitment, we correlated the degree of overlap to context-dependent locomotor sensitization in individual mice, and found a strongly positive correlation in the 2-injection group but not in the 5-injection group (Fig. 2f).

Together, our data show that a subset (20−40%) of the ensemble recruited by the first exposure to cocaine becomes recruited again upon re-exposure to the drug 4 days later, and that the extent of this re-recruitment drops substantially with repeated drug exposures, when a greater fraction of new cells constitutes the ensemble. These findings indicate that mostly distinct ensembles are recruited at early vs. later stages of cocaine-context associative memory encoding and suggest that acute and repeated ensembles might support distinct phases of this learning.

### Acute vs. repeated ARC ensembles are differentially recruited during the retrieval of cocaine-context associative memories

We next studied whether, akin to other types of associative learning^43,44^, the retrieval of cocaine-context associative memories triggers the reactivation of ensembles previously activated during encoding, and if such retrieval-associated reactivation might differ between acute and repeated ensembles given their divergence during memory encoding (Fig. 1). To this end, we used a cocaine place preference (CPP) paradigm and evaluated whether NAc cells recruited in ArcCreER^T2^::Ai14 mice during cocaine-context conditioning are recruited again during subsequent memory recall. Encoding cells were permanently tagged (Tom+ , red) via the concomitant injection of 4-OHT and cocaine during conditioning, whereas recall-activated cells were visualized using induction of endogenous ARC (ARC+ , green) during the test session (Fig. 3a).

**Fig. 3:**
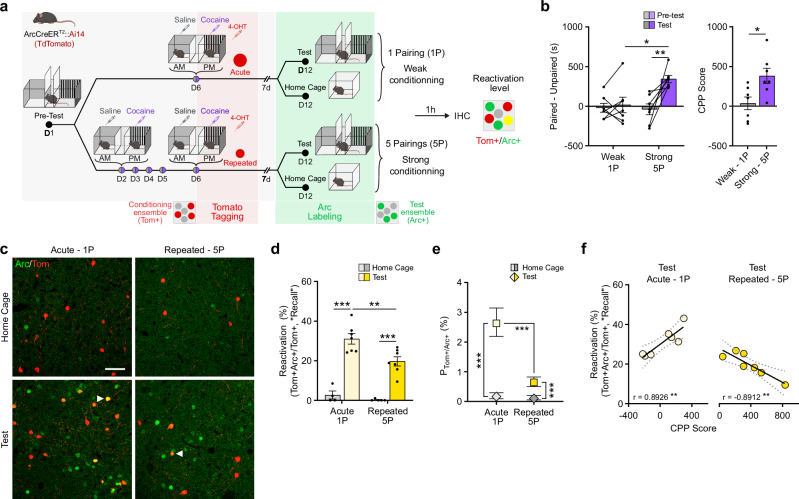
Encoding-recruited acute and repeated cocaine ensembles are reactivated during the retrieval of cocaine-context associative memories. **a** Experimental design for CPP ensemble tagging in Arc-CreER^T2^::Ai14 mice. 4-OHT 4-Hydroxytamoxifen, 1 P 1 Pairing, 5 P 5 Pairings. **b** Time spent in the paired vs unpaired chamber (left) and CPP score (right). *n* = 7, weak; *n* = 6, strong. Left: Two-way RM-ANOVA: interaction conditioning x session F_1,24_ = 6.23, *p = 0.0199; main effect of conditioning F_1,24_ = 4.89, *p = 0.0368; main effect of session F_1,24_ = 9.05, **p = 0.0061; followed by Šidák post-hoc tests. Right: Two-tailed unpaired *t-*test: t_12_ = 2.791 *p = 0.0163. **c** Representative images of cells activated during conditioning (Tom+ , red), test (ARC+ , green) or both (arrows indicated). Scalebar, 50 µM. **d** Reactivation ratio (as “Recall”, over total number of Tom+ cells). *n* = 4, 1 P/homecage; *n* = 5, 5 P/homecage; *n* = 8, 1 P/test; *n* = 10, 5 P/test. Two-way ANOVA: interaction conditioning x test, F_1,19_ = 3.559, *p* = 0.0746; main effect of conditioning, F_1,19_ = 8.783, **p = 0.008; main effect of test, F_1,19_ = 104.9, ***p < 0.0001; followed by Šidák post-hoc tests. **e** Chance-adjusted probabilities of cell activation during both conditioning (Tom+ , red) and test (ARC+ , green). *n* = 8595 cells in *n* = 4 mice, 1 P/homecage; *n* = 16538 cells in *n* = 7 mice, 1 P/test; *n* = 9951 cells in *n* = 5 mice, 5 P/homecage; *n* = 16130 cells in *n* = 7 mice, 5 P/test. Baseline-Category Logit Mixed Model (BCLogMM), equation for Tom+/ARC+ counts: interaction conditioning x test, *z* = −2.093, *p = 0.0363; main effect of conditioning, *z* = −1.002, *p* = 0.3163; main effect of test, *z* = 8.984, ***p < 0.0001; followed by Šidák post-hoc tests. **f** Correlation between the reactivation ratio and CPP score. 1-pairing (left): *n* = 7; Pearson’s *r* = 0.8926, **p = 0.0068. 5-pairing (right): *n* = 7, Pearson’s *r* = − 0.8912, **p = 0.0071. Bar graphs are expressed as mean ± SEM. Regression lines and probability estimates are shown with their 95% confidence interval. Source data are provided as a Source Data File. Created in BioRender. Parise, E. (2025) https://BioRender.com/voi7l54.

We first examined whether acute vs. repeated ensembles are more prone to reactivation during memory recall. We defined the level of recall-induced ensemble reactivation as the ratio of double positive Tom+/ARC+ cells to total Tom+ cells. The acute ensemble was captured upon an acute cocaine injection in a 1-pairing paradigm (1 P, weak conditioning), while the repeated ensemble was captured on the last day of repeated cocaine injections in a 5-pairing paradigm (5 P, strong conditioning, Fig. 3a). As expected, repeated pairings induced a much stronger preference for the cocaine-paired side than an acute pairing, indicating more robust memory formation and a strong vs. weak conditioning with repeated vs. acute treatment, respectively (Fig. 3b). Consistent with the relative desensitization of ARC induction after 5 daily doses of cocaine (Fig. 1e), the repeated/strong-conditioning ensemble was smaller than the acute/weak-conditioning one (Supplementary Fig. 5), confirming the ability our of tagging approach to efficiently capture these two ensembles in a CPP paradigm.

Both acute and repeated ensembles exhibited significantly higher reactivation after the test session as compared to homecage controls, yet with the repeated ensemble being less reactivated than the acute one (Fig. 3c, d). As in Fig. 2, we calculated “Precision”, “Recall” ratio and F_1_-score which confirmed this observation (Supplementary Fig. 5). As in Fig. 2, we further performed logit models to most appropriately correct for individual-wise “chance” levels due to random sampling across ensembles of varying sizes. While the chance-adjusted probability for a cell to be reactivated during the test session was likewise increased for both ensembles, this probability was still significantly lower for cells belonging to the repeated/strong-conditioning ensemble (Fig. 3e). Importantly, locomotor activity during CPP testing—while sensitized by cocaine conditioning—was not different between acute and repeated groups (Supplementary Fig. 5a), indicating that differences in locomotion per se do not underlie the observed differences in reactivation. We then asked whether the extent of an ensemble’s reactivation correlates with memory strength during the test session. We found opposite patterns: the acute ensemble’s reactivation was strongly positively correlated with CPP scores, whereas the repeated ensemble’s reactivation was strongly negatively correlated (Fig. 3f). These data indicate that the recall of cocaine-context associative memories triggers the reactivation of a subset of cells that were previously recruited during the encoding of these memories, suggesting engram-like properties for NAc ARC ensembles in this context. Moreover, and somewhat counter-intuitively, the ensemble supporting a weak memory was more likely to be reactivated during recall, with the extent of its reactivation correlating positively with memory performance. Conversely, the comparatively lower reactivation of the strong memory-encoding ensemble was correlated negatively with memory strength. These results suggest opposite contributions of these two ensembles in the retrieval of cocaine-context associative memories.

To causally test this hypothesis, we used optogenetic-mediated neuronal activation to artificially promote reactivation of acute vs. repeated NAc ensembles during the retrieval of cocaine-context associative memories. Using the same cocaine CPP paradigm, acute and repeated ensembles were permanently tagged in ArcCreER^T2^::Ai32 mice, which express channelrhodopsin (ChR2-EYFP) in a Cre-dependent manner (Supplementary Fig. 6), thus allowing the permanent expression of ChR2 in conditioning-recruited cells and their subsequent light-induced reactivation during the test (Fig. 4a). Experimental light-mediated reactivation of the acute, but not the repeated, ensemble elicited a higher CPP score during the test session as compared to a no-light, within-subject control condition (Fig. 4b). As another control, reactivation of a cocaine ensemble captured in the homecage (where mice received equivalent exposures to cocaine without context conditioning) did not significantly affect CPP performance (Fig. 4c). These findings establish context-selective, yet differential roles for the acute and repeated ensembles and suggest that functionally distinct and mostly non-overlapping NAc cell populations cooperate to support both the encoding and the later retrieval of cocaine-context associative memories.

**Fig. 4:**
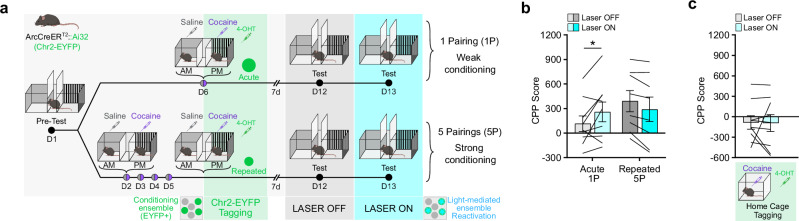
Artificial reactivation of a cocaine-recruited ensemble. **a** Experimental design for CPP ensemble tagging and optogenetic-mediated reactivation Arc-CreER^T2^::Ai32 mice. 4-OHT 4-Hydroxytamoxifen, 1 P 1 Pairing, 5 P 5 Pairings. **b** Light stimulation of the tagged ensembles during CPP test. *n* = 9, 1-pairing; *n* = 8, 5-pairing. Two-way RM-ANOVA: interaction conditioning x light, F_1,15_ = 10.25, **p = 0.0059; main effect of conditioning, F_1,15_ = 0.8076, *p* = 0.3830; main effect of light, F_1,15_ = 0.3439, *p* = 0.5663. **c** ArcCreER^T2^::Ai32 mice were injected i.p. with 4-OHT and cocaine in their homecage and the tagged ensemble was optogenetically reactivated during the test session. Light stimulation of the homecage ensemble during CPP test. *n* = 8. Two-tailed paired *t*-test, t_16_ = 0.054, *p* = 0.9576. Bar and line graphs are expressed as means ± SEM. Source data are provided as a Source Data File. Created in BioRender. Parise, E. (2025) https://BioRender.com/voi7l54.

### Ensembles recruited during acute vs. repeated encoding of cocaine-context associative memories have distinct plasticity-related transcriptional signatures

Activity-dependent transcription is critical for the initiation of plasticity mechanisms within neuronal circuits supporting learning and memory^40^. In the NAc, a wide range of transcriptional adaptations have been implicated in drug-related memories^55^. Here, we aim to assess the level of confinement of such bulk changes to ensemble cells recruited during the encoding and retrieval of cocaine-context associative memories. We hypothesized that the initiation of activity-dependent transcriptional programs at the individual cell level could support the recruitment of a discrete cell population into memory-encoding ensembles. Additionally, the differential contribution of the acute vs. repeated ensembles to memory retrieval could rely on divergent cellular properties, whether intrinsic or acquired through learning, coincident with or causal to *Arc* induction within ensemble cells. To more deeply phenotype the cells that constitute these ensembles, we combined snRNAseq with CPP testing to transcriptionally profile the individual NAc cells recruited in the ARC ensembles during the encoding and retrieval of cocaine-context associations by comparison to non-ensemble and to non-reactivated neighboring cells.

Similar to Tom tagging (Figs. 2, 3) and to ChR2 tagging (Fig. 4), acute and repeated conditioning ensembles were permanently tagged in ArcCreER^T2^::Sun1 mice, in which the permanent expression of a SUN1-GFP fusion protein allows for nuclei isolation via fluorescence-activated nuclei sorting (FANS, Supplementary Fig. 7). Tissue was collected 30 min after the beginning of the test session for the detection of recall-induced transcriptional programs in ensemble nuclei (Fig. 5a). By combining each nucleus’s FANS status (GFP+/GFP-) and *Arc* mRNA expression (*Arc*+/*Arc*-), we segregated NAc nuclei and their transcriptional profiles according to their recruitment during, respectively, memory encoding (remote ARC induction, 7 days before retrieval) and memory recall (recent ARC induction, 30 min before sacrifice), or during both (reactivated, engram-like cells, GFP+/*Arc*+) (Fig. 5a, b).

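Nuclei of the NAc were sequenced in 8 libraries, 1 for each combination of conditioning (acute, 1 pairing, or repeated, 5 pairings), testing (home cage or test) and GFP status. Each library held nuclei from 16 to 20 mice (male and female over the whole experiment) that had received cocaine at 20 mg/kg and 4-OHT at 10 mg/kg, with tissue taken 7 days after tagging. The methods imply that the GFP+ and GFP- libraries of 1 group of mice came from the same sort. They were treated as a pair, and the 8 libraries form 4 pools. In the home cage pools, however, the paired libraries differ in their share of female nuclei, as given below. The authors loaded about 20000 GFP- or 5000 GFP+ nuclei per library and counted unique molecular identifiers (UMIs) with Cell Ranger. The deposited counts are unfiltered and cover 2752565 barcodes and 50494713 UMIs.

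In the GFP- libraries the files hold 12251017 UMIs (acute test), 6683097 (repeated test), 8280686 (acute home cage) and 14280968 (repeated home cage). The GFP+ libraries hold 4608744, 1525219, 1333975 and 1531007 UMIs in the same order. From these, barcodes with 900 UMIs or more, 200 to 5000 genes and at most 1% mitochondrial UMIs were kept, which are the limits the study used. This left 12125 nuclei: 3070, 1419, 1633 and 4361 in the GFP- libraries and 986, 283, 186 and 187 in the GFP+ libraries, again in that order. The median nucleus held 2365 to 3338 UMIs in GFP- libraries and 3400 to 5175 in GFP+ libraries.

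UMIs of all nuclei of a cell type were summed per library, and genes were tested on these sums with pools or libraries as replicates, never nuclei. A gene passed at an adjusted p under 0.1, the study's threshold. For a comparison that rests on 1 library per condition, values are given with Poisson or binomial intervals of 95%, which hold counting error only. Expression in such a comparison is scaled to the UMIs of the sum and given as CPM. Shares of *Arc*+ nuclei were read after each nucleus was thinned to 1000 UMIs, because a deeper nucleus shows a given transcript more often. Cell types were renamed here from marker genes, so that their borders may differ from the study's.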

**Fig. 5:**
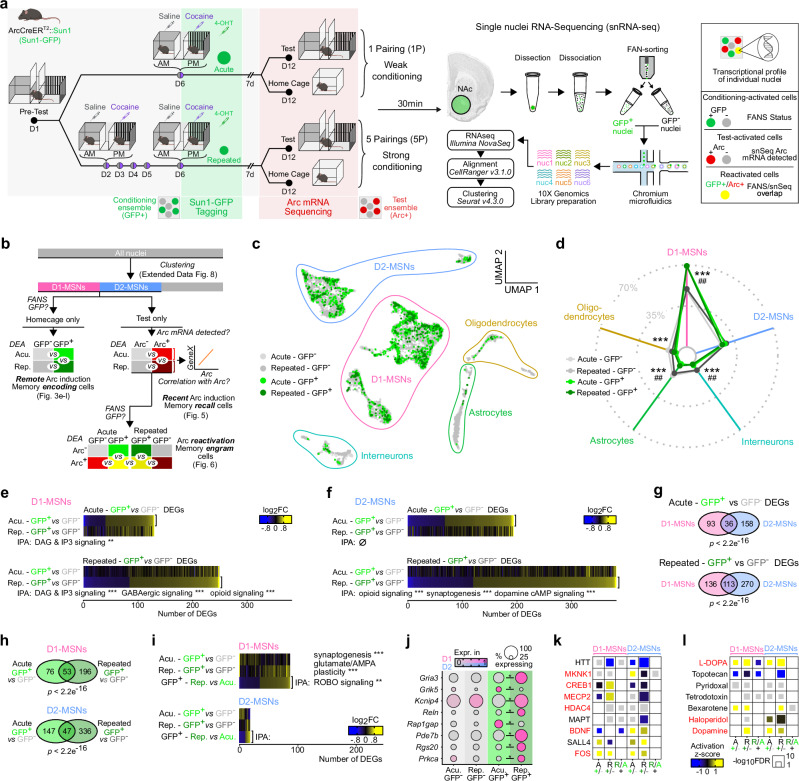
Transcriptional profiles of cells recruited in the acute and repeated ARC ensembles during the encoding of cocaine-context associative memories. **a** Experimental workflow for CPP ensemble tagging, FANS and snRNAseq in Arc-CreER^T2^::Sun1 mice. 4-OHT 4-Hydroxytamoxifen, 1 P 1 Pairing, 5 P 5 Pairings. FANS Fluorescence-activated nuclei sorting. **b** snRNAseq analysis workflow for pairwise analyses of differentially expressed genes (DEGs). Acu. Acute, Rep. Repeated. **c** UMAP reduction and cell type annotation of all collected nuclei (*n* = 11,539). **d** Proportion of nuclei from each treatment/FANS status combination in each cell type cluster. Exact numbers are available in Supplementary Fig. 8c. *χ*^2^ tests: Acute: *χ*^2^ = 284.23, df = 4, *p* < 0.001. Repeated: *χ*^2^ = 74.26, df = 4, *p* < 0.001. FDR-adjusted *p*-values correspond to standardized Pearson’s residuals. ***p < 0.001 GFP+ vs GFP-, Acute; ^##^*p* < 0.01 GFP+ vs GFP-, Repeated^.^ **e**, Expression heatmaps of GFP+ vs. GFP- DEGs in D1-MSNs in acute (top) and repeated (bottom) conditioning groups, along with 3 most significantly enriched IPA canonical pathways (** FDR < 0.01, *** FDR < 0.001). **f** Expression heatmaps of GFP+ vs. GFP- DEGs in D2-MSNs in acute (top) and repeated (bottom) conditioning groups, along with 3 most significantly enriched IPA canonical pathways (** FDR < 0.01, *** FDR < 0.001). **g** Overlap of GFP+ vs. GFP- DEGs between D1- and D2-MSNs in either acute (top) or repeated (bottom) conditioning groups (Fisher’s exact test *p*-values). **h** Overlap of GFP+ vs. GFP- DEGs between acute and repeated conditioning groups in D1-MSNs (top) and D2-MSNs (bottom) (Fisher’s exact test *p*-values). **i** Expression heatmaps of DEGs in GFP+ nuclei between repeated and acute groups in D1-MSNs (top) and D2-MSNs (bottom), along with corresponding 3 most significantly enriched IPA canonical pathways (** FDR < 0.01, *** FDR < 0.001). **j** Expression dot plots of selected D1-MSN DEGs involved in neuronal physiology and signaling (*FDR < 0.05). **k** Most significant IPA predicted upstream regulator proteins across comparisons in D1- and D2-MSNs. **l** Most significant IPA predicted upstream regulator chemical substances across comparisons in D1- and D2-MSNs. Created in BioRender. Parise, E. (2025) https://BioRender.com/voi7l54.

We first assessed whether certain NAc cell types would be preferentially recruited in the cocaine ensemble and evaluated potential divergences between the acute vs. repeated ensembles. From a merged dataset containing transcriptomes from all captured GFP+ and GFP- nuclei, unsupervised dimensionality identified 5 cell type clusters that were further annotated by comparison to publicly available snRNAseq databases^56,57^ and that recapitulated well-characterized, canonical NAc cell types (Supplementary Fig. 8 and Supplementary Data 2). 

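Clusters with markers of D1-MSNs held 5888 nuclei, and those with markers of D2-MSNs held 2922. The largest D1-MSN-like cluster, of 2271 nuclei, was led by *Ebf1*, a transcription factor of striatal neurons, and by *Dlk1* and *Reln*. The largest D2-MSN-like cluster, of 1845 nuclei, was led by *Penk*, the enkephalin precursor, with *Adora2a* and *Drd2*, the adenosine and dopamine receptors of these cells. Interneuron-like clusters held 758 nuclei. Among glia, 1021 nuclei were astrocyte-like, with the gap junction gene *Gja1* and the glutamate transporter gene *Slc1a3*, and 492 were oligodendrocyte-like, with the myelin genes *Mobp*, *Mog* and *Mag*. A further 181 nuclei carried *Pdgfra* and *Cspg4*, markers of oligodendrocyte precursor cells (OPCs).

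The D1-MSN-like nuclei included a cluster of 384 led by *Cartpt*, *Pdyn* and *Pcsk1*, which encode neuropeptides and a prohormone convertase. It held 32.9% of D1-MSN-like nuclei in the acute test GFP+ library and 26.9% in the repeated test GFP+ library, and between 1.06 and 5.10% in the other libraries. Another D1-MSN-like cluster, of 176 nuclei, was led by *Pkib*, *Pros1* and *Prok2*. It made up 8.22% of D1-MSN-like nuclei in the acute test GFP- library and 5.74% in the acute home cage GFP- library, and 0.875 and 0.294% in the repeated ones, but at most 0.168% in any GFP+ library. Clusters that mixed MSN and glial markers, with 310 nuclei, were left unnamed. As in the study, 553 glutamatergic nuclei, with *Slc17a7*, were set aside, which left 11572 nuclei.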

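Glia-like nuclei made up 2.29 ± 0.524% (SD, n = 4 pools) of nuclei in GFP+ libraries and 17.7 ± 5.78% in GFP- libraries, and were rarer in GFP+ nuclei of all 4 pools. With at least 1500 UMIs per nucleus the difference was -6.73 points in place of -15.4, with 7.64% glia and 5.23% astrocytes in GFP- libraries. Astrocyte-like nuclei fell from 10.7 ± 3.02% in GFP- to 0.196 ± 0.319% in GFP+ libraries on average, and again in every pool. No OPC was found among GFP+ nuclei, against 1.83 ± 0.777% of GFP- nuclei. In the largest GFP+ library, of 857 nuclei, the upper end of the 95% binomial interval for OPCs was 0.430%. Oligodendrocyte-like nuclei averaged 2.10 ± 0.511% in GFP+ and 5.21 ± 2.36% in GFP- libraries, with 1 of 4 pools higher in GFP+ (exact two-sided sign-flip test, p = 0.25). Interneuron-like nuclei were also rarer, at 1.24 ± 0.891% of GFP+ and 7.56 ± 0.822% of GFP- nuclei, in all pools. For glia, astrocytes, OPCs and interneurons the same exact test gave the smallest p that 4 pools allow.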

When quantifying the proportion of ensemble cells (GFP+) within each cell type, both acute and repeated ensembles showed a striking depletion in glial cells to the benefit of neuronal enrichment (Fig. 5c, d). The NAc neuronal population is composed of two mostly non-overlapping populations of medium spiny projection neurons (MSNs) that segregate between expression of D1 vs. D2 dopamine receptors and that have been shown to oppositely modulate CPP behavior^58–60^. We considered whether biased recruitment of D1 or D2-MSNs into the acute and repeated ensembles could reflect a differential recruitment of this population at different stages of cocaine-context memory encoding. We found that D1-MSNs accounted for the large majority of neurons (70%) recruited in the cocaine ensemble without any differences between the acute and repeated groups (Fig. 5c, d). This bias towards D1-MSNs is consistent with the large literature supporting the recruitment of this NAc cell type upon cocaine exposure^60–62^. 

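Among neurons, D1-MSN-like nuclei made up 74.0 ± 3.96% (SD, n = 4 pools) in GFP+ libraries and 59.8 ± 1.74% in GFP- libraries. The GFP+ shares were 71.2% (acute test), 79.5% (acute home cage), 74.6% (repeated test) and 71.0% (repeated home cage), so that the 2 acute and the 2 repeated pools overlap. D1-MSN-like nuclei were also more frequent relative to D2-MSN-like nuclei alone, at 75.0 ± 4.31% of both in GFP+ and 66.2 ± 2.22% in GFP- libraries. Each of these shares was higher in GFP+ nuclei of all 4 pools (the smallest p that an exact sign-flip test over 4 pools allows). D2-MSN-like nuclei, by contrast, averaged 23.7 ± 4.16% of GFP+ nuclei and 24.4 ± 2.89% of GFP- nuclei, higher in 1 of 4 pools (exact two-sided p = 0.625). When each nucleus was named instead by which of the D1-MSN and D2-MSN marker lists had more UMIs, the D1-MSN share among both differed by -0.18 points between GFP+ and GFP- libraries, higher in 2 of 4 pools (exact two-sided p = 1). That vote counts genes found in both MSN types, such as *Htr2c*, a D2-MSN marker seen in 71.4% of nuclei of the largest D1-MSN-like cluster. With the vote, D1-MSN-like nuclei made up 39.0 ± 4.21% of neurons in GFP+ libraries, and at resolution 0.1 they made up 59.2 ± 3.59%.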

We confirmed this result using fluorescent in situ RNA hybridization where we quantified the proportion of tagged cells that express D1 receptors (D1+) vs. those that do not (D1-) (Supplementary Fig. 9a–c). Acute and repeated ensembles exhibited a similar proportion (around 70%) of D1-MSNs, suggesting that the portion of recruited D1-MSNs does not contribute to between-group functional differences. However, within-group ratios of D1-MSNs differentially correlated with CPP scores and with ensemble reactivation levels only for the repeated ensemble. A higher proportion of D1-MSNs in the repeated ensemble was associated with both a lower CPP score (Supplementary Fig. 9d) and higher reactivation level upon recall of cocaine-context memories (Supplementary Fig. 9e). Furthermore, subclustering of D1-MSNs recapitulated recently published, transcriptionally-defined D1-MSN subclusters^57^ (Supplementary Fig. 10a–c) and, consistent with those published observations, cocaine-activated (GFP+) cells were enriched in the same D1-MSN subcluster (Drd1-MSN-1) enriched for Ca^2+^-related transcripts (Supplementary Fig. 10d, e), which provided a robust cross-validation of both datasets. Together, these data suggest that more subtle cell-specific features (within subpopulations of ARC+ D1- and D2-MSNs) might account for the differences observed between acute and repeated ensembles, rather than a distinct cell-type composition.

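Within D1-MSN-like nuclei, subclusters named from the markers in Supplementary Fig. 10c were unevenly shared between GFP+ and GFP- libraries. Drd1-MSN-1-like nuclei made up 79.0 ± 4.98% (SD, n = 4 pools) of D1-MSN-like nuclei in GFP+ and 63.0 ± 5.82% in GFP- libraries, higher in every pool. A subcluster of 304 of these nuclei was led by genes such as *Cartpt* and the delayed activity genes *Pcsk1* and *Dusp14*. It held 168 nuclei of the acute and 41 of the repeated test GFP+ library, and so adds to their Drd1-MSN-1-like share. In the home cage GFP+ libraries it held 2 (acute) and 1 (repeated). Drd1-MSN-2-like nuclei were fewer, at 6.90 ± 1.25% in GFP+ and 17.0 ± 3.86% in GFP- libraries. Grm8-MSN-like nuclei, named for a metabotropic glutamate receptor gene, were 13.0 ± 6.91% of GFP+ and 18.9 ± 2.73% of GFP- nuclei, also lower in every pool. Their spread in GFP+ was wide, from 6.05% in the acute test pool to 19.8% in the repeated test pool. For all 3 subclusters the exact sign-flip test over pools gave its smallest possible p. At resolution 0.1 no Drd1-MSN-2-like cluster formed, and the Grm8-MSN difference was -12.3 points in place of -5.92. The marker lists for these subclusters had been seen in the paper, so that the names are not an independent test of them.

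**Figure D1:**
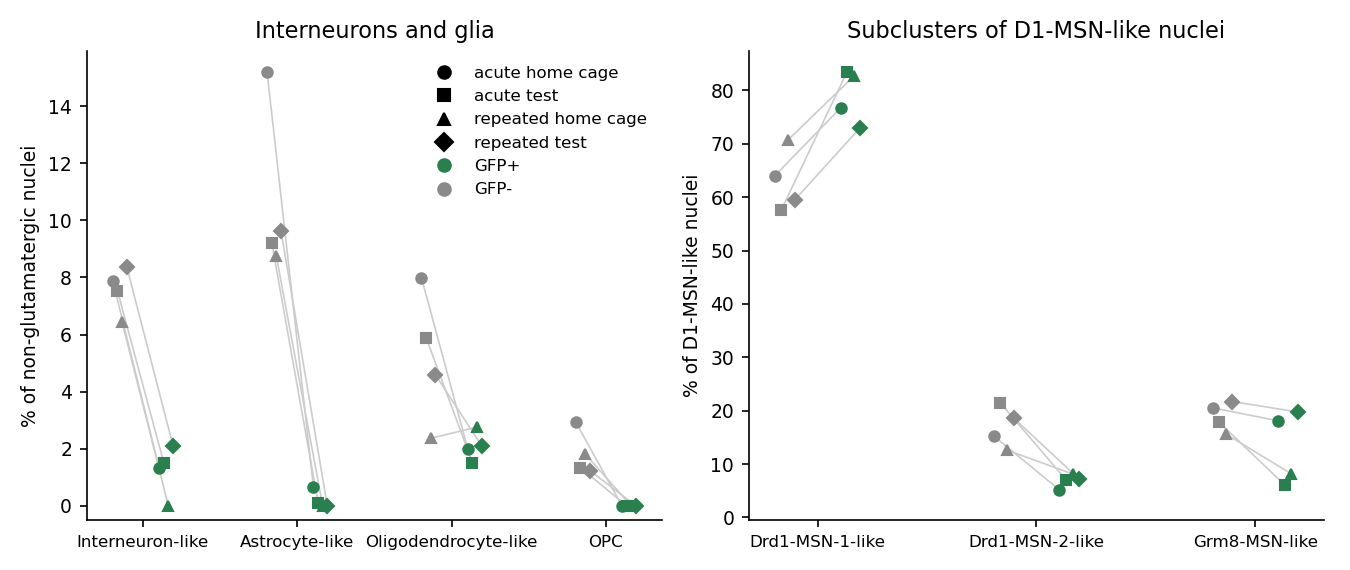
Share of interneuron-like and glia-like nuclei among non-glutamatergic nuclei (left, %) and of subclusters among D1-MSN-like nuclei (right, %), with 1 point per library, shaped by pool and joined within a pool. Drd1-MSN-1-like shares rise from GFP- (grey) to GFP+ (green) in all 4 pools.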

Beyond cell-type composition, we hypothesized that specific activity-dependent transcriptional programs could be selectively induced in ensemble cells as a result of remote ARC induction. We thus investigated whether NAc cells allocated to the conditioning ensemble (GFP+) during memory encoding would exhibit persistent transcriptional features that distinguish them from cells that are not recruited into the ensemble (GFP-), and whether such features could further segregate acute vs. repeated ensembles at the molecular level. This first differential expression analysis was restricted to home-cage control samples to circumvent potential confounding effects of recall-induced transcription. Whether recruited in the acute or repeated ensembles, GFP+ cells separated from non-ensemble cells (GFP-) via the differential expression of numerous genes (Supplementary Data 3) associated with plasticity-related signaling pathways (e.g., dopamine cAMP signaling, synaptogenesis, Fig. 5e, f) – enrichment for which was significantly stronger in repeated ensemble cells, suggesting larger or more specific plasticity changes in those ensembles. 

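In D1-MSN-like nuclei, activity-regulated genes and several genes of striatal signaling were higher in GFP+ than in GFP- libraries over the 4 pools. The paper's comparison used home cage libraries alone, to keep out transcription induced by recall. The fits here, also that of D2-MSN-like nuclei below, hold the test pools as well. A rise of an activity gene over the 4 pools is therefore not shown to last from tagging without the test. The home cage pairs also hold a difference in sex. *Xist*, which marks female nuclei, was found in 2.08% of GFP+ and 12.7% of GFP- MSN-like nuclei of the acute home cage pool. In the repeated home cage pool it was found in 22.5 and 13.5%. Of 20 immediate early genes, listed before the data were examined, 16 rose, none fell and 4 did not pass the test (17 higher when adjusted over the list alone). *Npas4*, a neuron-specific transcription factor, had a log2 fold change of 2.23 (standard error 0.216, adjusted p = 4.68e-07 from edgeR), and *Fos* one of 2.17 (standard error 0.280, adjusted p = 1.89e-05). *Arc*, which lies on chromosome 15 of GRCm38 from 74669083 to 74672570, rose by 2.14 (standard error 0.212, edgeR adjusted p = 5.76e-07). The nuclear receptors *Nr4a1* and *Nr4a3* rose by 1.81 and 1.88, and the AP-1 genes *Junb* and *Fosl2* by 1.80 and 1.70. Of 17 delayed activity genes, 13 rose and none fell (15 higher when adjusted over the list alone). They include *Pcsk1*, a prohormone convertase, with a log2 fold change of 1.88, and *Rgs2*, a G protein regulator, with 1.54.

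Of 43 genes of dopamine receptor and cAMP signaling, 9 rose, 1 fell and 33 did not pass (13 higher and 2 lower when adjusted over the list alone). *Ptpn5*, the striatal-enriched tyrosine phosphatase, had a log2 fold change of 0.67 and the G protein subunit *Gnb5* one of 0.58. Of 52 genes of synaptic adhesion and axon guidance, 6 rose, 4 fell and 42 did not pass (11 and 12 when adjusted over the list alone). *Reln*, an extracellular matrix protein that acts on synapses (chromosome 5 from 21884454 to 22344702), rose by 0.91 (standard error 0.117, edgeR adjusted p = 1.89e-05), and the growth factor *Nrg1* by 0.36, while the guidance receptor *Robo1* fell by 0.26. Among 41 genes of glutamate synapses, 5 rose, such as *Camk2b* (0.47), and 5 fell, such as the kainate receptor subunit *Grik4* (-0.72), with 31 not passing (9 and 6 when adjusted over the list alone). Of 20 genes of GABA synapses, 7 rose, 2 fell and 11 did not pass. The extrasynaptic receptor subunit *Gabrd* had 0.83 and *Gabra3* had -0.93.

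Of 33 calcium and sodium channel genes, 7 rose, 1 fell and 25 did not pass (9 and 3 over the list alone). Potassium channel genes were mixed, with 3 of 35 higher, 5 lower and 27 not passing. Splicing factors had 9 of 35 higher, 1 lower and 25 not passing (12 and 5 over the list alone), with *Srsf5* at 0.75. Of 30 genes of the MAP kinase cascade, 5 rose, such as *Hras* (1.15), 2 fell and 23 did not pass. Of 35 chromatin regulators, 3 rose, such as the histone demethylase *Kdm7a* (0.74), 1 fell and 31 did not pass. No heat shock gene of 12 passed (4 higher and 2 lower over the list alone), and of 13 transcripts retained in the nucleus 4 rose, such as *Malat1* (0.42), 1 fell and 8 did not pass. The neuropeptide genes *Tac1*, *Pdyn* and *Penk* rose by 1.06, 1.21 and 0.70. *Pcsk1* and *Pdyn* also lead the D1-MSN-like cluster that is frequent only in the test GFP+ libraries, and their ratios were higher in the test pools (*Pcsk1* 2.60 acute and 1.61 repeated, *Pdyn* 1.66 and 1.53) than in the home cage pools (1.02 and 0.98, 0.46 and 0.35). In the home cage pools alone neither passed. Of 20 genes near the top of the study's GFP+ tables, 12 rose and 2 fell, but the study chose that list on these libraries, so it is not independent evidence.

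Over the 12411 genes that edgeR tested, it called 791 higher and 559 lower, and DESeq2, run on 26870 genes without the filter on low counts, called 212 higher and 148 lower. Among the largest changes were *Gpr3*, a constitutively active receptor, with 2.19, and *Trim30a* with 2.38 (chromosome 7 from 104409025 to 104465193), which may share reads with near-identical genes of its family. The largest falls included *Folh1* (-3.67), *Pros1* (-3.09) and *Pkib* (-3.04), and *Pros1* and *Pkib* lead the D1-MSN-like cluster that is nearly absent from GFP+ libraries. Set tests with a preset correlation (limma's camera) called the immediate early, delayed, dopamine and cAMP, calcium and sodium channel, splicing and D1-MSN marker lists higher. None of these calls holds with an estimated correlation, with an adjusted p = 0.393 (immediate early), 0.633 (splicing) and 0.470 (the others) with an estimated correlation. Without the acute test pool edgeR called 575 genes, and without the pool as a block 468.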

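In D2-MSN-like nuclei, 13 of 16 immediate early genes were higher in GFP+ than in GFP- libraries, none was lower and 3 did not pass (16 higher when adjusted over the list alone). *Egr4*, a zinc finger transcription factor, had a log2 fold change of 2.62 (standard error 0.370, adjusted p = 2.98e-05 from edgeR), and *Junb* one of 1.93. *Arc* had 1.79 and *Fos* 2.08, but neither was higher in GFP+ nuclei of the repeated home cage pool (-0.26 and -3.38). *Reln* rose by 1.15, *Penk* by 0.96 and *Ptpn5* by 0.80. *Nts*, the neurotensin precursor, rose by 2.14, and the phosphatase *Dusp1* by 2.21. *Lingo2*, an adhesion protein that also marks D1-MSNs, had -1.88 (standard error 0.349), but 0.50 when each nucleus was named by a vote of markers, and *Slit2*, a guidance factor, -0.77.

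Among delayed activity genes 5 of 15 rose (13 when adjusted over the list alone), and among dopamine and cAMP genes 5 of 42 rose (10 higher and 2 lower when adjusted over the list alone), with none lower. Synaptic adhesion genes were mixed, with 7 higher, 5 lower and 40 not passing. With an estimated correlation the immediate early list had an adjusted p = 0.421 with an estimated correlation, and the dopamine and cAMP list one of 0.306. Of 9697 genes, edgeR called 159 higher and 94 lower, and DESeq2 called 37 and 20 of 23929 genes, with no filter on low counts. Leaving out the repeated test pool gave 70 genes, and leaving out the acute test pool 74.

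Of 9661 genes tested in both cell types, 721 were higher in GFP+ D1-MSN-like nuclei and 159 in GFP+ D2-MSN-like nuclei, and 127 were higher in both, where 11.9 would be shared by independent lists. The shared lower genes number 49, of 487 and 94, where 4.74 would be shared. Both cell types come from the same libraries, so that differences between libraries also add to this overlap. Across ensembles, the study's 129 genes for acute GFP+ D1-MSNs, chosen in the home cage pool, kept their direction for 90.7% in the acute test pool, other mice with the same pairing. In the repeated home cage pool they kept it for 81.4%, and random sets of as many genes for 45.9% on average. The study's 249 genes for repeated GFP+ D1-MSNs kept theirs for 71.1% in the repeated test pool, 83.9% in the acute home cage pool and 81.9% in the acute test pool (random sets 46.8 to 49.3%), and the acute genes kept theirs for 76.0% in the repeated test pool. The D2-MSN lists kept less, from 61.9 to 74.7% for 194 acute genes and from 64.8 to 72.6% for 383 repeated genes in the 3 other pools each (random sets 48.8 to 50.3%). Genes are not independent replicates, and these percentages have no test over mice.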

Importantly, GFP+ nuclei exhibited similar patterns of differentially expressed genes (DEGs) across ensembles (acute and repeated, Fig. 5g) and cell types (D1- and D2-MSNs, Fig. 5h), as shown by similar gene expression heatmap patterns and significantly overlapping gene lists. We then formally tested for statistically significant DEGs between acute and repeated GFP+ ensemble cells and found a higher number of DEGs in D1 than in D2 cells (Fig. 5i). Furthermore, these repeated vs. acute DEGs were largely involved in synaptic function, signaling, and plasticity; a few select examples—glutamate receptors (*Gria3*, *Grik5*), ion channels (*Kcnip4*), and signal transducing proteins (*Reln*, *Rap1gap*, *Pde7b*, *Rgs20*)—are highlighted in Fig. 5j. Such larger differences in D1-MSNs compared to D2-MSNs might relate to a stronger role for D1-MSNs in drug-induced plasticity at the synaptic and circuit level^60^. These cluster-specific differential expression patterns—obtained via logistic regression modeling—were consistent with those obtained using other cell-level statistical frameworks commonly used for mouse brain snRNAseq such as Wilcoxon Rank-Sum testing^63–68^, negative binomial testing^69^, and MAST^63,70,71^, as well as with those obtained using random pseudo-sampling followed by pseudo-bulk differential expression testing^72^ (Supplementary Data 6). These observations confirmed that the acute and repeated ensembles, while sharing some common transcriptional properties (i.e., a shared transcriptional profile unique to all cocaine-activated cells and distinct from non-ensemble cells), also exhibit finer neurophysiology-related differences that could underlie their distinct functional features. 

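Between repeated and acute GFP+ nuclei, with the home cage and test pools as replicates, 1 gene passed in D1-MSN-like nuclei and 7 in D2-MSN-like nuclei. The D1-MSN-like gene was *Npsr1*, the neuropeptide S receptor (chromosome 9 from 24097996 to 24316398), which was lower after repeated conditioning. Its log2 fold change was -3.81 (standard error 0.446, adjusted p = 0.000135 from edgeR), with -3.43 in the home cage pools and -4.43 in the test pools. In GFP- D1-MSN-like nuclei, *Npsr1* had a log2 fold change of -0.85, which did not pass. The cluster make-up of GFP+ D1-MSN-like nuclei also differed with conditioning. For instance, 1 cluster made up 6.59% of repeated and 27.1% of acute test nuclei, and 18.4 and 31.0% in the home cage pools. Whether this accounts for any of the fall of *Npsr1* was not tested. In D2-MSN-like nuclei, *Nrg3*, a ligand of the ErbB4 receptor, was higher after repeated conditioning (0.94, edgeR adjusted p = 2.98e-05), as was *Galntl6* (0.56). The enkephalin precursor *Penk* was lower (-0.54), as were *Vcl*, a protein of cell adhesions (-1.28), *Spry2*, an inhibitor of growth factor signaling (-0.91), and *Zc3h12c* (-1.16). *Jarid2* also passed, but it had opposite directions in the home cage (0.26) and test (-1.43) pools.

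None of the 14 immediate early genes passed in D1-MSN-like nuclei, though 7 were lower when adjusted over the list alone (median log2 fold change -0.53). In D2-MSN-like nuclei none of 6 passed, and 5 were lower when adjusted over the list alone. At an unadjusted p under 0.05, edgeR had 115 genes higher and 191 lower in D1-MSN-like nuclei, and 67 and 135 in D2-MSN-like nuclei. DESeq2 called no gene in either cell type at the threshold, and at an unadjusted p under 0.05 it had 5 higher and 9 lower in D1-MSN-like and 4 and 5 in D2-MSN-like nuclei. The fit has 1 residual degree of freedom, and in simulated data it recovered 16.4% of genes changed 1.5-fold and 55.2% of those changed 2-fold. Between GFP- nuclei of the same pools, 27 D1-MSN-like genes were lower after repeated conditioning and none was higher, and DESeq2 called 1 of them. Fewer were called with at least 1500 UMIs per nucleus. The cluster led by *Pkib* made up 8.22% (test) and 5.74% (home cage) of acute GFP- D1-MSN-like nuclei, and 0.875 and 0.294% of repeated ones. These calls thus cannot be told apart from a difference in cluster make-up.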

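In home cage GFP+ D1-MSN-like nuclei, 1 library each of repeated and acute mice, *Reln* stood at 381 CPM (95% Poisson interval 333 to 434) after repeated and 224 (187 to 267) after acute conditioning, a log2 ratio of 0.77. *Gria3*, an AMPA receptor subunit on the X chromosome, stood at 1045 (965 to 1130) and 824 (751 to 902), a ratio of 0.34. The potassium channel partner *Kcnip4* had a log2 ratio of 0.25, the cAMP phosphodiesterase *Pde7b* 0.47 and the G protein regulator *Rgs20* 0.69. *Rap1gap*, which switches off the small GTPase Rap1, had -0.88, at 173 and 319 CPM, and the kainate receptor subunit *Grik5* had -0.72. These intervals hold counting error only, with no spread between mice.

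The test pools, which are other mice with the same pairings, gave other values for several of these genes. In test GFP+ nuclei the log2 ratio of *Reln* was 0.34, and in GFP- nuclei it was 0.38 in the home cage and 0.37 in the test pools. *Reln* is among the leading genes of the largest D1-MSN-like cluster, which was more frequent after repeated conditioning. That cluster made up 63.3 (repeated) and 43.1% (acute) of home cage and 38.9 and 26.4% of test GFP+ D1-MSN-like nuclei. In GFP- libraries it made up 47.8 and 40.2% (home cage) and 35.1 and 29.7% (test). The ratios of *Reln* thus cannot be told apart from a difference in cluster make-up. For *Rgs20*, *Gria3* and *Kcnip4* the test GFP+ ratios were -0.05, -0.01 and -0.02. For *Pde7b*, *Rap1gap* and *Grik5* they were -0.22, -0.13 and 0.20. Of the 87 genes that the study lists for D1-MSNs, 43.7% kept their direction in test GFP+ nuclei. Random sets of as many genes kept it for 47.4% on average there, most of them from 36.8 to 57.5%. In home cage GFP- nuclei of the same pools, 66.7% kept it, with ratios centred on the median of all genes read, and 63.2% without centring. Random sets kept it for 57.2% on average, most of them from 48.3 to 65.5%, and 66.7% lay at their percentile 98.8. Of the 19 genes listed for D2-MSNs, 52.6% kept their direction in test GFP+ nuclei.

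Among the largest home cage ratios, beyond the genes the study names, were those of *Rragc*, a GTPase of nutrient sensing (1.41), and *Brinp3* (1.17) on the higher side and *Fam155a* (-1.32) and the G protein subunit *Gnb2* (-1.22) on the lower side.

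**Figure D2:**
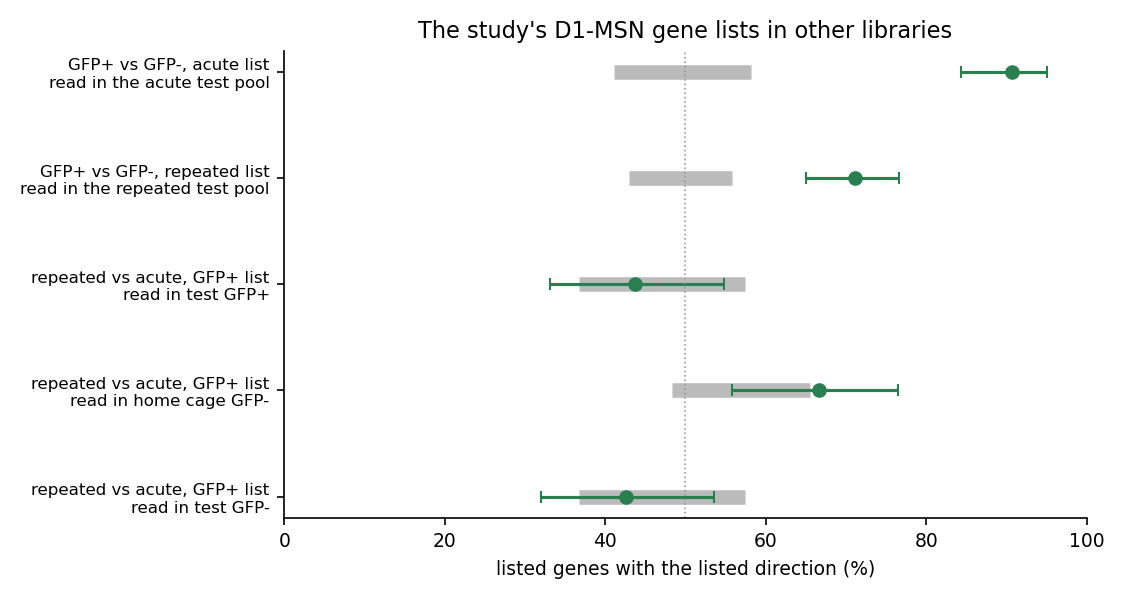
Share of the study's listed D1-MSN genes with the listed direction (x axis, %) in libraries that did not serve to choose them, as points with 95% binomial intervals over genes. Grey bars span the central part of the random gene sets. The repeated against acute list read in test GFP+ nuclei lies at 43.7%.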

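With libraries in place of nuclei as replicates, DESeq2 called fewer genes than edgeR, and nearly all of its calls were among those of edgeR. All 360 genes that DESeq2 called between GFP+ and GFP- D1-MSN-like nuclei were also called by edgeR, as were all 57 in D2-MSN-like nuclei. Of the 362 genes that DESeq2 called between *Arc*+ and *Arc*- D1-MSN-like nuclei, edgeR called 361, and of 106 in D2-MSN-like nuclei it called all. Genes that both tools call include *Npas4*, *Fos*, *Nr4a1*, *Reln* and *Trim30a*.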

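Whether the GFP+ against GFP- difference depends on conditioning was tested as an interaction over the 8 libraries. In D1-MSN-like nuclei no gene passed in edgeR, where 158 were higher and 197 lower after repeated conditioning at an unadjusted p under 0.05, and none in DESeq2 (27 and 17). In simulated data the same interaction test recovered 14.9% of genes changed 2-fold and 54.5% of those changed 4-fold, so that 2-fold differences between ensembles would mostly be missed.

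In D2-MSN-like nuclei 9 genes passed in edgeR and none in DESeq2. The difference of GFP+ from GFP- nuclei was higher after repeated conditioning for *Nrg3* and *Trim30a* (log2 0.85 and 1.33). It was lower for *Egr3*, a zinc finger transcription factor induced by activity (-1.39), and for *Bcl6*, a transcriptional repressor (-2.75). Of 16 immediate early genes, 1 was lower and none higher, and 10 were lower when adjusted over the list alone (median log2 -1.48). The X chromosome transcript *Xist*, which marks female nuclei, also passed (8.29), and it overlaps the antisense gene *Tsix*, so that its reads may not be its own. *Xist* was found in 2.08% of GFP+ and 12.7% of GFP- MSN-like nuclei of the acute home cage pool. In the repeated home cage pool it was found in 22.5 and 13.5%. Calls of this interaction thus cannot be told apart from a difference in sex in the home cage pools. Without the repeated home cage pool no gene passed, and without the acute home cage pool 18 did. From the genes shared by GFP+ nuclei and those that differ between the ensembles, the paper concludes that the acute and repeated ensembles share transcriptional properties, and it proposes that finer differences could underlie their distinct functions.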

Finally, upstream regulator predictions confirmed that both acute and repeated ensembles engage transcriptional programs that are likely mediated by canonical striatal plasticity pathways (e.g., CREB, MAPK, BDNF signaling), and likely in a dopamine-dependent manner, in both D1- and D2-MSNs (Fig. 5k, l).

Lastly, we probed whether transcriptomic make-up, in the form of combinatorial DEG expression, could be sufficient to efficiently discriminate between acute vs. repeated ensemble cells. We trained support vector machine (SVM) classifiers to do so using levels of DEGs as features and individual GFP+ nuclei as observations, and they performed well (Supplementary Fig. 11a, b). This not only confirms the robustness of our DEG calls, but also suggests that such subtle, multi-genic transcriptomic information might allow the capture of distinct neuronal ensembles at the functional level.

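A support vector machine trained on the study's 87 genes told repeated from acute home cage GFP+ D1-MSN-like nuclei with a balanced accuracy of 80.6 ± 4.17% (SD over 10 splits) in held-out nuclei of the same libraries. The genes had been chosen on all nuclei of these libraries, held-out nuclei included. With as many genes chosen in the training nuclei alone, the balanced accuracy was 68.6%, and with random genes detected in over 30% of nuclei it was 58.4%. In test GFP+ nuclei, from other mice, the classifier with the study's genes had a balanced accuracy of 46.0%, and in home cage GFP- nuclei 52.3%. Shuffled labels gave 49.8%. GFP- D1-MSN-like nuclei of the same pools, taken in the same numbers and with genes chosen in training, were told apart with 69.9%. In D2-MSN-like nuclei, the 19 listed genes gave 90.4% in held-out nuclei and 50.0% in test GFP+ nuclei. With nuclei thinned to 2000 UMIs, the D1-MSN values in held-out nuclei were 73.0% for the study's genes and 60.9% for genes chosen in training.

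**Figure D3:**
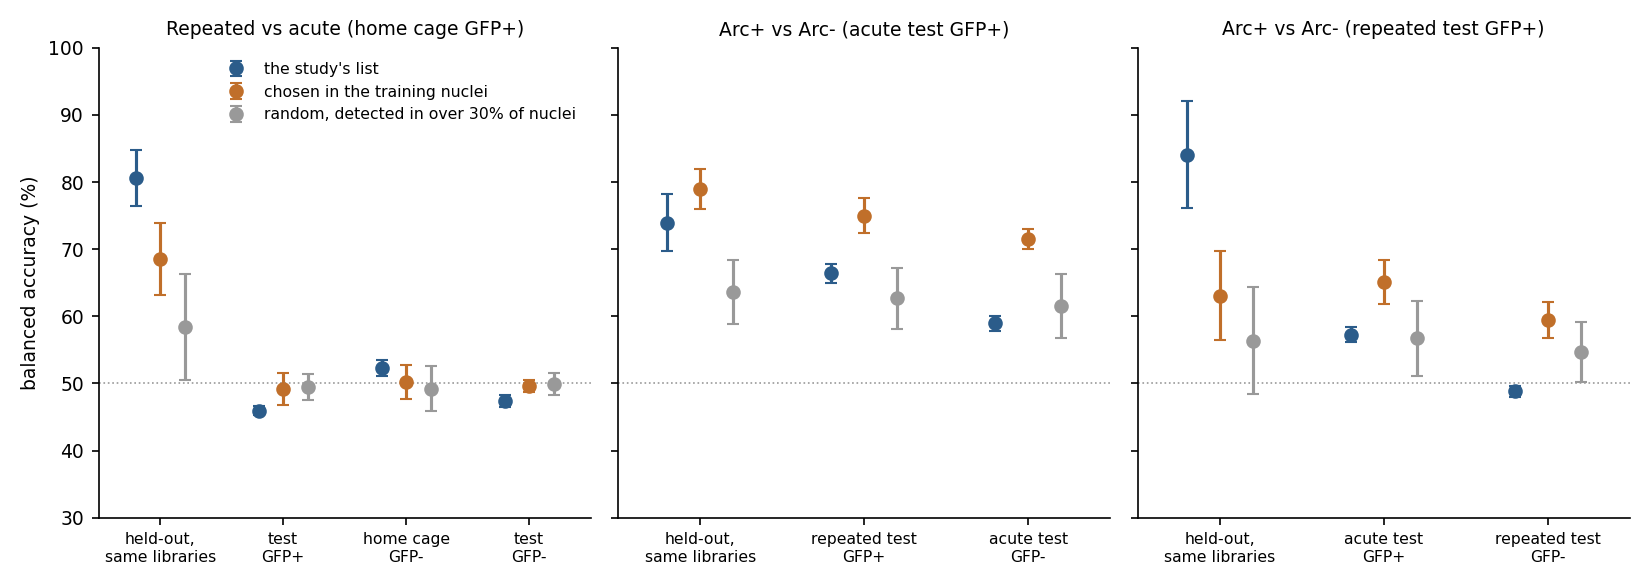
Balanced accuracy (y axis, %) of classifiers for D1-MSN-like nuclei, in held-out nuclei of the training libraries and in other libraries, as means with SD over 10 splits. Blue points use the study's genes, orange points genes chosen in the training nuclei and grey points random genes, and the dotted line marks 50%.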

This initial snRNAseq analysis demonstrated that the activation of canonical striatal plasticity programs during cocaine-associated learning is largely restricted to cells that previously induced ARC expression, underscoring at the single cell level that ARC induction represents not only a marker of recent activity, but also a predictor of later neuronal plasticity. This dataset also dissects the plasticity-related, activity- and dopamine-dependent transcriptional signature unique to cocaine-activated NAc cells. Beyond these shared features, we show as well that this molecular signature can discriminate between ensemble cells according to the stage of encoding at which they were recruited (early/acute ensemble vs. late/repeated ensemble), and that these transcriptional differences are associated with distinct electrophysiological properties in the two ensembles.

### Acute and repeated ensembles exhibit lasting differences in their electrophysiological properties

The physiology-related transcriptional differences revealed by our snRNAseq data between acute and repeated ensemble cells suggested potential differences at the physiological level. We thus compared the electrophysiological properties of cells recruited in the acute vs. repeated ensemble in ArcCreERT2::Ai14 mice with ex vivo whole cell patch clamp recordings (Fig. 6a, b). Mice were habituated to a new context for 3 days, and then administered cocaine either acutely or repeatedly in this same context. Cocaine-recruited ensemble cells were permanently tagged (Tom+ , red) via the concomitant injection of 4-OHT and cocaine during either the first and single (acute) or the fifth and last (repeated) cocaine exposure (Fig. 6a). Recordings from ensemble cells (Tom+) were performed on NAc slices at 7 days post tagging to assess lasting changes in ensemble-specific electrophysiological properties.

**Fig. 6:**
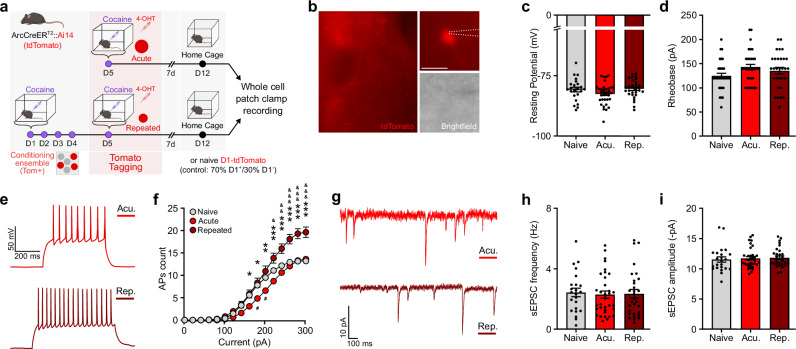
Cells recruited in the acute vs. repeated ensembles exhibit different intrinsic excitability. **a** Experimental design for ensemble tagging and ex vivo electrophysiology study of Arc-CreER^T2^::Ai14 mice. 4-OHT 4-Hydroxytamoxifen. Whole cell patch clamp recordings of Tom+ cells (*n* = 34 neurons, acute; *n* = 30 neurons, repeated) were performed in ArcCreER^T2^::Ai14 male mice (*n* = 8, acute; *n* = 7, repeated). For controls, recordings from naive D1-tdTomato male mice (*n* = 11) allowed for patching neurons (*n* = 33) in fixed relative proportions (70% D1+ / 30% D1-) matching those of Arc ensembles (Supplementary Fig. 9) **b** Representative wide-field (top) and close-up (bottom) views of patched MSNs. Scale bars 20 µm. **c** Resting membrane potential. LMM-ANOVA: F_2,13.668_ = 1.88, *p* = 0.1897. Acu. Acute, Rep. Repeated. **d** Rheobase. LMM-ANOVA: F_2,20.96_ = 1.7497, *p* = 0.1983. **e** Representative membrane responses from a Tom+ neuron in response to a 280 pA current injection from an acutely (top) or chronically (bottom) treated mouse. **f** Number of evoked action potentials (APs) in response to increasing depolarizing current steps. LMM-ANOVA: interaction group x current, F_30,1410.4_ = 9.72, ***p < 0.001; main effect of group, F_2,20.3_ = 4.85, *p = 0.0190; main effect of current, F_15,1410.4_ = 525.56, ***p < 0.001; followed by Šidák post hoc tests (repeated vs acute: *p < 0.05, **p < 0.01, ***p < 0.001; repeated vs naive: ^&^*p* < 0.05, ^&&^*p* < 0.01, ^& & &^*p* > 0.001; acute vs naive: ^#^*p* < 0.05). **g** Representative voltage-clamp recordings of Tom+ neurons held at -70 mV. **h** Spontaneous excitatory synaptic currents (sEPSC) frequency. LMM-ANOVA: F_2,14.12_ = 0.026, *p* = 0.9749. **i** sEPSC amplitude. LMM-ANOVA: F_2,12.96_ = 0.17, *p* = 0.8453. Bar and line graphs are expressed as means ± SEM. Source data are provided as a Source Data File. Created in BioRender. Parise, E. (2025) https://BioRender.com/voi7l54.

ARC+ cells recruited in the acute and repeated ensembles exhibited similar intrinsic baseline membrane properties along with similar resting membrane potential and rheobase (Fig. 6c). We found that increasing steps of current evoked significantly more action potentials in neurons from the repeated ensemble as compared to neurons recruited in the acute ensemble (Fig. 6e, f), indicating an overall increased intrinsic excitability for repeated ensemble cells compared to acute ensemble cells. At the synaptic level, both the frequency and amplitude of spontaneous excitatory post-synaptic currents (sEPSCs) were unchanged between cells belonging to the acute vs. repeated ensemble (Fig. 6g–i).

These data—altogether consistent with recent similar work^46^—show that cells recruited in the cocaine ensemble exhibit divergent excitability profiles depending on their recruitment at early (acute) vs. later (repeated) stages of drug exposure. Such electrophysiological differences are likely to be supported at least in part by ensemble-specific regulation of genes involved in homeostatic plasticity (e.g., voltage-gated ion channels, intracellular molecular cascades, etc.).

### Recent *Arc* induction denotes recall-evoked transcriptional regulation

As described above, the 1- vs. 5-pairing paradigms were associated with the expression of, respectively, weak or strong memory. We hypothesized that there are molecular correlates for such differences in memory strength, and asked whether the transcriptional programs engaged in recall-recruited cells would differ according to past cocaine history (1 vs. 5 pairing).

Cells recruited during the retrieval of cocaine-context associative memories were identified based on the detection of *Arc* mRNA within individual ensemble cells from CPP test samples only. 

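*Arc* mRNA was found in a larger share of MSN-like nuclei in test than in home cage libraries, for both GFP+ and GFP- nuclei. At 1000 UMIs per nucleus, 11.7% (95% binomial interval 9.60 to 14.1%) of GFP+ MSN-like nuclei were *Arc*+ in the acute test library and 12.0% (7.98 to 17.1%) in the repeated test library. The home cage values were 4.90% (acute) and 1.46% (repeated). In GFP- nuclei the shares were 1.54% (1.07 to 2.15%) and 3.35% (2.33 to 4.65%) in the test libraries, and 1.32 and 0.976% in the home cage libraries. Without thinning, 23.4% of GFP+ MSN-like nuclei were *Arc*+ on average in the test and 6.73% in the home cage libraries, and 6.61 and 2.90% of GFP- nuclei. In each sort, both test libraries lay above both home cage libraries (exact two-sided permutation test, p = 0.333, the smallest that 2 libraries against 2 allow). With at least 2 *Arc* UMIs this held for GFP+ nuclei and not for GFP- nuclei, where the lower test library had 1.17% and the higher home cage library 1.40% (exact p = 0.667).

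Astrocyte-like and oligodendrocyte-like nuclei, which should lack *Arc*, give a background for the GFP- libraries. In the acute test GFP- library 2 of 393 (0.509%) held an *Arc* UMI, with a median of 1374 UMIs per nucleus against 3301 for MSN-like nuclei. In the repeated test GFP- library none of 164 did, with 3 counts as the upper limit (1.83%), a median of 1371.5 UMIs and 3593.5 for MSN-like nuclei. The test GFP+ libraries hold too few such nuclei for a background: 1 of 11 (acute, 95% binomial interval 0.230 to 41.3%) and 1 of 4 (repeated, 0.631 to 80.6%) held an *Arc* UMI.

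Between GFP- D1-MSN-like nuclei of the test and home cage pools, other activity genes rose as well. Of 18 immediate early genes 8 rose and none fell (14 higher when adjusted over the list alone), with *Nr4a3* at a log2 fold change of 1.38, *Fos* at 1.46 and *Arc* at 1.10. *Arc* did so in repeated mice (2.14) and not in acute mice (-0.02). Of all called genes with at least 20 UMIs in glia-like nuclei of these libraries, 92.2% moved in the same direction there, the called activity genes among them included, and in barcodes of 1 to 100 UMIs 99.0% of 194 called genes did, so that the rise is not shown to be one of D1-MSN-like nuclei. *Tnfaip6*, a secreted protein of the extracellular matrix, rose by 3.30, and *Xist* and *Tsix* fell by 5.49 and 3.47. *Xist* marks female nuclei: it was found in 12.7% (acute) and 13.5% (repeated) of MSN-like nuclei in the home cage GFP- libraries and in 0.494 and 0.588% in the test GFP- libraries. Testing and the sex of the pooled mice thus go together.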

Consistent with our previous findings (Supplementary Fig. 5), the number of *Arc+* expressing nuclei was increased by memory recall (test session, Fig. 7a). These cells significantly overlap with ensembles defined by the expression of other IEGs like *Fos* and *Npas4* (Fig. 7b). 

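*Fos* mRNA, from a component of the AP-1 transcription factor, was found more often in *Arc*+ than in *Arc*- MSN-like nuclei of all 4 test libraries. At equal depth, 22.9% (95% binomial interval 15.0 to 32.6%) of *Arc*+ and 4.98% of *Arc*- nuclei held *Fos* in the acute test GFP+ library. The odds ratio over the 4 libraries was 7.63 at the median (5.69 to 14.5). *Npas4*, a transcription factor of inhibitory synapse formation, was found in 12.5% (6.63 to 20.8%) of *Arc*+ and 3.46% of *Arc*- nuclei of the same library, and its odds ratio was 5.21 at the median (4.05 to 11.1). Without thinning, and over all non-glutamatergic nuclei of the test libraries, 238 nuclei held *Arc* alone, 118 *Fos* alone and 122 *Npas4* alone. A further 90 held *Arc* and *Fos*, 70 *Arc* and *Npas4*, 26 *Fos* and *Npas4*, and 75 all 3. In MSN-like nuclei, the median odds ratios were 13.0 for *Fos* and 10.7 for *Npas4* at 2000 UMIs per nucleus, and 10.5 and 7.65 without thinning. In the home cage libraries without thinning they were as high, from 9.00 to 24.8 for *Fos* and from 4.57 to 11.7 for *Npas4* on 1 to 9 nuclei with both, so that the overlap was not confined to the test libraries.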

With regard to cell types, a majority of recall-activated ensemble cells are D1-MSNs, although in slightly lower proportions than the encoding-recruited ensembles (Fig. 7c, d). 

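D1-MSN-like nuclei were the largest group among *Arc*+ nuclei of every test library. At equal depth they were 67 of 102 *Arc*+ nuclei (65.7%, 95% binomial interval 55.6 to 74.8%) in the acute test GFP+ library and 22 of 27 (81.5%, 61.9 to 93.7%) in the repeated test GFP+ library. Of the *Arc*- nuclei in these libraries, 70.3 and 69.4% were D1-MSN-like. In the GFP- libraries, 26 of 38 *Arc*+ nuclei (68.4%) of acute and 25 of 38 (65.8%) of repeated mice were D1-MSN-like, against 51.6 and 50.8% of *Arc*- nuclei. D2-MSN-like nuclei made up 28.4% of *Arc*+ nuclei in the acute and 14.8% in the repeated test GFP+ library. A further 5 *Arc*+ nuclei of the acute test GFP+ library were interneuron-like and 1 was oligodendrocyte-like.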

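Within test libraries, every measured immediate early gene was higher in *Arc*+ than in *Arc*- D1-MSN-like nuclei. All 16 rose (median log2 fold change 2.76; 16 higher when adjusted over the list alone), with *Arc* itself left out. *Fos* had a log2 fold change of 3.65 (standard error 0.237, adjusted p = 7.99e-23 from edgeR), *Nr4a3* one of 3.02, *Npas4* 2.86 (chromosome 19 from 4984355 to 4990316), *Nr4a1* 2.78, *Junb* 2.73, *Egr1* 2.36 and *Egr3* 2.18. *Homer1*, whose short form is induced by activity and uncouples metabotropic glutamate receptors, rose by 1.73 (standard error 0.0831, edgeR adjusted p = 4.14e-30). Of 16 delayed activity genes, 15 rose and none fell (16 higher when adjusted over the list alone), among them *Rheb*, an activator of mTOR signaling (2.35), and the phosphatase *Dusp14* (2.42).

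Of 40 genes of dopamine receptor and cAMP signaling, 12 rose, none fell and 28 did not pass (15 higher and 1 lower when adjusted over the list alone). They include *Pde7b* (0.72), *Ptpn5* (0.56) and the phosphatase subunit *Ppp2ca* (1.36). Of 29 genes of the MAP kinase cascade, 7 rose, 1 fell and 21 did not pass (9 and 3 when adjusted over the list alone), with *Ntrk2*, the receptor of brain-derived neurotrophic factor, at 1.38 and *Dusp6*, an inhibitor of ERK, at 2.15. Synaptic adhesion genes rose in 8 of 52 cases, such as *Srgap1* (0.80) and *Reln* (0.76), and fell in 1. Of 35 chromatin regulators 7 rose and none fell, with the histone demethylases *Kdm7a* and *Kdm6b* at 1.18 and 1.11 and the transcription factor *Srf* at 1.53. Calcium and sodium channel genes rose in 6 of 31 cases, such as the calcium release channel *Itpr1* (0.53). Of 38 glutamate synapse genes 5 rose, such as *Dlg1* (0.51), 1 fell, *Camk2a* (-0.41), and 32 did not pass. *Gad1*, which makes GABA, rose by 0.97 with 2 others of 20 GABA synapse genes. No potassium channel gene of 34 passed, and 1 splicing factor of 35 did.

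The neuropeptide genes *Penk*, *Pdyn* and *Tac1* rose by 1.34, 1.29 and 0.89. The largest changes were *Tnfaip6* (6.31, standard error 0.319), the nuclear receptor *Nr4a2* (4.90), *Ptgs2*, the inducible cyclooxygenase (4.78), the stress transcription factor *Atf3* (4.20) and *Btg2* (3.73). Genes that fell include *Glb1*, a lysosomal galactosidase (-1.88), *Hnmt*, which inactivates histamine (-1.69), and the kinase subunit *Pik3cb* (-1.47). All 15 genes near the top of the study's *Arc*+ tables rose, but the study chose them on these libraries, so they are not independent evidence.

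With an estimated correlation, camera calls hold for the immediate early list (adjusted p = 0.0239) and the delayed list (adjusted p = 0.0158) and are lost for the dopamine and cAMP list (adjusted p = 0.208 with an estimated correlation) and the MAP kinase list (0.278). The test covered 7076 genes in 4 libraries, each split into *Arc*+ and *Arc*- sums of 38 to 142 and 129 to 1457 nuclei. edgeR called 543 higher and 154 lower, and DESeq2, run on 24694 genes without the filter on low counts, 345 and 17. Without the library as a block edgeR called 396 genes, and without the acute test GFP+ library 440.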

At the transcriptional level, cells recruited during recall (*Arc*+) were distinguished from non-recruited ones (*Arc*-) through the differential expression of numerous genes (Supplementary Data 4), largely involved in synaptic signaling and plasticity (e.g., synaptogenesis, dopamine cAMP signaling, MAPK cascade, Fig. 7e, f). A significant proportion of these DEGs were regulated in both D1- and D2-MSNs (Fig. 7g), illustrating that the transcriptional programs of recent *Arc* induction might exemplify a neuronal activation signature that goes beyond MSN subtype identity per se. 

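In D2-MSN-like nuclei all 11 immediate early genes tested were also higher in *Arc*+ than in *Arc*- nuclei. *Nr4a3* had a log2 fold change of 3.26 (standard error 0.212, adjusted p = 1.32e-17 from edgeR), *Npas4* one of 3.42, *Fosl2* 2.89 and *Fos* 2.69. *Nts*, which encodes neurotensin, rose by 3.53, *Pcsk1* by 2.83, *Btg2* by 3.39 and *Homer1* by 1.41. Of 11 delayed activity genes, 8 rose and none fell (11 higher when adjusted over the list alone). Of 27 MAP kinase genes, 5 rose, such as *Ntrk2* (1.18) and *Braf* (0.60), and none fell, and of 35 dopamine and cAMP genes 5 rose and none fell. Lower in *Arc*+ nuclei were *Dclk3*, a striatal kinase (-2.12), *Ntn1*, the guidance factor netrin (-1.67), *Crym*, a thyroid hormone binding protein (-1.37), and the kinase *Sgk1* (-0.85). With an estimated correlation no list passed here, with an adjusted p = 0.120 for immediate early and 0.193 for delayed genes with an estimated correlation.

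Of 4173 genes tested in both cell types, 464 were higher in *Arc*+ D1-MSN-like and 249 in *Arc*+ D2-MSN-like nuclei, and 205 were higher in both, where independent lists would share 27.7. The lower genes, 116 and 52, shared 17, where 1.45 would be shared. Log2 fold changes correlated with r = 0.679 across genes, which are not independent replicates, and both cell types come from the same libraries. In D2-MSN-like nuclei edgeR called 250 genes higher and 53 lower of 4182, and DESeq2 101 and 5 of 21789, without the filter on low counts. Without the acute test GFP- library edgeR called 158, and without the library as a block 187. From the genes regulated in both cell types, the paper proposes that recent *Arc* induction might reflect a signature of neuronal activation beyond MSN subtype.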

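Among *Arc*+ D1-MSN-like nuclei, those with more *Arc* mRNA also held more mRNA of other immediate early genes. Over depth-scaled values, the median Pearson correlation with *Arc* was 0.292 over 19 genes in the acute test GFP- library (63 nuclei) and 0.229 over 21 genes in the acute test GFP+ library (142 nuclei). The repeated test libraries had 0.184 (GFP-) and 0.235 (GFP+). Genes of matched expression gave medians from -0.0160 to 0.00698 in these libraries. Single genes in the acute test GFP- library ranged from *Nr4a3*, an orphan nuclear receptor, at 0.654, and *Npas4* at 0.523 to *Sik1*, a salt-inducible kinase, at 0.0403. In the acute test GFP+ library *Fos* had 0.586 and the clock gene *Per1* -0.0188. In D2-MSN-like nuclei the medians were 0.102, 0.0983 and 0.191 in the 3 libraries with enough *Arc*+ nuclei. These are correlations across nuclei of 1 library each, in which nuclei are not replicates, and immediate early genes share their inducers. At 2000 UMIs per nucleus the medians were lower, down to -0.0263 in D1-MSN-like nuclei of the repeated test GFP- library.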

Consistently, within each of these MSN populations, *Arc*+ cells also expressed higher levels of numerous other IEGs compared to *Arc*- cells, and furthermore *Arc* expression levels within individual nuclei were strongly correlated with those of the other IEGs (Fig. 7h). Predicted upstream regulators of these gene sets implicated well-established activity-dependent transcriptional regulators, including CBP, as well as their likely dependence on dopamine signaling (Fig. 7l, m). This finding both confirmed the ability of our snRNAseq approach to robustly identify nuclei with recent transcriptional activation, as well as the fact that those IEGs are induced together, in largely—but not completely—overlapping sets of NAc MSNs, upon CPP memory retrieval—which up to now has remained a recurring question in the field. Furthermore, subclustering D1-MSNs revealed that, in contrast to cocaine-activated nuclei (Supplementary Fig. 10d, e), recall-activated transcription of IEGs was not selective to Drd1-MSN-1 cluster (although trends were observed, Supplementary Fig. 10f), suggesting that recall-induced transcriptional activation, including of *Arc*, depends on molecular and circuit processes likely distinct from those of cocaine-activated transcription during memory encoding.

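Immediate early gene transcripts were present in all 3 D1-MSN-like subclusters of the test libraries. In the acute test GFP+ library, the summed immediate early transcripts reached 2476 CPM (95% Poisson interval 2214 to 2760) in Drd1-MSN-2-like, 2019 (1762 to 2302) in Grm8-MSN-like and 1651 (1595 to 1709) in Drd1-MSN-1-like nuclei. The repeated test GFP+ library had 2157, 1112 and 1305 in the same order. In the acute test GFP- library they reached 702 in Drd1-MSN-2-like, 569 in Grm8-MSN-like and 334 in Drd1-MSN-1-like nuclei. The acute home cage GFP- library had 257, 403 and 234. The share of *Arc*+ nuclei in the acute test GFP+ library was 23.8% (12.1 to 39.5%) of 42 Drd1-MSN-2-like, 5.56% of Grm8-MSN-like and 10.7% (8.11 to 13.7%) of 496 Drd1-MSN-1-like nuclei. For repeated mice it was 25.0% of 12, 9.38% of 32 and 13.2% of 121 nuclei. Intervals hold counting error within a library only, and GFP+ Drd1-MSN-2-like nuclei are few.

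**Figure D4:**
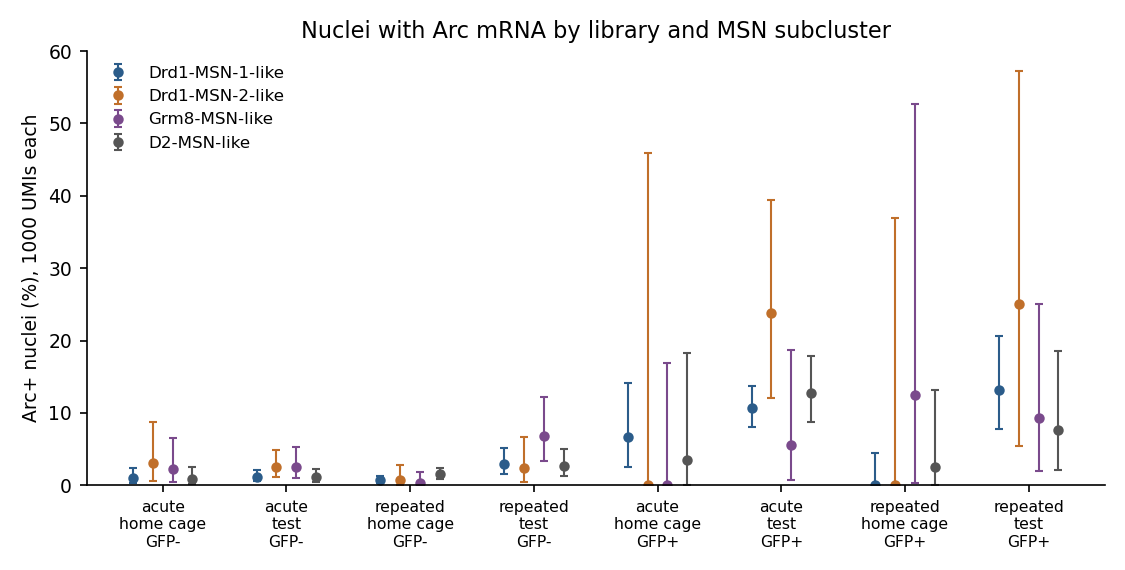
Share of *Arc*+ nuclei at 1000 UMIs per nucleus (y axis, %) by library (x axis) in MSN-like subclusters, as points with 95% binomial intervals. Drd1-MSN-2-like nuclei of the acute test GFP+ library lie at 23.8%.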

**Fig. 7:**
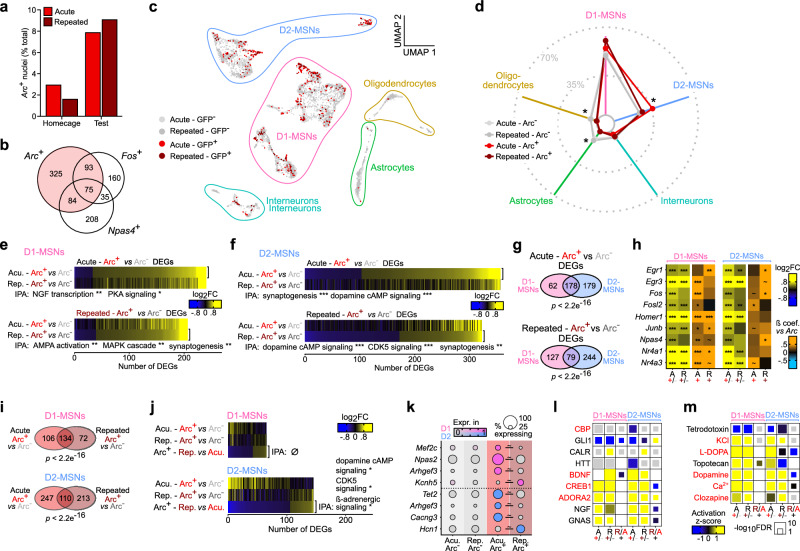
Transcriptional correlates of recent *Arc* induction in acute and repeated ensembles upon cocaine-context memory retrieval. **a** Number of nuclei with detectable *Arc* mRNA expression. **b** Overlap between *Arc*+ nuclei with *Fos*+ (Fischer exact test ***p < 0.0001) and *Npas4*+ (Fischer exact test ***p < 0.0001) nuclei. **c** UMAP reduction and cell type annotation of nuclei from CPP test samples only (*n* = 5,448). **d** Proportion of nuclei from each treatment/*Arc* status combination in each cell type cluster. Exact numbers are available in Supplementary Fig. 8i. *χ*^2^ tests: Acute: *χ*^2^ = 6^2^.155, df = 4, ***p < 0.001. Repeated: *χ*^2^ = 25.224, df = 4, ***p < 0.001. FDR-adjusted *p*-values correspond to standardized Pearson’s residuals. ***p < 0.001 Arc+ vs Arc-, Acute; ^##^*p* < 0.01 Arc+ vs Arc-, Repeated. **e** Expression heatmaps of *Arc*+ vs. *Arc*- DEGs in D1-MSNs in acute (top) and repeated (bottom) conditioning groups, along with 2 or 3 most significantly enriched IPA canonical pathways (*** FDR < 0.001). Acu. Acute, Rep. Repeated. **f** Expression heatmaps of *Arc*+ vs. *Arc*- DEGs in D2-MSNs in acute (top) and repeated (bottom) conditioning groups, along with 2 or 3 most significantly enriched IPA canonical pathways (*** FDR < 0.001). **g** Overlap of *Arc*+ vs. *Arc*- DEGs between D1- and D2-MSNs in either acute (top) or repeated (bottom) conditioning groups (Fisher’s exact test *p*-values). **h** Heatmaps of expression and correlation with Arc expression for selected IEGs in D1- (left) and D2-MSNs (right). **i** Overlap of *Arc*+ vs. *Arc*- DEGs between acute and repeated conditioning groups in D1- (top) and D2-MSNs (bottom) (Fisher’s exact test *p*-values). **j** Expression heatmaps of DEGs in *Arc*+ nuclei between repeated and acute grou*p*s in D1- (top) and D2-MSNs (bottom), along with 2 most significantly enriched IPA canonical pathways (* FDR < 0.05, *** FDR < 0.001). **k** Expression dot plots of selected DEGs in D1- and D2-MSNs ( ~ FDR < 0.1). **l** Most significant IPA predicted upstream regulator proteins across comparisons in D1- and D2-MSNs. **m** Most significant IPA predicted upstream regulator chemical substances across comparisons in D1- and D2-MSNs.

Despite significant similarities (Fig. 7b, e, f, and g), these recall-induced (*Arc*+) cells displayed significant gene expression differences depending on ensemble membership (acute, 1-pairing vs. repeated, 5-pairing groups, Fig. 7j). This last analysis points towards gene regulation mechanisms like “priming” and “desensitization” at the level of individual genes within individual cells: for instance, we highlighted genes that were only induced in activated cells with (e.g., *Kcnh5*, *Hcn1*) or without (e.g., *Npas2*, *Arhgef3*, *Tet2*, *Cacng3*) a history of repeated cocaine exposure (Fig. 7k). Together, these data strongly support the idea that *Arc*-expressing ensemble cells support memory processes—including both memory encoding and retrieval—through activity-dependent plasticity- and memory-related transcriptional programs, and that these programs are modulated by past cocaine history (1 vs. 5 pairing).

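Whether the *Arc*+ against *Arc*- difference depends on conditioning was tested over the 4 test libraries, and no gene passed in D1-MSN-like or D2-MSN-like nuclei. The GFP+ and GFP- libraries of 1 conditioning come from the same mice, so that conditioning has no replicate pool. A direct test of repeated against acute *Arc*+ nuclei was not made. In D1-MSN-like nuclei, edgeR had 141 genes higher and 182 lower after repeated conditioning at an unadjusted p under 0.05, and DESeq2 19 and 19. In D2-MSN-like nuclei edgeR had 90 and 111, and DESeq2 18 and 46. In simulated data this test recovered 29.9% of genes changed 2-fold and 65.2% of those changed 4-fold in D1-MSN-like nuclei. With nuclei of at least 1500 UMIs it called 1 D1-MSN-like gene.

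The study lists 66 genes for D1-MSNs between repeated and acute *Arc*+ nuclei. In *Arc*- nuclei of the same libraries, 77.3% of them had the same direction in GFP+ and 69.7% in GFP- nuclei. *Mef2c*, a transcription factor that restrains synapse number, stood at 107 CPM (95% Poisson interval 76.2 to 147) in repeated and 209 (179 to 244) in acute *Arc*+ D1-MSN-like nuclei. *Sp3*, a zinc finger transcription factor, stood at 187 (145 to 237) and 116 (93.6 to 142). These sums pool GFP+ and GFP- nuclei in unlike shares, with 38 of 99 repeated and 142 of 205 acute *Arc*+ nuclei GFP+. For *Sp3* the difference lay in GFP+ *Arc*+ nuclei, and GFP- *Arc*+ nuclei hardly differed, as given with the reactivated nuclei below. The pooled values thus also hold the difference in GFP mix.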

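Among genes named for cocaine history, *Arhgef3*, an activator of the small GTPase RhoA, rose most clearly in *Arc*+ D1-MSN-like nuclei, with a log2 fold change of 1.45 (standard error 0.140, adjusted p = 4.40e-14 from edgeR). Its log2 ratio in the 4 test libraries was 2.22 and 0.96 in acute GFP- and GFP+ nuclei and 1.18 and 1.50 in repeated GFP- and GFP+ nuclei. *Cacng3*, an auxiliary subunit of AMPA receptors, rose by 0.52, *Tet2*, which oxidizes methylated DNA, by 0.42, and *Npas2*, a clock transcription factor, by 0.31. The ratios of *Cacng3* in the same order were 0.02, 0.76, 0.36 and 0.86, those of *Tet2* 0.56, 0.23, 0.28 and 0.78, and those of *Npas2* 0.51, 0.24, -0.04 and 0.55.

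The potassium channel *Kcnh5* had ratios of -0.29 and -0.16 in acute and 0.62 and 0.46 in repeated nuclei. Over the 4 libraries it did not pass (0.13). For the difference between repeated and acute, *Kcnh5* had a log2 value of 0.78 (standard error 0.278, unadjusted p = 0.00820 and adjusted p = 0.991 from edgeR). The genes above had -0.14 (*Npas2*), -0.22 (*Arhgef3*), 0.11 (*Tet2*) and 0.05 (*Cacng3*), and none passed. In D2-MSN-like nuclei *Arhgef3*, *Cacng3* and *Tet2* rose as well, by 1.24, 0.66 and 0.52, the last 2 not in every library. From such genes, the paper states that the comparison points towards priming and desensitization of individual genes.

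**Figure D5:**
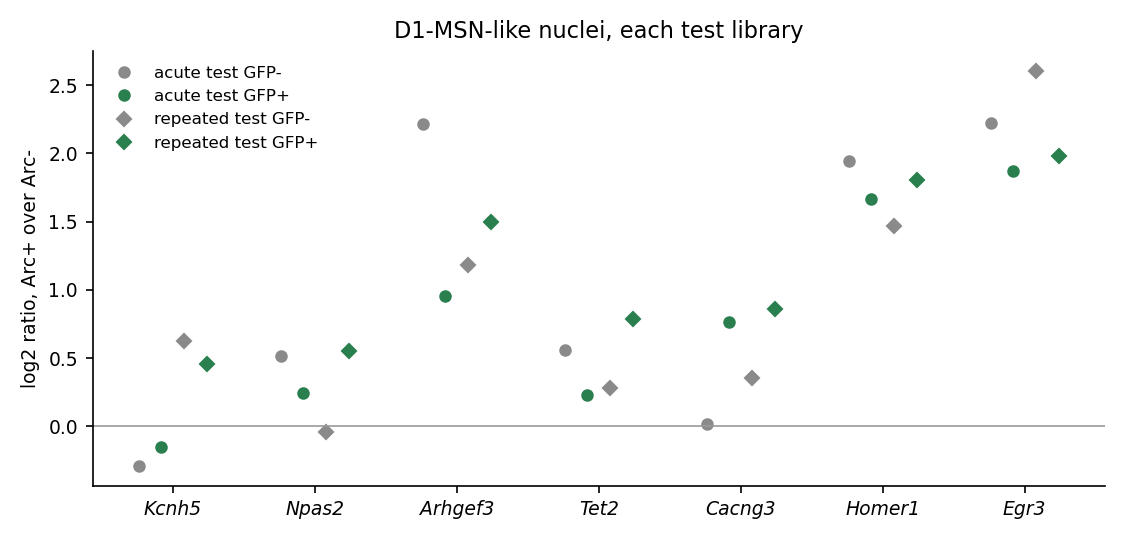
Log2 ratio of *Arc*+ over *Arc*- D1-MSN-like nuclei (y axis) for 5 of these genes and for *Homer1* and *Egr3* (x axis), with 1 point per test library, green for GFP+ and grey for GFP-, round for acute and diamond for repeated. The 4 points of *Arhgef3* lie between 0.96 and 2.22.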

### Recall-induced ARC ensemble reactivation is transcriptionally mediated

One remaining question was to investigate whether these ensemble transcriptional features might play a part in governing reactivation at the single-cell level, especially given that we have demonstrated distinct reactivation properties for ensembles encoding distinct phases of learning (acute/1-pairing vs. repeated/5-pairing, Fig. 3). We hypothesized that NAc cells recruited in the acute vs. repeated ensembles during the encoding of cocaine-context associative memories acquire some divergent cellular properties that modulate their subsequent reactivation upon recall and consequently their contribution to memory retrieval. We thus examined whether cells reactivated during recall (*Arc*+/GFP+) exhibit different transcriptional responses depending on their former recruitment status, and whether such responses differ between acute vs. repeated ensemble cells.

Again, reactivated cells (*Arc*+/GFP+) are predominantly D1-MSNs (Fig. 8a). 

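Nuclei both GFP+ and *Arc*+ were mostly D1-MSN-like. Without thinning, as the study counted, 142 of 214 (66.4%, 95% binomial interval 59.6 to 72.7%) in the acute and 38 of 49 (77.6%, 63.4 to 88.2%) in the repeated test GFP+ library were D1-MSN-like. D2-MSN-like nuclei were 66 and 9 of them, interneuron-like nuclei 5 and 0. *Arc*- nuclei of these GFP+ libraries were 70.5 and 68.6% D1-MSN-like.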

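In D1-MSN-like nuclei of the acute test pool, *Arc* was found at equal depth in 11.3% of 592 GFP+ and 1.73% of 1503 GFP- nuclei. The ratio was 6.54, with bounds of 3.52 to 12.5. Bounds of these ratios divide opposite ends of the 2 binomial intervals of 95%, so they are wider than a 95% interval of the ratio. Repeated mice had *Arc* in 13.3% of 165 GFP+ and 3.67% of 682 GFP- nuclei, a ratio of 3.64 (1.59 to 8.17). In D2-MSN-like nuclei of the acute test pool the shares were 12.8% of 227 GFP+ and 1.14% of 704 GFP- nuclei, a ratio of 11.2 (3.92 to 36.3). For repeated mice they were 7.69% of 52 GFP+ and 2.69% of 334 GFP- D2-MSN-like nuclei. The ratio was 2.85, with wide bounds (0.423 to 15.0) that hold both no difference and a large one. The home cage pools, without a test, also had a ratio above 1 in D1-MSN-like nuclei, 3.39 (0.689 to 14.9) for acute and 1.59 (0.0236 to 16.2) for repeated mice. Without thinning, the test shares were 23.9 (GFP+) and 4.14% (GFP-) of acute and 22.8 and 8.89% of repeated D1-MSN-like nuclei, and 28.9 and 4.96% of acute and 17.3 and 8.66% of repeated D2-MSN-like nuclei. Over the 4 pools at equal depth, *Arc*+ nuclei averaged 7.72% of GFP+ and 1.90% of GFP- D1-MSN-like nuclei, and 6.63 and 1.56% of D2-MSN-like nuclei (each with the smallest p of an exact sign-flip test over 4 pools). In D2-MSN-like nuclei the share was higher in 3 of 4 pools without thinning and with at least 2 *Arc* UMIs (exact p = 0.25 in both).

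The rise in *Arc*+ nuclei was smaller among GFP+ than among GFP- D1-MSN-like nuclei for *Nr4a3* and for *Etv5*, a transcription factor that responds to growth factors (log2 -1.42 and -1.26 in edgeR). The kainate receptor subunit *Grik1* passed the same test (3.61), with opposite directions in GFP+ and GFP- nuclei. Of 16 immediate early genes 1 was lower in this interaction, and 8 were lower when adjusted over the list alone. DESeq2 called no gene, with 21 higher and 24 lower at an unadjusted p under 0.05.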

Cells recruited during recall (*Arc*+) were significantly more likely to have been previously recruited in the encoding ensemble (GFP+), meaning that the recall ensemble preferentially recruited cells that were already recruited during encoding, except for D2-MSNs of the repeated group (Fig. 8b). Such preferential re-recruitment of memory-encoding cells is consistent with the immunohistological observations above (Fig. 3d–f) and with properties inferred for engram-like cells.

**Fig. 8:**
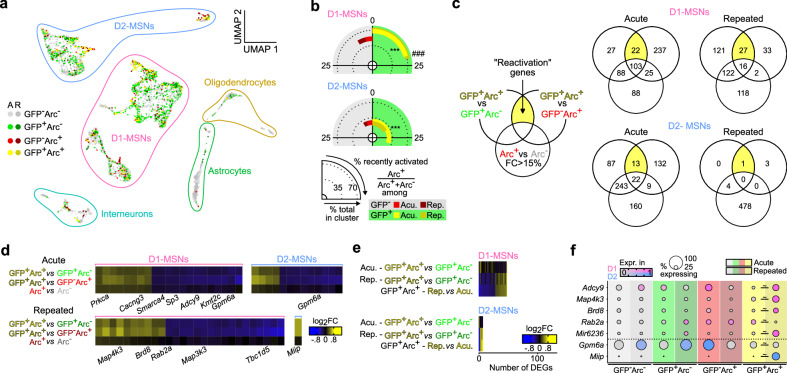
Transcriptional correlates of Arc reactivation in cells recruited during both the encoding and retrieval of cocaine-context associative memories. **a** UMAP reduction and cell type annotation of nuclei from CPP test samples only (*n* = 5,448), colored according to treatment group, GFP FANS status, and *Arc* expression status. **b** Proportion of nuclei from each treatment/GFP/*Arc* status combination in D1-MSNs (top) and D2-MSNs (bottom), highlighting preferential recent *Arc* induction (*Arc*+) in remote *Arc*-activated (GFP+) nuclei (D1, acute: χ^2^_(1)_ = 148.43, *p* < 2.2e^-16^; D1, repeated: χ^2^_(1)_ = 23.067, *p* = 1.56e^-6^; D2, acute: χ^2^_(1)_ = 102.77, *p* < 2.2e^-16^; D2, repeated: χ^2^_(1)_ = 2.57, *p* = 0.1083). ***p < 0.001 Arc+ vs Arc-, Acute; ^##^*p* < 0.01 Arc+ vs Arc-, Repeated^.^ Exact numbers are available in Supplementary Fig. 8j. Acu. Acute, Rep. Repeated. **c** Schematic intersectional strategy to identify putative reactivation-related genes, i.e., genes that are DEGs between GFP+/*Arc*+ and GFP+/*Arc*- nuclei as well as between GFP+/*Arc*+ and GFP-/*Arc*+ nuclei but are not activity-dependent, i.e., are not changed overall in *Arc*+ vs. *Arc*- nuclei (for added stringency, all genes with an *Arc*+ vs. *Arc*- fold change > 15% were removed, independent of FDR-based significance. Venn diagram representing the number of genes identified as DEGs with this intersectional strategy for each cell type (D1 vs. D2-MSNn) and each cocaine ensemble (acute vs. repeated). **d** Expression heatmaps of putative “reactivation” genes in acute (top) and repeated (bottom) ensembles in both D1-MSNs (left) and D2-MSNs (right). Select genes involved in neuronal signaling and transcription are annotated. **e** Expression heatmaps of DEGs in GFP+/*Arc*+ reactivated nuclei between repeated and acute groups in D1-MSNs (top) and D2-MSNs (bottom), along with corresponding most significantly enriched IPA canonical pathways (* FDR < 0.05). **f** Expression dot plots of selected D1-MSNs and D2-MSNs repeated vs. acute DEGs involved in neuronal physiology, signaling, and transcriptional regulation ( ~ FDR < 0.1), that are also “reactivation” genes.

We then examined genes that were differentially regulated selectively in reactivated cells—by comparing cells activated during both encoding and recall (GFP+/*Arc*+) to cells only activated once during either encoding (GFP+/*Arc*-) or recall (GFP-/*Arc*+), and subtracting from the resulting DEG lists any genes that can be considered as activity-regulated (Fig. 8c). Only a few genes survived this highly stringent selection process, for either D1- or D2-MSNs from either the acute or repeated ensemble (Fig. 8d), yet with the potential to influence neuronal function at the levels of both synaptic signaling and transcriptional regulation. 

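In GFP+ D1-MSN-like nuclei of the acute test library, *Arc*+ nuclei held less mRNA of the transcription factor *Sp3* than *Arc*- nuclei, at 92.4 CPM (95% Poisson interval 69.0 to 121) and 160 (141 to 180) CPM. GFP- *Arc*+ nuclei of the same mice held 174 (124 to 237). *Adcy9*, an adenylyl cyclase, was also lowest in GFP+ *Arc*+ nuclei, with 114 (87.6 to 145) in GFP+ *Arc*+, 200 (179 to 222) in GFP+ *Arc*- and 191 (139 to 257) in GFP- *Arc*+ nuclei. *Smarca4*, the ATPase of a chromatin remodeling complex, had 146, 214 and 200. In the repeated test library GFP+ *Arc*+ nuclei were again lowest for *Smarca4* (184, 210 and 245) but not for *Sp3* (199, 181 and 180) or *Adcy9* (237, 172 and 159).

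In repeated mice, *Map4k3*, a kinase of nutrient signaling, stood at 252 (174 to 354) in GFP+ *Arc*+, 89.3 (64.6 to 120) in GFP+ *Arc*- and 55.8 (29.7 to 95.4) in GFP- *Arc*+ nuclei. *Brd8*, a bromodomain protein, stood at 214, 76.8 and 68.7, and *Tbc1d5*, a regulator of endosome traffic, at 84.1 (42.0 to 151), 245 and 236. *Rab2a*, a GTPase of vesicle transport, rested on 6 UMIs in GFP+ *Arc*+ nuclei (45.9 CPM). In acute mice *Map4k3* had 105, 77.8 and 87.0, and *Tbc1d5* 242, 257 and 213. Outside the named genes, the largest ratio of acute GFP+ *Arc*+ to GFP- *Arc*+ nuclei was that of *Josd1*, a deubiquitinase (2.32), and the lowest that of *Thsd7b* (-2.08). Each group is part of 1 library, of 142 acute and 38 repeated GFP+ *Arc*+ nuclei, so no spread between mice can be given.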

We further computationally tested whether the expression of those few “reactivation” genes could efficiently predict the observed reactivation status with SVM classifiers (Supplementary Fig. 11a). These classifiers performed well (Supplementary Fig. 11c), suggesting that the subtle transcriptional differences that are highlighted here are likely sufficient to dictate reactivation at the ensemble level, and therefore represent a prime avenue for future research.

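Classifiers of *Arc*+ against *Arc*- GFP+ D1-MSN-like nuclei trained on 30 acute reactivation genes, taken from the study's tables by its rule, had a balanced accuracy of 73.9% in held-out nuclei of the acute test library. In the repeated test GFP+ library, from other mice, the same classifiers had 66.4%, and in GFP- nuclei of the acute test pool 59.0%. With as many genes chosen in the training nuclei, *Arc* left out, the values were 79.0, 75.0 and 71.5%, and random genes gave 63.6% in held-out nuclei. With the 29 genes taken in the same way for repeated mice, the balanced accuracy was 84.1% in held-out nuclei of the repeated test library, 57.3% in the acute test GFP+ library and 48.8% in repeated test GFP- nuclei. Genes chosen in training gave 63.1 and 65.1% in the first 2 of these, and random genes 56.4% in held-out nuclei. For D2-MSN-like nuclei, 14 acute genes gave 69.8% in held-out and 38.2% in repeated test GFP+ nuclei. The genes of these tables were chosen on all nuclei of these libraries, held-out nuclei included. From the performance of its classifiers, the paper proposes that such subtle differences are likely enough to dictate reactivation at the level of the ensemble.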

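Between reactivated D1-MSN-like nuclei (GFP+ *Arc*+) of repeated and acute mice, the gene named for reactivation with the largest ratio was *Brd8*, with a log2 ratio of 1.51. *Map4k3* had 1.26, *Sp3* 1.10 and *Adcy9* 1.06. On the lower side, *Tbc1d5* had a log2 ratio of -1.52, *Rab2a* -1.49, *Mef2c* -1.19 and the kinase *Map3k3*, on 7 UMIs in repeated mice, -0.86. *Kmt2c*, a histone methyltransferase, and *Smarca4* differed less, with 0.32 and 0.33, and the membrane glycoprotein *Gpm6a* had -0.54. Outside these genes, the largest ratios were those of *Ippk*, an inositol phosphate kinase (1.42), and of the protocadherin *Pcdh11x* (-2.03), *Gclc*, an enzyme of glutathione synthesis (-1.74), and *Mdh1* (-1.69). These ratios compare 38 nuclei of 1 library with 142 of another and have no test over mice. Of the 48 genes the study lists for this comparison, 77.1% had the same direction in *Arc*- GFP+ nuclei of the same libraries. In *Arc*- GFP- nuclei of the same pools 77.1% did too, and in GFP- *Arc*+ nuclei 47.9% did. Random sets gave 49.0 to 52.6% on average in these nuclei.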

Finally, we formally examined gene expression differences between reactivated (GFP+/*Arc*+) cells from the repeated vs. acute ensembles (Fig. 8e and Supplementary Data 5) and found that “reactivation-predicting” genes appeared to also be DEGs in that last comparison (Fig. 8f). This analysis suggests subtly distinct, transcriptionally-modulated reactivation mechanisms in the acute and repeated ensembles, which could account for their distinct reactivation probabilities (Fig. 3), and in turn could modulate their contribution at different stages of memory encoding.

## Discussion

The results of this study demonstrate that expression of a cocaine-context memory by re-exposure to the context triggers the reactivation of a subset of NAc neurons that had been previously activated during exposure to the drug itself and memory encoding, that the extent of this reactivation correlates with memory strength, that their artificial reactivation can support memory retrieval, and that these neurons exhibit long-lasting, plasticity-related transcriptional adaptations. These subsets of neurons thus meet canonical, well-accepted criteria to be defined as functional memory “engram” cells^8,10,17^, and are therefore likely to represent a cellular memory trace and substrate for cocaine-associated memories in NAc. This is similar to what has been described for glutamatergic pyramidal neurons in hippocampus-related learning^6,14,39^, only we are showing it here for GABAergic MSNs in NAc. It is striking to also note that the reactivation rates of these NAc cocaine engram-like cells appear similar if not higher than what tends to be observed for hippocampal engrams in Pavlovian learning paradigms^6,39^. Yet, and similar to the aforementioned hippocampal studies, the respective memory encoding/retrieval ensembles contain additional, “non-engram” cells (i.e., activated but not reactivated Tom+/ARC- cells) that are less likely to directly support memory per se. Whether these result from non-specific tagging (from non-behaviorally relevant neuronal activity) or encode distinct behavioral sub-parameters (e.g., locomotion, motivation, behavioral state, etc.), and, in our case, if/how these differ between acute vs. repeated drug conditioning, remain to be determined. In particular, more finely distinguishing between neurons that encode memory recall (“engram” cells) and those that mediate extinction learning will be crucial, especially in a task like CPP testing where memory recall is experimentally not dissociable from the first instance of memory extinction.

We go on to show that, during a course of repeated cocaine exposures, the recruited NAc ensemble gets smaller but incorporates newly activated cells that were not recruited upon the first exposure. These findings establish that mostly distinct ensembles are recruited at later vs. early stages of cocaine-context learning. The differential contribution of these distinct neuronal populations to memory recall, which we demonstrate by use of optogenetic approaches, suggests that they could encode distinct aspects of these associative memories. The repeated ensemble—smaller, more excitable, and the reactivation of which during memory recall correlates negatively with memory strength—could exert a homeostatic effect on NAc circuits during later stages of learning. Conceptually, such role for ARC in homeostatic processes at the ensemble level is consistent with the counter-intuitive idea that, at the cellular level, ARC is in fact induced in cells and synapses in part to downscale their contribution to synaptic plasticity (e.g., by promoting AMPA endocytosis), especially during later phases of long-term plasticity^49,51,52^. Similar interpretations have been proposed at the chromatin level, where ARC induction in the nucleus is also thought to act as a brake on transcriptional plasticity to support homeostatic regulation^42,49^. By contrast, our evidence shows that the acute ensemble drives memory formation and recall. Acute and repeated ensembles exist in brain coincidentally in time in response to a range of overlapping stimuli, and further work is needed to understand how their concomitant recruitment is integrated to determine behavioral responses.

Another intriguing question resides in the extent to which these Arc ensembles are overlapping or distinct from those formed by other IEGs in similar conditions, most of which have been implicated in cocaine responses^32^ and plasticity in general^24,40^. While we show that other IEGs exhibit similar desensitization with repeated cocaine (Supplementary Fig. 1) at the bulk mRNA level, and significantly correlate with *Arc* induction upon CPP recall at the single-cell level (Fig. 7h), it remains to be determined how *Arc*, *Fos*, *Npas4*, etc. ensembles emerge, coexist and cooperate at distinct stages of drug memory encoding and recall—especially in light of the existence of IEG-defined “superensembles”^31^ in the striatum, and of the fact that CPP retrieval appears to induce *Arc*, *Fos* and *Npas4* in significantly but only partially overlapping ensembles (Fig. 7b). It is established that *Arc* is induced in many of the same cells as *Fos*, for instance, in simple stimulus-response situations (e.g., an acute injection of cocaine^42,46,56^). However, because of its paradoxical relationship with homeostatic plasticity (see above), *Arc* might stand as a unique marker for “homeostatic ensembles” and might thereby label functionally distinct ensembles or sub-ensembles in more complex memory-related paradigms—an hypothesis that remains to be tested experimentally.

Our snRNAseq dataset provides unprecedented insight into the transcriptional profiles of ensemble cells. We demonstrate that plasticity programs in NAc are largely restricted to cells that are functionally engaged in memory encoding and retrieval across cell types, and associate with *Arc* and other IEGs induction. By establishing the transcriptional correlates of ensemble allocation, we show that, beyond their activation at key phases of memory processes, ARC-defined ensemble cells also exhibit molecular features likely to support both their recruitment to the ensemble and their further contribution to memory storage through traditional plasticity mechanisms. The causal roles of individual genes, such as those identified in Fig. 8, alone or in combination, to engram allocation during drug memory encoding or engram reactivation during drug memory retrieval, thus stand as attractive avenues for follow-up work, which will complement emerging data on the molecular substrates of these processes in other memory circuits, especially in terms of transcriptional control^16,73^. Additionally, these data confirm that ARC expression efficiently stamps cell populations harboring transcriptional programs relevant to learning and memory. Future work is needed to establish which of these cellular adaptations are causally mediated by ARC induction. Nevertheless, our data accentuate at single-cell resolution that ARC represents an effective marker of both recent neuronal activation but also of the induction of larger, longer-lasting, plasticity programs.

Our snRNAseq dataset is limited by several, technically unavoidable caveats. Due to the scarcity of ARC^+^ GFP-tagged cells, it was necessary to pool multiple dissection samples before sorting and sequencing. This resulted in the loss of individual, sample-level behavioral data, which could have been used as a predictor for transcriptomics data, as well as prevented the use of more robust pseudo-bulking analytical methods. However, our conclusions were consistent with those derived from multiple other cell-level statistical frameworks, and we have also used an alternative sample-level random pseudo-sampling pseudo-bulking strategy^72^ with overall consistent findings (Supplementary Data 6), together suggesting that the gene expression patterns we describe here are overall robust with respect to analytical and statistical power differences. Our approach also made it impossible to segregate core vs. shell NAc subregions, which play distinct circuit roles in reward-related behaviors^5,74^. Very recent technical advances, largely relying on the use of antibody-based multiplexing—which had been previously described^75^ but had yet to be more widely adopted—have the potential of reliably enabling the capture of rare activity-defined target populations while retaining individual sample identity^76^. This updated methodology, abbreviated as XPoSEseq, thus stands as an attractive and exciting platform for future transcriptional studies of activated ensembles with improved resolution and statistical power.

In conclusion, we here identify a shared molecular profile that distinguishes all ensemble-allocated cells—whether D1 or D2-MSNs in the acute as well as repeated ensembles. We also provide evidence for more subtle transcriptional regulation that is specific to cells recruited at different stages of learning (i.e., acute vs. repeated ensembles). This finding indicates that transcriptional regulation tracks memory formation and storage at the cellular level. This work thereby provides more general insight into the mechanisms by which neuronal ensembles are shaped at the molecular level to control memory, and underscores the relevance of studying drug addiction as a form of pathological memory from both a fundamental and translational standpoint.

## Methods

### Animals

C57BL/6 J mice were purchased from The Jackson Laboratory at 7 weeks of age and experiments performed at 8–10 weeks of age. ArcCreER^T2^ mice (IMSR_JAX:022357) were a generous gift from Christine Denny^6^ at Columbia University and bred in-house on a C57BL/6 J background. ArcCreER^T2^ mice were crossed in-house to the following transgenic reporter mouse lines obtained from the Jackson Laboratory: Ai14 (IMSR_JAX:007914), Ai32 (IMSR_JAX:012569), and Sun1 (IMSR_JAX:030952). D1-tdTomato (MGI:4360387) were bred in-house. All mice were group-housed, maintained on a 12:12 h dark/light cycle (08:00 lights off; 20:00 lights on) and were provided with food and water *ad libitum*. All behavioral testing was conducted in the dark phase at 8–18 weeks of age. All mice were maintained according to the National Institutes of Health guidelines for Association for Assessment and Accreditation of Laboratory Animal Care accredited facilities, and all experimental protocols were approved by the Institutional Animal Care and Use Committee at Mount Sinai.

### Drug treatments

Cocaine HCl (from the National Institute on Drug Abuse) was diluted in 0.9% NaCl saline solution (ICU Medical) and injected intraperitoneally at 20 mg/kg. An aqueous formulation was used for 4-hydroxytamoxifen (4-OHT) delivery^49^. Briefly, 4-OHT (Sigma, H7904) was first dissolved in DMSO at 20 mg/mL, and then diluted to 1 mg/mL in sterile saline containing 2% Tween-80. Mice were injected intraperitoneally with this solution at 10 mg/kg. For controls, the vehicle consisted of a saline solution only containing 2% Tween-80 and 5% DMSO, and was injected at a similar volume than 4-OHT (0.1 mL/10 g body weight). All cage mates always received the same treatment.

### Activity-dependent tagging of ARC ensembles

Tagging of cocaine-activated cell populations was achieved with concomitant injection of cocaine and 4-OHT right before mice were placed into either the locomotor chamber (for locomotor sensitization) or the cocaine-paired chamber (for CPP). In both paradigms, mice were taken out of the chamber 1 h after the beginning of the behavioral task, put back into their homecages, and left undisturbed for 5 h to avoid any non-specific recombination and tagging.

### Context-dependent locomotor sensitization

Locomotor activity was measured in a clear plexiglass open field arena (40 × 40 × 30 cm) as the number of laser beam-breaks collected over the duration of the test. Mice were placed in the open-field arena for 30 min after injection of a saline solution during three consecutive days for habituation before the actual experiment was performed. The protocol of context-dependent locomotor sensitization consisted of 5 daily sessions of 30 min in which locomotor activity was recorded for 30 min after an injection of saline or cocaine. Locomotor sensitization was calculated as the ratio of locomotion on day 5 over the locomotion on day 1.

#### For the study of Arc ensemble desensitization in C57BL/6 J mice

After the three days of habituation, C57BL/6 J male mice were injected i.p. with either cocaine (20 mg/kg) or saline in the open-field arena. On days 1−4, mice received daily injections of saline (‘Acute’) or cocaine (‘Repeated’). On day 5, mice from each group (‘Acute’ and ‘Repeated’) received either a saline injection (‘Context only’) or a cocaine injection (‘Context + Cocaine’) and tissue was collected 1 h after the last injection.

#### For the study of Arc ensemble reactivation in Arc-CreER^T2^ mice

After the three days of habituation, Arc-CreERT2::Ai14 male mice were injected with either cocaine (20 mg/kg) or saline in the open-field arena. On day 1 mice were injected i.p. with 4-hydroxytamoxifen (4-OHT, 10 mg/kg) concomitantly with cocaine (20 mg/kg) in the open-field arena to achieve the tagging of cocaine-activated Arc ensembles. On days 2–4, animals received daily injections of saline (2-injections group) or cocaine (5-injection group). On day 5, mice were injected with either saline (‘Context only’) or cocaine (‘Context + Cocaine’) and tissue was collected 1 h after the last injection.

#### For ex vivo electrophysiology study of Arc ensembles in Arc-CreER^T2^ mice

ArcCreERT2::Ai14 male mice were injected i.p. with cocaine (20 mg/kg) or saline in the open-field arena on one day or on five consecutive days and injected i.p. with 4-hydroxytamoxifen (4-OHT, 10 mg/kg) at the beginning of the last open-field session to achieve the tagging of cocaine-activated Arc ensembles. Tissue was collected at 7 days post tagging and acute ex vivo NAc slices were prepared before whole cell patch-clamp recordings of cocaine-activated Arc ensembles.

### Cocaine conditioned place preference

Unbiased cocaine conditioned place preference paradigm (CPP) was performed using a three-chambered CPP set-up^50^. Apparatus consisted of two chambers distinguished by distinct visual (gray vs. stripes walls) and tactile cues (small vs. large grid floors) separated by a small neutral area. Locomotion and time spent in each chamber was measured using an overhead video-tracking system (Ethovision XT 11) set to localize the mouse center point at each time of the trial. On the pre-conditioning phase (pretest day), mice were placed in the neutral area and allowed to freely explore the three chambers for 20 min. During the conditioning phase, drug-context learning was achieved by pairing an injection of saline with one chamber in the morning and a second injection of cocaine with the other chamber in the afternoon for either a single day (1-Pairing, weak conditioning group) or five consecutive days (5-Pairing, strong conditioning group). After injections, mice were confined to a given chamber for a period of 45 min. Groups and pairing sides were assigned after pretesting to balance any pre-existing chamber bias. On the post-conditioning phase, CPP testing was carried out with each mouse allowed again to freely explore all the chambers for 20 min. The CPP score was calculated as the difference in time spent on the cocaine-paired chamber vs. the saline-paired chamber during post-conditioning vs. pre-conditioning.

#### For the study of Arc ensemble reactivation in Arc-CreER^T2^ mice

Arc-CreER^T2^::Ai14 male mice were conditioned with cocaine (20 mg/kg i.p.) on one day or on five consecutive days and injected i.p. with 4-hydroxytamoxifen (4-OHT, 10 mg/kg) at the beginning of the last conditioning session to achieve the tagging of cocaine-activated Arc ensembles. Mice were then tested 7 days later for their preference for the cocaine-paired chamber. NAc tissue was collected 1 h after the beginning of the test session.

#### For the artificial reactivation of Arc ensembles in Arc-CreER^T2^ mice

Arc-CreER^T2^::Ai32 male mice were conditioned with cocaine (20 mg/kg i.p.) on one day or on five consecutive days and injected i.p. with 4-hydroxytamoxifen (4-OHT, 10 mg/kg) at the beginning of the last conditioning session to achieve the tagging of cocaine-activated Arc ensembles. Mice were then tested 7 days later for their preference for the cocaine-paired chamber with the laser off and then on. NAc tissue was collected 1 h after the beginning of the test session.

#### For the transcriptional profiling of Arc ensembles in Arc-CreER^T2^ mice

Arc-CreER^T2^::Sun1 male and female mice were conditioned with cocaine (20 mg/kg i.p.) on one day or on five consecutive days and injected i.p. with 4-hydroxytamoxifen (4-OHT, 10 mg/kg) at the beginning of the last conditioning session to achieve the tagging of cocaine-activated Arc ensembles. Mice were then tested 7 days later for their preference for the cocaine-paired chamber. NAc tissue was collected 30 min after the beginning of the test session. Bilateral dissections from 16–20 mice were pooled together group-wise into one single sample and processed for snRNAseq.

### RNA extraction and quantitative real-time PCR

Mouse brains were collected after cervical dislocation and followed by rapid bilateral NAc punch dissections from 1 mm-thick coronal brain sections using a 14 G needle and frozen on dry ice. RNA extraction was performed using the RNeasy Micro Kit (Qiagen) following manufacturer instructions. RNA 260/280 ratios of 2 were confirmed using spectroscopy, and reverse transcription was achieved using the iScript cDNA Synthesis 385 Kit (BioRad). Quantitative PCR using PowerUp SYBR Green (Applied Biosystems) was used to quantify cDNA using an Applied Biosystems QuantStudio 5 system. Each reaction was performed in triplicate and relative expression was calculated relative to the geometric average of 3 control genes (*Ppia*, *Tbp*, *Rpl38*) according to published methods^50,51^. Sequences of primers are available in Supplementary Data 1.

### Immunohistochemistry (IHC)

At the indicated times after drug treatment or behavioral task (see figure legends), mice were rapidly anesthetized with an intraperitoneal injection of pentobarbital (50 mg/kg, Fatal Plus, Vortex Pharmaceutical) and euthanized via transcardiac perfusion with a fixative solution containing 4% paraformaldehyde (PFA) (v/v) in 0.1 M phosphate buffer saline (PBS) delivered with a peristaltic pump at 6 mL/min for 5 min. Brains were removed from the skull and post-fixed for 24 h in a 4% PFA solution at 4 °C. Sections of 30 µM thickness were cut in the frontal plane with a vibratome (Leica) and kept at -20 °C in a cryoprotectant solution containing 30% ethylene glycol (v/v), 30% glycerol (v/v), and 0.1 M phosphate buffer (PB), Sections were then processed for IHC. Briefly, on day 1, sections were washed three times in 0.1 M phosphate buffer saline (PBS) and permeabilized for 15 min in a solution containing 0.2% Triton X-100 (Sigma Aldrich) in PBS. After three rinses in PBS, sections were incubated 1 h at RT in a blocking solution containing 10% Donkey Serum (v/v) in 0.1 M PBS. Sections were then washed three times in PBS and incubated overnight at 4 °C with the primary antibodies diluted in the blocking solution. The following primary antibodies were used either individually or in combination: ARC was detected using a rabbit polyclonal antibody raised against ARC (1/500, Synaptic System, 156-003), td-Tomato was detected using a goat polyclonal antibody raised against RFP (1/1000, Rockland, 200-101-379) and EYFP was detected using a polyclonal goat raised against GFP (1/1000, Aves Lab, GFP-1020). Following primary antibodies incubation, sections were rinsed three times in PBS and incubated 90 min at RT with adequate combination of the following secondary antibodies: donkey anti-rabbit Alexa-488-conjugated (1/500, Jackson Immunoresearch), donkey anti-goat Rhodamine Red (Jackson Immunoresearch) and donkey anti-chicken Alexa-488-conjugated (1/500, Jackson Immunoresearch). After three rinses in PBS, sections were incubated 10 min in DAPI for nuclei counterstaining before being rinsed three times in PBS, three times in PB and mounted in ProLong Diamond Antifade mounting medium (ThermoFisher Scientific).

The following antibodies were used for immunohistochemistry: ARC was detected using a rabbit polyclonal antibody raised against ARC (1/500, Synaptic System, 156-003), td-Tomato was detected using a goat polyclonal antibody raised against RFP (1/1000, Rockland, 200-101-379) and EYFP was detected using a polyclonal goat raised against GFP (1/1000, Aves Lab, GFP-1020).

### RNA fluorescent in situ hybridization (FISH)

At the indicated times after drug treatment or behavioral task (see figure legends), mice were rapidly anesthetized with an intraperitoneal injection of pentobarbital (50 mg/kg, Fatal Plus, Vortex Pharmaceutical) and euthanized via transcardiac perfusion using a fixative solution containing 4% paraformaldehyde (PFA) (v/v) in 0.1 M phosphate Buffer Saline (PBS) delivered with a peristaltic pump at 6 mL/min for 5 min. The brain was removed from the skull and tissue was post-fixed overnight in a 4% PFA solution and stored at 4 °C. Sections of 30 µM thickness were cut in the frontal plane with a vibratome (Leica, Nussloch, Germany) and kept at -20 °C in a solution containing 30% ethylene glycol (v/v), 30% glycerol (v/v), and 0.1 M phosphate buffer. NAc slices were mounted on Superfrost Plus microscope slides (Fisher Scientific) and processed for RNA FISH using RNAscope Multiplex Fluorescent Reagent Kit v2 (ACD Bio) according to manufacturer instructions using mouse probes for *tdTomato* (tdTomato, #317041) and *Drd1a* (Mm-Drd1a-C2, #406491-C2) transcripts. Sections were counterstained with DAPI and mounted in ProLong Diamond Antifade mounting medium (ThermoFisher Scientific).

### Image acquisition

For both IHC and FISH, images were acquired in a 16-bits range using a laser scanning confocal microscope (SP8, Leica) with a 40X oil immersion objective (Zoom 0.9, pixel size: *x* = 0.36 µm, *y* = 0.36 µm). Images were acquired in frame mode with a frame size of 1024 × 1024 pixels. Acquisition settings (laser intensities and gain) were kept identical across samples. Signal was quantified in NAc core and medial shell along the rostro-caudal axis between AP + 1.7 mm and AP + 1.1 mm for total of 12-18 different images (363.64 × 363.64 µm) per animal (i.e., 2–3 images per side, on three adjacent sections, for a total of ~2 mm^2^ of tissue imaged per animal). Images were acquired by an experimenter blind to the group, removing any potential bias from region-of-interest selection.

### Image quantification

For IHC, the number of ARC-, tdTomato-, and/or EYFP-positive cells was manually counted in their respective channels using the “cell counter” plugin in Fiji. For each image, the total number of cells was quantified in the DAPI channel using a published custom pipeline^42^. For single-channel quantifications, absolute numbers of ARC-, tdTomato-, and/or GFP-positive cells were normalized to the combined area imaged for each animal, and thus expressed as cells/mm^2^. For dual-channel quantifications (i.e., analyses of overlap or reactivation), the number of double positive cells was assessed by overlapping cell counter markers from each individual channel, and overlap/reactivation rates were calculated using the formulas below following recent methods^77^:

1 $${{\rm{Overlap}}}/{{\rm{Reactivation}}}({\hbox{``}} {{\rm{Recall}}}{\hbox{''}} )=\frac{{{\rm{ARC}}}+/{{\rm{tdTomato}}}+{{\rm{cells}}}}{{{\rm{tdTomato}}}+{{\rm{cells}}}}\times 100$$

2 $${{\rm{Overlap}}}/{{\rm{Reactivation}}}({\hbox{``}} {{\rm{Precision}}}{\hbox{''}} )=\frac{{{\rm{ARC}}}+/{{\rm{tdTomato}}}+{{\rm{cells}}}}{{{\rm{Arc}}}+{{\rm{cells}}}}\times 100$$

Finally, as a first step to correct for varying sizes of each respective ensembles, we computed F1-score as the harmonic mean of Precision and Recall:

3 $${{{\rm{F}}}}_{1}-{{\rm{score}}}=2\times \frac{{{\rm{Precision}}}\times {{\rm{Recall}}}}{{{\rm{Precision}}}+{{\rm{Recall}}}}$$

Further, we introduced another statistical framework to account for the individual (animal-wise) chance levels that originate in such nested designs. We calculated reactivation levels over “chance” reactivation (i.e., the likelihood of double-positive cells given the respective number of single-positive cells for each channel among the total number of cells simply explained by random re-sampling), while accounting for the fact that these “chance” reactivation levels were unique to each animal (i.e., a nested design where individual cells are considered within individual animals). Inspired by reference work on similar experimental designs^54^, animal-wise count data were treated as categorical with 4 outcomes (ARC-/tdTomato-, ARC-/tdTomato+ , ARC+/tdTomato-, or ARC+/tdTomato+), and baseline-category logit models were fitted for these multinomial counts to estimate chance-adjusted log-odds for each outcome for each combination of group membership (2 × 2 design) using the *mclogit::mblogit* function and including a random effect for nesting. Estimated probabilities were then back-calculated from log-odds estimates. 95% confidence intervals for these estimated probabilities were computed by Monte-Carlo simulation, simulating 10,000 repeated draws from a multivariate-normal sampling distribution whose parameters are given by the logit model (logistic regression coefficients and variance-covariance matrix) with *MASS::mvrnorm*. Finally, group-wise probability estimates were compared with Sidak’s *post hoc* tests using *emmeans::emmeans*. These analyses were run in R v4.2.2. Custom R code and full model statistics are available upon request.

For FISH, the number of *tdTomato*- and/or *Drd1*-positive cells was manually counted in their respective channels using the “cell counter” plugin in Fiji^52^. The number of double positive cells was assessed by overlapping cell counter markers from each individual channel, and D1 enrichment was calculated as:

4 $$\%{{\rm{D}}}1=\frac{{{\rm{Drd}}}1+/{{\rm{tdTomato}}}+{{\rm{cells}}}}{{{\rm{tdTomato}}}+{{\rm{cells}}}}\times 100$$

### Nuclei purification and fluorescence-activated nuclei sorting (FANS)

Mouse brains were collected after cervical dislocation and bilateral NAc dissection was rapidly performed from 1 mm-thick coronal brain sections using a 14 G needle and tissue frozen on dry ice. Bilateral dissections from 16–20 mice were pooled together group-wise into one single sample, which did not allow for the use of pseudobulking analysis strategies (see below). Nuclei suspension was obtained by homogenization of frozen pooled NAc samples in 4 mL of low-sucrose lysis buffer (0.32 M sucrose, 5 mM CaCl_2_, 3 mM Mg(Ace)_2_, 0.1 mM EDTA, 10 mM Tris-HCl) using a large clearance then a small clearance pestle of a glass Dounce tissue grinder (Kimble Kontes). The homogenates were filtered in an ultracentrifuge tubes (Beckman Coulter) through a 40 μm cell strainer (Pluriselect) into ultracentrifuge tubes (Beckman Coulter), underlaid with 5 mL of high sucrose solution (1.8 M sucrose, 3 mM Mg(Ace)_2_, 1 mM DTT, 10 mM Tris-HCl). After centrifugation at 107,000 *g* for 1 h at 4 °C in a SW41Ti Swinging-Bucket Rotor (Beckman Coulter), the supernatant was discarded, and nuclei pellets were resuspended in 800 µL of a solution containing 0.5% bovine serum albumin (BSA) in PBS and supplemented with DAPI at 1 µg/mL to allow for nuclei detection. Nuclei were sorted on a BD FACS Aria II three-laser device with a 100 μm nozzle and using BD FACSDiva Software v8.0.2. Gating strategies from a representative sort are visualized in Supplementary Fig. 7. Briefly, debris and doublets were excluded using FSC and SSC filters, nuclei were then selected as DAPI-positive (Violet1-A laser) events, and finally GFP-positive 610 nuclei (Blue1-A laser) were sorted directly into BSA-coated low-binding tubes. 15−18,000 nuclei were recovered for GFP+ samples and 100,000 for GFP- samples.

### Single-nuclei RNA-sequencing (snRNAseq)

Following FANS, nuclei were quantified (Countess II, Life Technologies) and ±5000 per GFP+ sample and ±20,000 per GFP- sample were loaded on a single 10X flow cell GEM well using Chromium Single Cell 3’ Library Construction Kit (10X Genomics). cDNA libraries were prepared according to the manufacturer’s protocol (10X Genomics). Libraries were sequenced at Azenta on a single NovaSeq lane (Illumina) at a depth of ± 350 million reads per sample. Sequential analysis steps are described in detail below, and all custom code and scripts are available upon request.

#### snRNAseq preprocessing

A Cell Ranger (v7.0.0) reference package was generated from the mm10 pre-mRNA mouse genome (GRCm38_v5) that ensured alignment to unspliced pre-mRNAs and mature RNAs. Cell Ranger filtered outputs were analyzed with Seurat v4.3.0 in R v4.2.2. Nuclei containing <900 reads, or <200 or >5000 features (i.e., genes for which at least one read was detected), or >1% of reads mapping to the mitochondrial genome were removed, leaving altogether 12,092 nuclei with a median 2836 reads per nuclei for further analysis similarly to other previously published datasets^56,57^. Analysis was performed following Seurat v4.3.0 vignette with minor modifications. First, raw UMI counts were normalized using *SCTransform*, at which time the percent of mitochondrial contamination was additionally regressed out. SCT-normalized counts were used for all subsequent integration, differential expression and visualization. After *PrepSCTIntegration*, nuclei from all samples then underwent integration using 3000 features for *FindIntegrationAnchors*.

#### snRNAseq clustering

Clustering was performed using 16 principal components and 20 nearest neighbors for *FindNeighbors* and a 0.1 resolution value for *FindClusters*. These values were determined to recapitulate previously defined cell types^56,57^. UMAP dimensionality reduction was finally run with *RunUMAP* on the *integrated_snn* graph calling the *r-reticulate* Python v3.6.10 install of *umap-learn v0.4.6* for visualization purposes. Libraries were processed using *PrepSCTFindMarkers*, and marker genes for each cluster were computed with *FindAllMarkers* regressing out sample identity using logistic regression. Individual clusters were then further manually annotated by comparing enriched marker genes for each cluster (Supplementary Fig. 8) with publicly available single-cell RNAseq databases of NAc tissue^56,57^. Respectively 3 clusters of D1-MSNs and 2 clusters of D2-MSNs were manually combined together, and marker genes for each cell type cluster were computed with *FindAllMarkers* again (full marker gene lists and statistics are shown in Supplementary Data 2). In a parallel analysis, the 3 individual subclusters of D1-MSNs were compared to a recently published dataset focusing on D1-MSNs subclusters^57^ (Supplementary Fig. 10). One cluster of 553 glutamatergic nuclei was assumed to result from dissection contamination from the piriform cortex just anterior to NAc (which itself does not contain glutamatergic neurons), and corresponding nuclei were thus removed from further analysis. Libraries from the remaining 11,539 nuclei with a median 2782 reads per nuclei were re-normalized using *PrepSCTFindMarkers* again.

#### snRNAseq differential expression

Cluster-specific pairwise differential expression analysis (a schematic of all comparisons is shown in Fig. 5b) was performed using *FindMarkers* on SCT normalized counts without the use of pseudobulking because biological replicates (16–20 mice per group) were pooled into one library per group. Fold change was computed for all genes, but statistical testing using logistic regression for differentially expressed genes (DEGs) was further restricted to genes detected in >30% of nuclei in at least one of the two groups in the corresponding pairwise comparison, and with >15% expression change between groups. *p*-values were adjusted for false discovery rate (FDR) at a 0.1 significance level for such exploratory purposes (full DEG lists and statistics are provided in Supplementary Data 3–5). For comparative purposes, we also ran differential expression using other cell-level statistical frameworks commonly used for mouse brain single-nuclei/single-cell transcriptomics like Wilcoxon Rank-Sum testing^63–68^, negative binomial testing^69^, and MAST^63,70,71^, as well as random pseudo-sampling (*n* = 4 pseudo-samples with gene expression data summarized using *Seurat::AggregateExpression*) followed by multifactorial DESeq2 (design: ~ ArcGFP+.vs.ArcGFP- * Repeated.5 P.vs.Acute.1 P) similar to recently published work^72^. Comparisons between analysis methods are summarized in Supplementary Data 6. A given nucleus was considered *Arc*+ if it contained at least one UMI mapping to *Arc* transcript (Supplementary Fig. 8i), similar to published methods for ensemble definition in single-cell RNAseq^78^. *Fos*+ and *Npas4+* nuclei were defined the same way. For comparisons between *Arc*+ and *Arc*- nuclei (Fig. 7), the FANS status of individual nuclei (GFP+/-) was regressed out as a latent variable in logistic regression to diminish its influence on differential expression. Within *Arc*+ nuclei, correlations between individual *Arc* counts and those of other transcripts was computed using linear regression (*stats::lm*), regressing out FANS status again, and signed ß coefficient estimates were extracted to determine the strength of the association between *Arc* and other genes’ expression. Preferential reactivation (Fig. 8) was assessed via χ^2^ testing of group-wise FANS-GFP status x *Arc* status contingency tables using *stats::chisq.test*. Enrichment analyses of gene expression patterns (significant DEG lists) was then performed using the Ingenuity Pathway Analysis (IPA, Qiagen) knowledgebase and classification system, extracting both enriched canonical signaling pathways and predicted upstream regulators significant by Fisher’s enrichment test statistical testing and FDR correction. All IPA enrichment analyses were performed against cell-type-specific “background/universe” gene lists which comprised all genes detected in either D1-MSNs (16,265 genes) or D2-MSNs (15,854) to reduce false-positive calls.

#### snRNAseq classifiers

Supervised, non-probabilistic binary linear classification using support vector machines (SVM) was run on gene expression matrices with individual nuclei as observations, select DEG panels as features and group membership (e.g., acute vs. repeated, or reactivated vs. non-reactivated) as binary outcomes. For controls (“Shuffle”), a list of genes of the same size (same number of gene as in the corresponding DEG list) was randomly extracted from the entire list of genes that were not significant DEGs in the respective comparison. Datasets (e.g., GFP+ nuclei from either acute or repeated ensembles, or GFP+ ARC+ vs. ARC- nuclei) were first randomly split into training (75%) and testing (25%) sets. SVM model training was achieved on the training set using C-type classification, a linear kernel and 5-fold cross validation with cost tuning in R v4.2.2 using the *e1071 v1.7::tune.svm* function. The trained model was then presented with testing set data, and SVM-predicted outcomes were compared to testing set observed outcomes to compute accuracy and F_1_-score using the formulas detailed in Supplementary Fig. 11. F_1_-scores were favored when outcome frequency was heavily biased. The operation was repeated 10 times with a new random split of training/testing sets to perform statistical comparisons against “shuffle” controls, which represent the classifier’s performance if using random, non-DEG gene expression data.

### Optogenetics

Mice were anesthetized with an intraperitoneal bolus of ketamine (100 mg/kg) and xylazine (10 mg/kg), then head-fixed in a stereotaxic apparatus (Kopf Instruments). Then, 200-µm-wide optical fibers (Doric, MFC_200/240-0.22_4.5mm_MF1.25_FLT) were bilaterally implanted above NAc at AP + 1.4 mm, ML + 1.5 mm, DV –4.0 mm, at a 10° angle. Optical fibers were secured in place using dental cement (3 M) without the use of screws to the skull and covered with a layer of black dental cement (C&B Metabond). Mice were allowed >3 weeks to recover before experimentation. For optogenetic stimulation, mice were connected to a dual optical patch-cord (Doric) connected to a 473 nm blue laser (OEM Laser System). Stimulation was executed as trains of 10 box pulses (15 ms, 8−10 mW) emitted at 20 Hz every 5 s during the entire 20 min CPP test session. Individual animals were tested both with and without light illumination in a within-subject design.

### Ex vivo whole-cell patch-clamp recordings

Mice were anesthetized using isoflurane. Brains were rapidly extracted, and coronal sections (250 µm) were prepared using a Compresstome (Precisionary Instruments Inc.) in cold (0–4 °C) sucrose-based artificial cerebrospinal fluid (SB-aCSF) containing 87 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 4 mM MgCl_2_, 23 mM NaHCO_3_, 75 mM sucrose, 25 mM glucose. After recovery for 60 min at 32 °C in oxygenated (95% CO_2_/ 5% O_2_) aCSF containing 130 mM NaCl, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 2.4 mM CaCl_2_, 1.2 mM MgCl_2_, 23 mM NaHCO_3_, 11 mM glucose, slices were kept in the same medium at room temperature for the rest of the day and individually transferred to a recording chamber continuously perfused at 2–3 mL/min with oxygenated aCSF. Patch pipettes (4–6 MΩ) were pulled from thin wall borosilicate glass using a micropipette puller (Sutter Instruments) and filled with a K-gluconate (KGlu)-based intra-pipette solution containing 116 mM KGlu, 20 mM HEPES, 0.5 mM EGTA, 6 mM KCl, 2 mM NaCl, 4 mM ATP, 0.3 mM GTP (pH 7.2). Cells were visualized using an upright microscope with an IR-DIC lens and illuminated with a white light source (Olympus for Scientifica), and fluorescence visualized through a mCherry bandpass filter upon LED illumination through the objective (p3000ULTRA, CoolLed) using MicroManager v2.0 (https://micromanager.org/). All recordings were made on anterior NAc core MSNs. Excitability was measured in current-clamp mode by injecting incremental steps of current (0–300 pA, +20 pA at each step). For recording of spontaneous Excitatory Post-Synaptic Currents (sEPSCs), neurons were recorded in voltage-clamp mode at -70 mV and sEPSCs detected with a 8 pA threshold. Whole-cell recordings were performed using a patch-clamp amplifier (Axoclamp 200B, Molecular Devices) connected to a Digidata 1550 LowNoise acquisition system (Molecular Devices). Signals were low pass filtered (Bessel, 2 kHz) and collected at 10 kHz using Axon pCLAMP 11 Software Suite (Molecular Devices). Electrophysiological recordings were extracted using Clampfit (Molecular Devices). All groups were counterbalanced by days of recording and all recordings were performed blind to experimental conditions. Control recordings used naive D1-tdTomato mice, where the selection of patched neurons followed a strict 70% D1+ / 30% D1- ratio to mimic the cell type composition of the Tom+ ensembles (Supplementary Fig. 9).

Statistical analysis required linear mixed models (LMM) to account for nested design (non-independent neurons nested within independent animals) and with repeated measures for excitability curves. These mixed effects models were computed in R v4.2.2 using *lmerTest::lmer* function similar to published work^79^. Random effects (repeated measures and/or nested observations) were modeled as random intercept factors. Subsequent analysis of variance was performed using type III sums of squares with Kenward-Roger’s approximation of degrees of freedom. *Post hoc* testing was performed using the *emmeans* package and significance was adjusted using Sidak’s correction.

### Statistics

No statistical power estimation analyses were used to predetermine sample sizes, which instead were chosen to match numerous previous publications^42,56,59,79^. Unless specified otherwise above (multinomial logistic regression, electrophysiology and snRNAseq), all statistics were performed in GraphPad Prism v9. In summary, pairwise comparisons were performed with Welch’s *t*-tests, correlations using Pearson’s *r* and multifactorial designs were analyzed with ANOVAs with repeated measures when appropriate. Pairwise post-hoc testing was adjusted using Sidak’s correction. Bar and line graphs represent mean ± sem. Correlation graphs represent regression line with its 95% confidence interval. All *p*-value calculations were two-sided. Significance was set at *p*  <  0.05, except for snRNAseq where cut-off was set at FDR < 0.1 as described above. For all post hoc visualization, *p < 0.05, **p < 0.01, ***p < 0.001.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All raw and processed snRNAseq data reported in this study are deposited in the Gene Expression Omnibus under accession number GSE289612. Source data are provided with this paper.

## Code availability

Custom R scripts and code utilized in this study, including for statistical analysis, are available upon request.

# Supplementary material for: Cocaine-context memories are transcriptionally encoded in nucleus accumbens Arc ensembles
**Source:** Nat Commun. 2025 Jul 2;16:6084. doi: 10.1038/s41467-025-61004-9
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

Cocaine-context memories are transcriptionally encoded in nucleus accumbens Arc ensembles.

**Supplementary Figures**

**
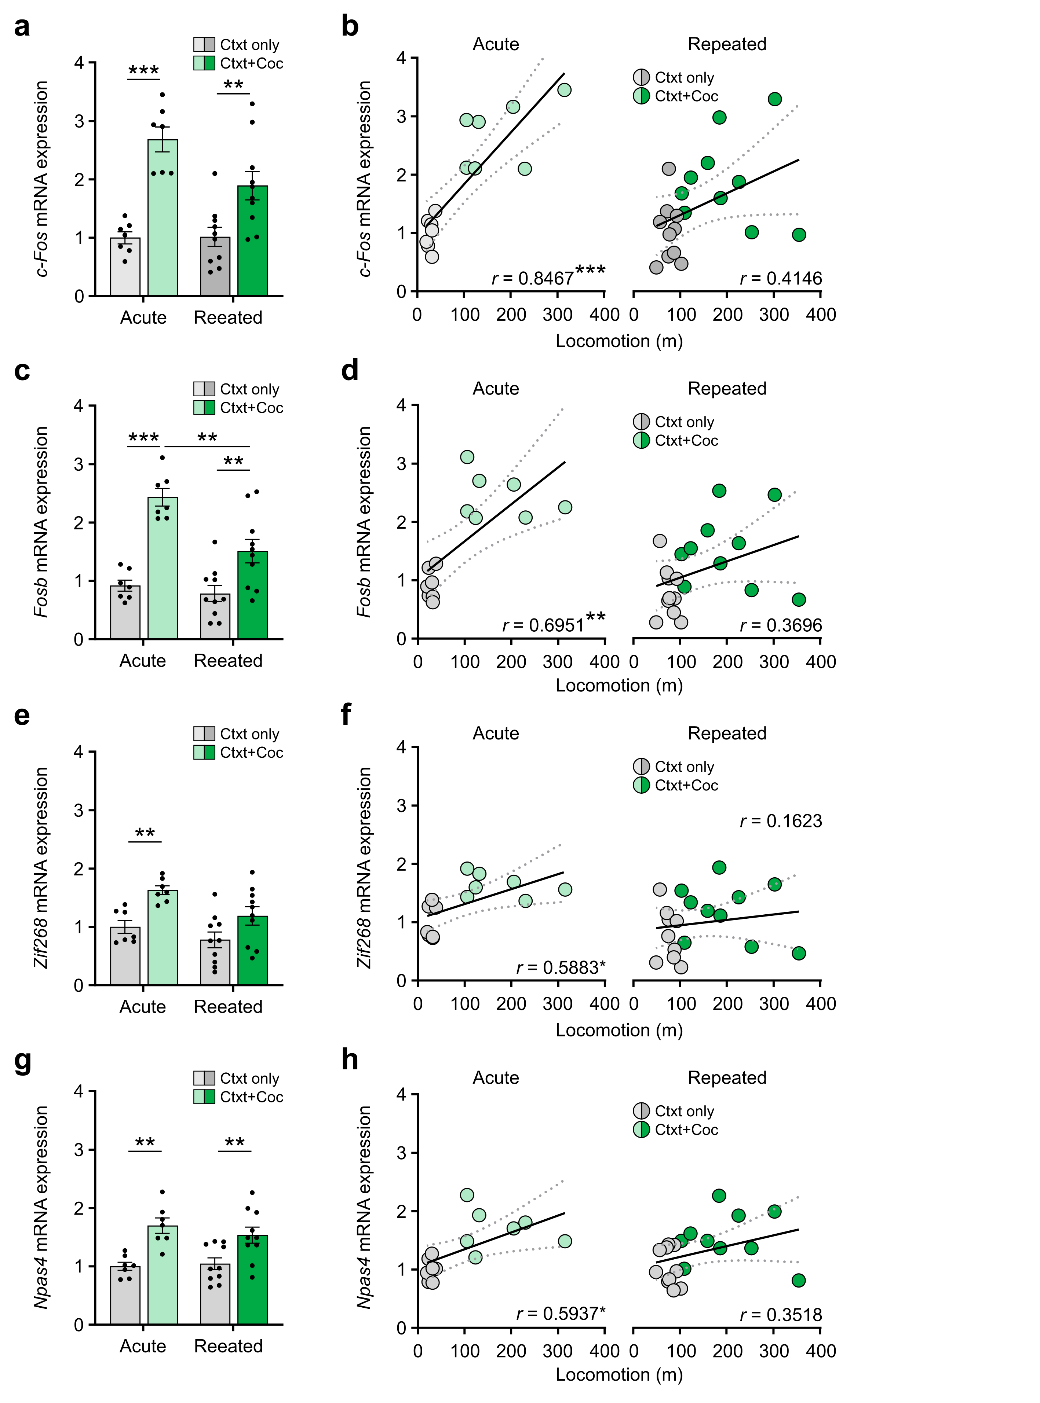
**

**Supplementary Figure 1: Expression of other immediate early genes after acute vs. repeated cocaine exposure and locomotor sensitization.** Expression is from the same tissue and experimental design as in Fig. 1 (n = 7, acute groups; n=10, repeated groups). **a**, Expression of *Fos* mRNA. Two-way ANOVA: interaction regimen x drug, F_1,30_ = 4.032; *p* = 0.0537; main effect of regimen F_1,30_ = 3.715, *p* = 0.0634; main effect of drug F_1,30_ = 40.27, ****p* < 0.0001; followed by Šidák post hoc tests. **b**, Correlation of *Fos* mRNA levels with locomotor activity. Acute (left): Pearson’s r = 0.8467, ****p* = 0.0001. Repeated (right): Pearson’s r = 0.4146, ***p* = 0.0691. **c**, Expression of *Fosb* mRNA. Two-way ANOVA: interaction regimen x drug, F_1,30_ = 5.704, **p* = 0.0234; main effect of regimen F_1,30_ = 10.29, ***p* = 0.0032; main effect of drug F_1,30_ = 46.33, ****p* < 0.0001; followed by Šidák post hoc tests. **d**, Correlation of *Fosb* mRNA levels with locomotor activity. Acute (left): Pearson’s r = 0.6951, ***p* = 0.0058. Repeated (right): Pearson’s r = 0.3696, *p* = 0.1087. **e**, Expression of *Zif268* mRNA. Two-way ANOVA: interaction regimen x drug, F_1,30_ = 0.6596, *p* = 0.4231; main effect of regimen F_1,30_ = 5.996, **p* = 0.0204; main effect of drug F_1,30_ = 14.81, ****p* = 0.0006; followed by Šidák post hoc tests. **f**, Correlation of *Zif268* mRNA levels with locomotor activity. Acute (left): Pearson’s r = 0.5883, **p* = 0.0269. Repeated (right):Pearson’s r = 0.1623, *p* = 0.4941. **g**, Expression of *Npas4* mRNA. Two-way ANOVA: interaction regimen x drug, F_1,30_ = 0.7516, *p* = 0.3929; main effect of regimen F_1,30_ = 0.2569, *p* = 0.6159; main effect of drug F_1,30_ = 24.30, ****p* < 0.0001; followed by Šidák post hoc tests. **h**, Correlation of *Npas4* mRNA levels with locomotor activity. Acute (left):Pearson’s r = 0.5937, **p* = 0.0252. Repeated (right): Pearson’s r = 0.3518, *p* = 0.1282. Bar graphs are expressed as means ± SEM. Correlation graphs show the regression line with a 95% confidence interval. Source data are provided as a Source Data file.

**
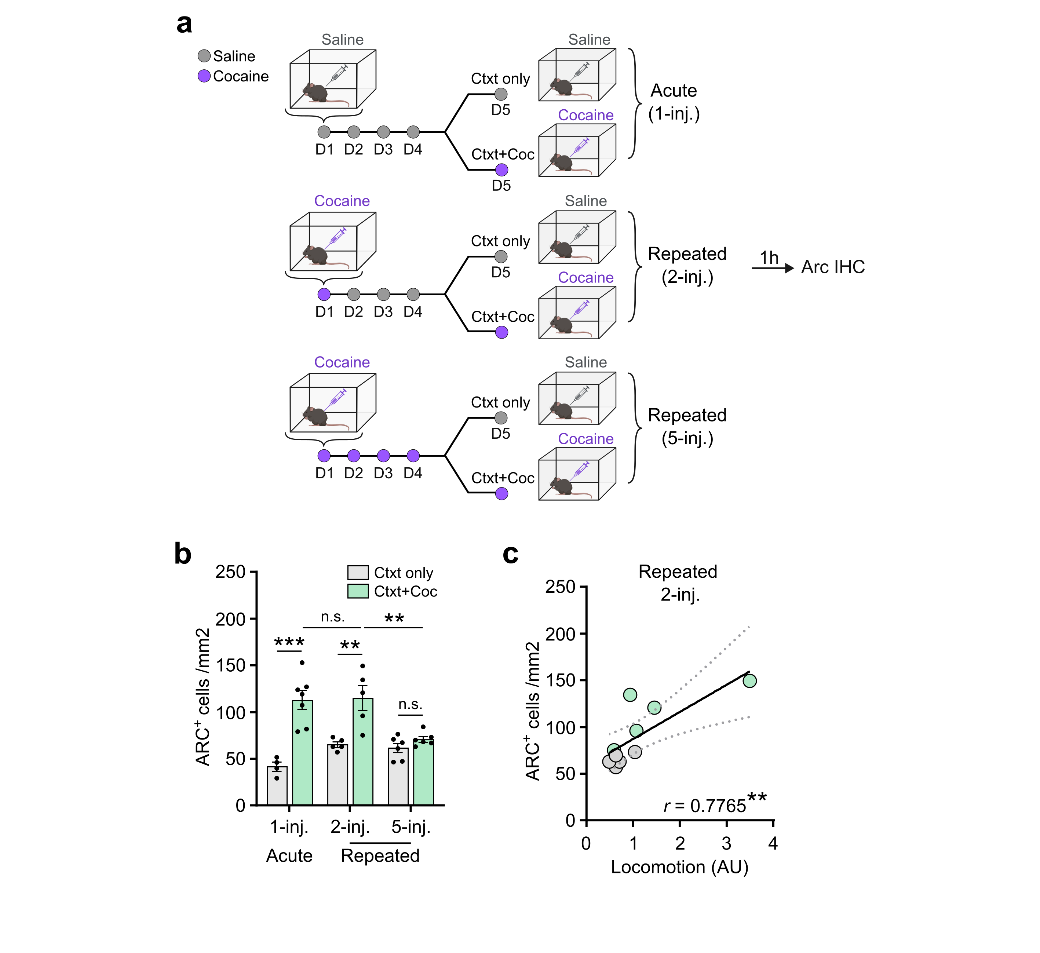
**

**Supplementary Figure 2: A single re-exposure to cocaine is not associated with a decrease in ARC ensemble size. a,** Experimental design for experimenter-administered cocaine regimens in C57BL/6J mice. Acute and repeated regimens are compared with a single cocaine re-exposure where animals are injected twice with cocaine 4 days apart. Mice were injected i.p. with cocaine (20 mg/kg) or saline in an open-field arena different from their home cage. On day 5, tissue was collected 1 h after the last injection. IHC, immunohistochemistry, Ctxt = context, Coc = cocaine, 1-inj = 1 injection, 2 inj. = 2 injections, 5-inj. = 5 injections. **b,** The repeated 2-inj. group showed an increased number of ARC+ cells (green, ARC+ ensemble) in NAc after cocaine as compared to saline, to a similar extent as the acute 1-inj. group. Cocaine-mediated ARC induction in the 2-inj. group was significantly higher than in the repeated 5-inj. group. n = 4, acute/ctxt only; n = 7, acute/ctxt+coc; n=5, 2-inj./ctxt only and 2-inj./ctxt+coc; n=6, 5-inj./ctxt only; n = 7, 5-inj./ctxt+coc. Two-way ANOVA: interaction regimen x drug, F_2,27_ = 8.266; ***p* = 0.0016; main effect of regimen F_2,27_ = 4.642, **p* = 0.0185; main effect of drug F_1,27_ = 44.88, ****p* < 0.0001; followed by Šidák post-hoc tests. **c,** The number of ARC+ cells correlated positively with cocaine-induced locomotion in the 2-inj. group. Pearson’s r = 0.7765, ***p* = 0.0083. Bar graphs are expressed as means ± SEM. Correlation graphs show the regression line with a 95% confidence interval. Source data are provided as a Source Data file.

**
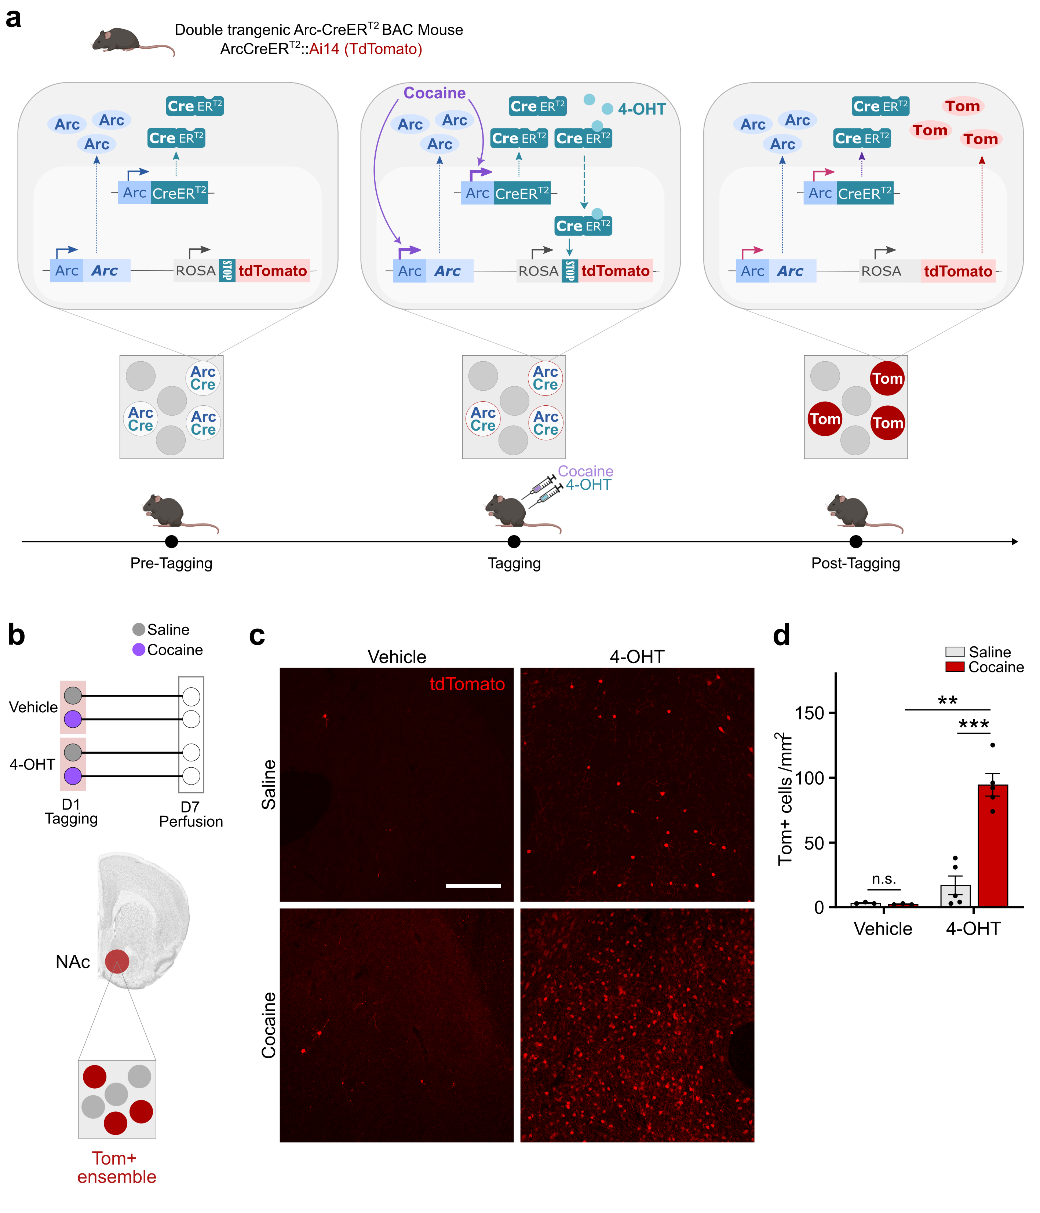
**

**Supplementary Figure 3**: **Permanent tagging of ARC+ ensembles in ArcCreER^T2^::Ai14 mice**. **a,** Schematic representation of the strategy applied to tagging cocaine-recruited ARC+ ensembles in NAc. ArcCreER^T2^ mice were crossed with the Ai14 reporter line to induce stable tdTomato expression in *Arc*-expressing cells. Ensemble tagging is achieved via the concomitant injection of 4-OHT and cocaine. Cocaine triggers induction of both endogenous ARC and the CreER^T2^ transgene. Upon 4-OHT binding, CreER^T2^ enters the nucleus where it removes the floxed-STOP cassette and enables tdTomato expression. The persistent expression of tdTomato in cocaine-activated cells allows for their visualization at any future time (e.g., 7 days). Tom, tdTomato; 4-OHT, 4-Hydroxytamoxifen. **b,** On day 1 mice were injected i.p. with cocaine (20 mg/kg) or saline along with 4-OHT (10 mg/kg) or vehicle in their home cage. Tissue was collected 7 days later to visualize the ensembles previously recruited by cocaine. **c,** Representative confocal images of Tom+ cells (red, Tom+ ensemble) in NAc. Scalebar, 100 µM. **d,** As compared to saline, cocaine increased the number of Tom+ cells in the 4-OHT-treated group, but not in the vehicle-treated one. n = 3, Vehicle; n = 5, 4-OHT. Two-way ANOVA: Interaction treatment x pre-treatment, F_1,12_ = 27.48, ***p = 0.0002; main effect of treatment, F_1,12_ = 26.09; ***p = 0.003; main effect of pre-treatment, F_1,12_ = 49.98, ***p < 0.0001; followed by Šidák post-hoc tests. Bar graphs are expressed as means ± SEM. Source data are provided as a Source Data file.

**
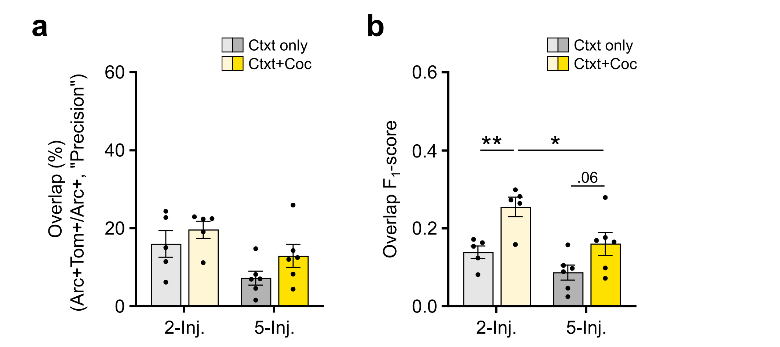
**

**Supplementary Figure 4: Additional ensemble overlap metrics in locomotor sensitization. a**, Overlap between ensembles activated by first and last cocaine injection, expressed as a “Precision” ratio over the total number of Arc+ cells at the last injection. Two-way ANOVA: interaction regimen x challenge, F_1,18_ = 0.15, *p* = 0.7014; main effect of regimen, F_1,18_ = 8.50, ***p* = 0.0092; main effect of challenge, F_1,18_ = 3.10, *p* = 0.0953; followed by Šidák post-hoc tests. **b**, Overlap between ensembles activated by first and last cocaine injection, expressed a F_1_-score (see Methods for details). Two-way ANOVA: interaction regimen x challenge, F_1,18_ = 0.83, *p* = 0.3747; main effect of regimen, F_1,18_ = 9.72, ***p* = 0.0059; main effect of challenge, F_1,18_ = 16.15, *p* = 0.0008; followed by Šidák post-hoc tests. Bar graphs are expressed as means ± SEM. Source data are provided as a Source Data file.

**
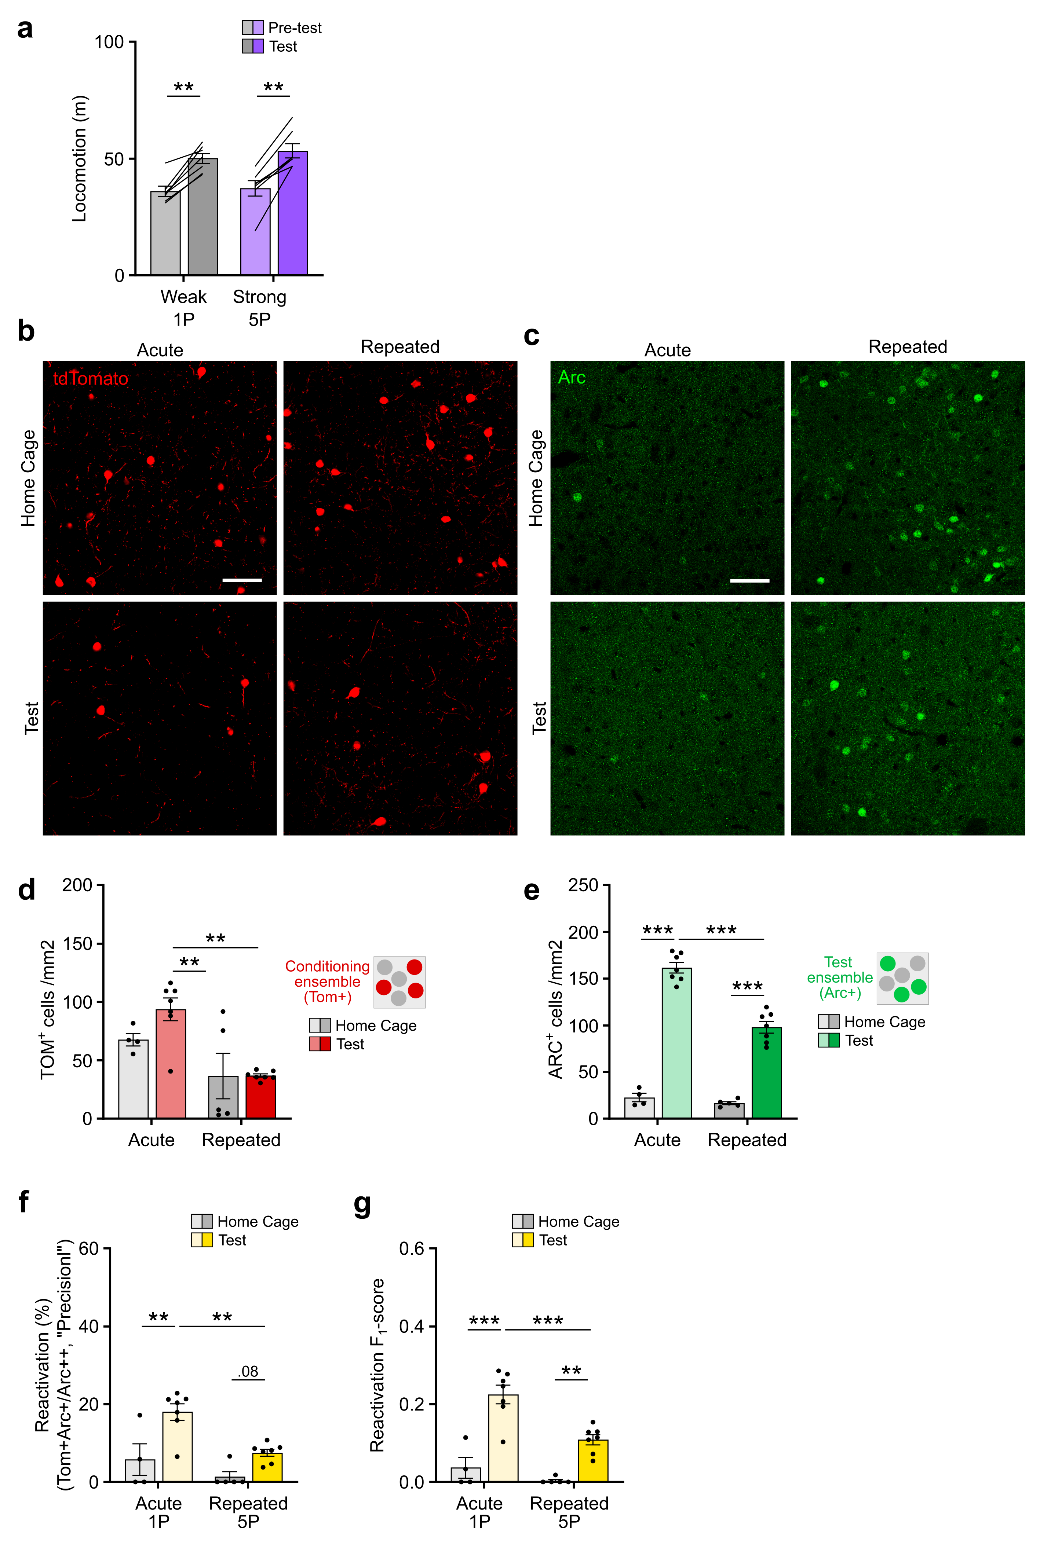
**

**Supplementary Figure 5: Recruitment of NAc ensembles during weak vs. strong conditioning and expression of cocaine-associated memories. a**, Locomotor activity during CPP testing before and after conditioning. Two-way RM-ANOVA: interaction conditioning x session F_1,24_ = 0.14, *p* = 0.7138; main effect of conditioning F_1,24_ = 0.71, *p* = 0.4082; main effect of session F_1,24_ = 30.88, ****p* < 0.0001; followed by Šidák post-hoc tests. **b,** Representative confocal images of the tdTomato (Tom+) cells (red, conditioning ensemble) that are recruited in NAc during the conditioned phase of the cocaine conditioned place preference (CPP) paradigm. **c,** Representative confocal images of the Arc+ cells (green, recall ensemble) that are recruited in NAc during the conditioned phase of the cocaine conditioned place preference (CPP) paradigm. **d,** IHC quantification showed a significantly higher number of cells recruited in the 1-pairing vs. 5-pairing groups without any effect of the test as compared to the home cage. n = 4, acute/home cage; n = 7, acute/test; n = 5, repeated/home cage; n = 7, repeated/test. Two-way ANOVA: interaction conditioning x test, F_1,19_ = 1.440, *p* = 0.2448; main effect of conditioning, F_1,19_ = 16.73, ****p* = 0.0006; main effect of test, F_1,19_ = 1.522, *p* = 0.2323; followed by Šidák post hoc tests. **d,** The number of ARC+ cells increased after the test session as compared to the home cage condition in both the 1-pairing and 5-pairing groups, with a significantly lower induction in the 5-pairing group. n = n = 4, acute/home cage; n = 7, acute/test; n = 5, repeated/home cage; n = 7, repeated/test. Two-way ANOVA: interaction conditioning x test, F_1,19_ = 26.29, ****p* < 0.0001; main effect of conditioning, F_1,19_ = 3851, ****p* < 0.0001; main effect of test, F_1,19_ = 3845, ****p* < 0.0001; followed by Šidák post hoc tests. **f**, Reactivation of the encoding (CPP conditioning) ensemble upon memory recall (CPP testing or home cage controls), expressed as a “Precision” ratio over the total number of Arc+ cells upon recall. Two-way ANOVA: interaction conditioning x test, F_1,19_ = 2.09, *p* = 0.1643; main effect of conditioning, F_1,19_ = 12.64, ***p* = 0.0021; main effect of test, F_1,19_ = 19.39, ****p* = 0.0003; followed by Šidák post-hoc tests. **g**, Reactivation between ensembles activated by CPP encoding and recall, expressed a F_1_-score (see Methods for details). Two-way ANOVA: interaction conditioning x test, F_1,19_ = 4.41, **p* = 0.0493; main effect of conditioning, F_1,19_ = 14.31, ***p* = 0.0013; main effect of test, F_1,19_ = 54.98, ****p* < 0.0001; followed by Šidák post-hoc tests. Bar graphs are expressed as means ± SEM. Source data are provided as a Source Data file.

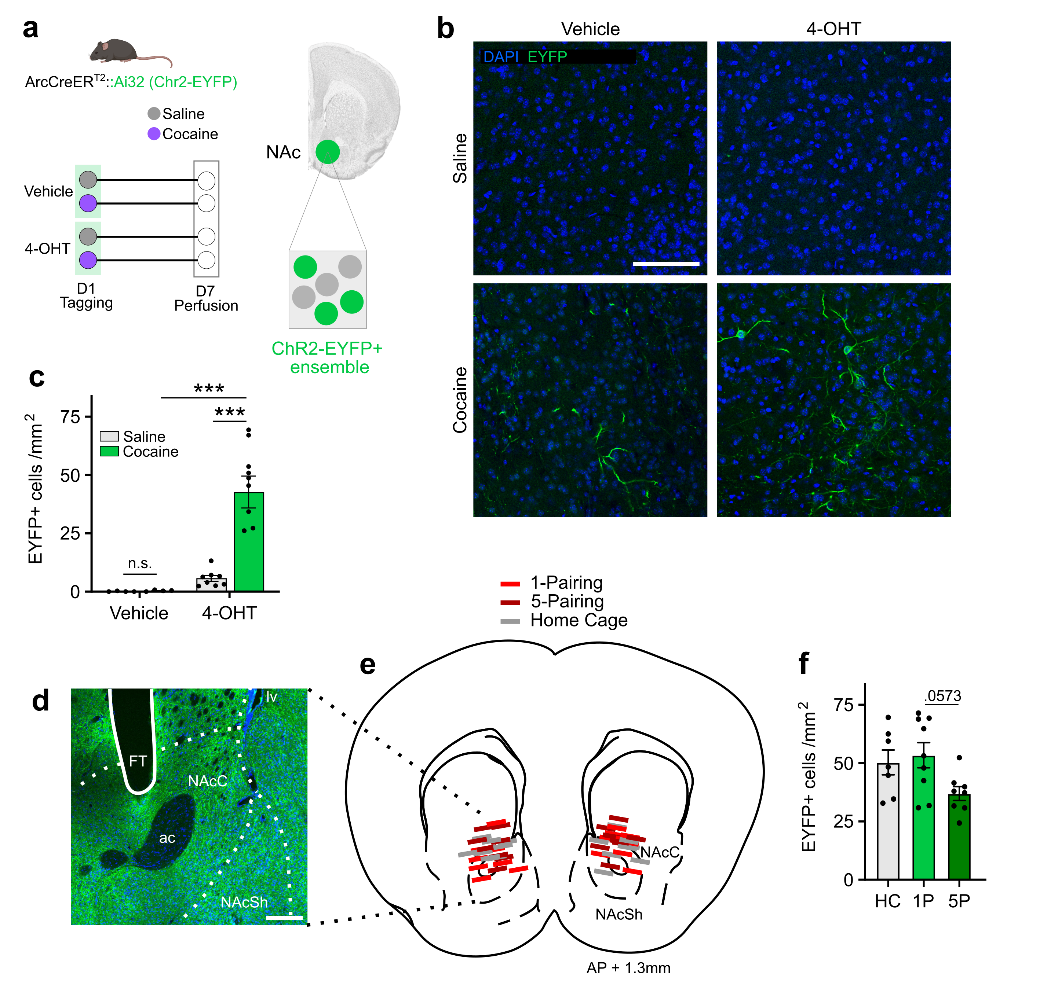

**Supplementary Figure 6**: **Permanent tagging of ARC+ ensembles in ArcCreER^T2^::Ai32 mice**. **a,** On day 1, mice were injected i.p. with cocaine (20 mg/kg) or saline along with 4-hydroxytamoxifen (4-OHT, 10 mg/kg) or vehicle in their home cage. Tissue was collected 7 days later to visualize the ensembles previously recruited by cocaine. **b,** Representative confocal images of EYFP+ cells (green, ChR2-EYFP+ ensemble) in NAc. Scalebar, 100 µM. **c,** As compared to saline, cocaine increased the number of EYFP+ cells in the 4-OHT-treated group, but not in the vehicle-treated group. n = 4, Vehicle; n = 8, 4-OHT/Saline, n = 6, 4-OHT/Cocaine. Two-way ANOVA: Interaction treatment x pre-treatment, F_1,18_ = 20.34, ***p = 0.0003; main effect of treatment, F_1,18_ = 21.04; ****p* = 0.0002; main effect of pre-treatment, F_1,18_ = 34.50 ***p < 0.0001. **d**, Representative fiber tract (FT) above NAc in a ArcCreER^T2^::Ai32 mouse with ChR2-EYFP expression. ac anterior commissure, lv lateral ventricle, NAcC NA core, NAcSh NAc shell. Scale bar 100µm. **e**, Schematic representation of fiber tract placements. **f**, Quantification of ChR2-EYFP+ tagged cells across pairing groups. HC home cage. n = 7-9. One-way ANOVA: F_2,21_ = 2.701, *p* = 0.0488; followed by Šidák post-hoc tests. Bar graphs are expressed as means ± SEM. Source data are provided as a Source Data file.

**
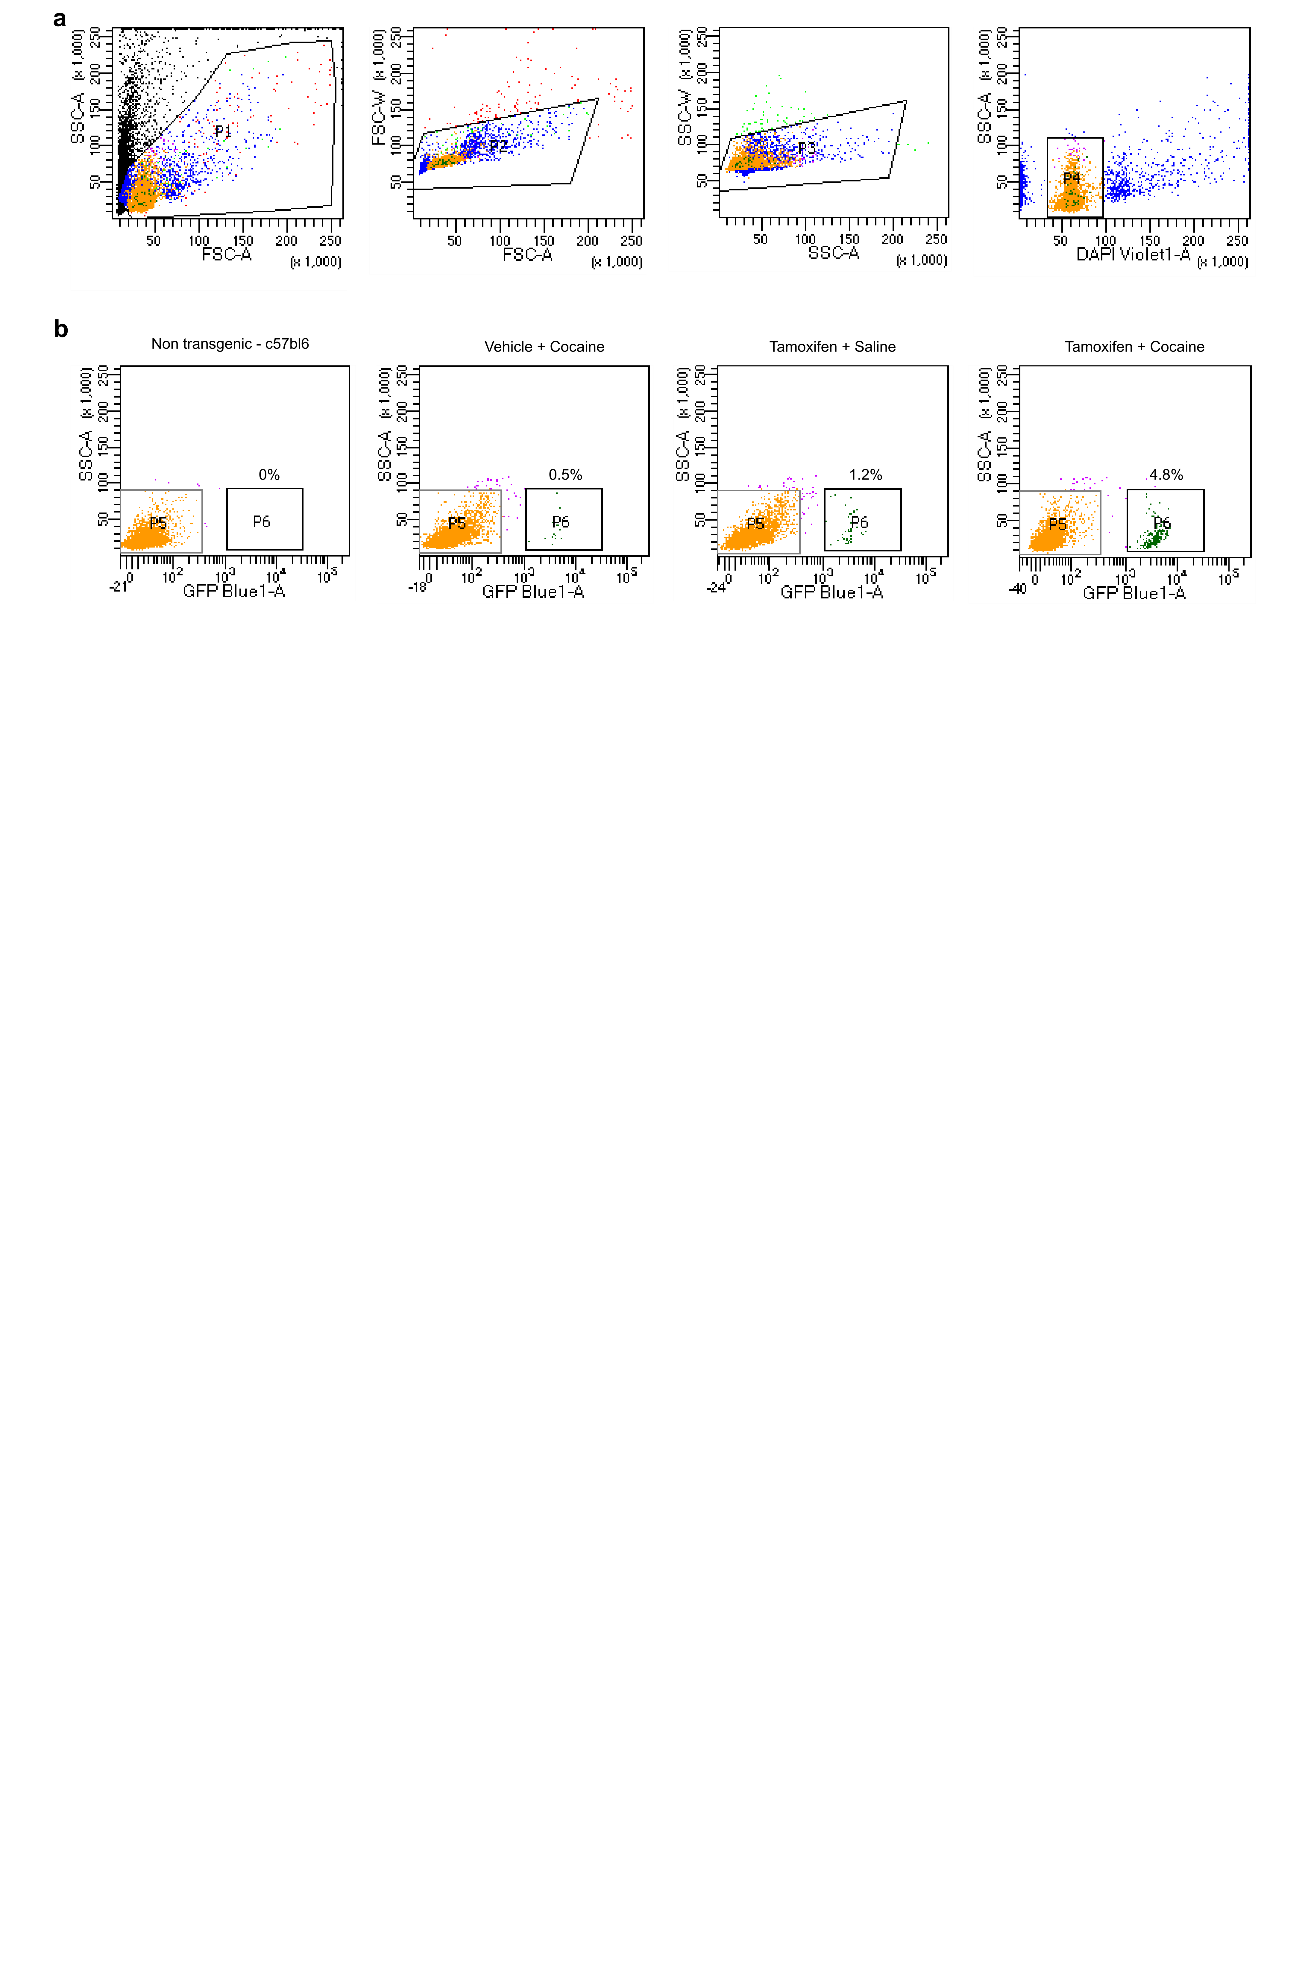
**

**Supplementary Figure 7: Fluorescence-Activated Nuclei Sorting (FANS) of striatal ARC neuronal ensembles. a,** Representative FANS gating strategy from a ArcCreERT2::Sun1 NAc sample. **b,** Visualization of FANS-isolated non-ensemble (GFP-) and ensemble (GFP+) nuclei and percent of GFP+ nuclei for non-transgenic sample or ArcCreERT2::Sun1 treated with a combination of 4-OHT (or vehicle) along with cocaine (or saline). 4-OHT (or vehicle as a control) was injected concomitantly with cocaine (or saline as a control) in the home cage and NAc collected 7 days later for nuclei isolation and FANS-based ensemble isolation. Source data are provided as a Source Data file.

**
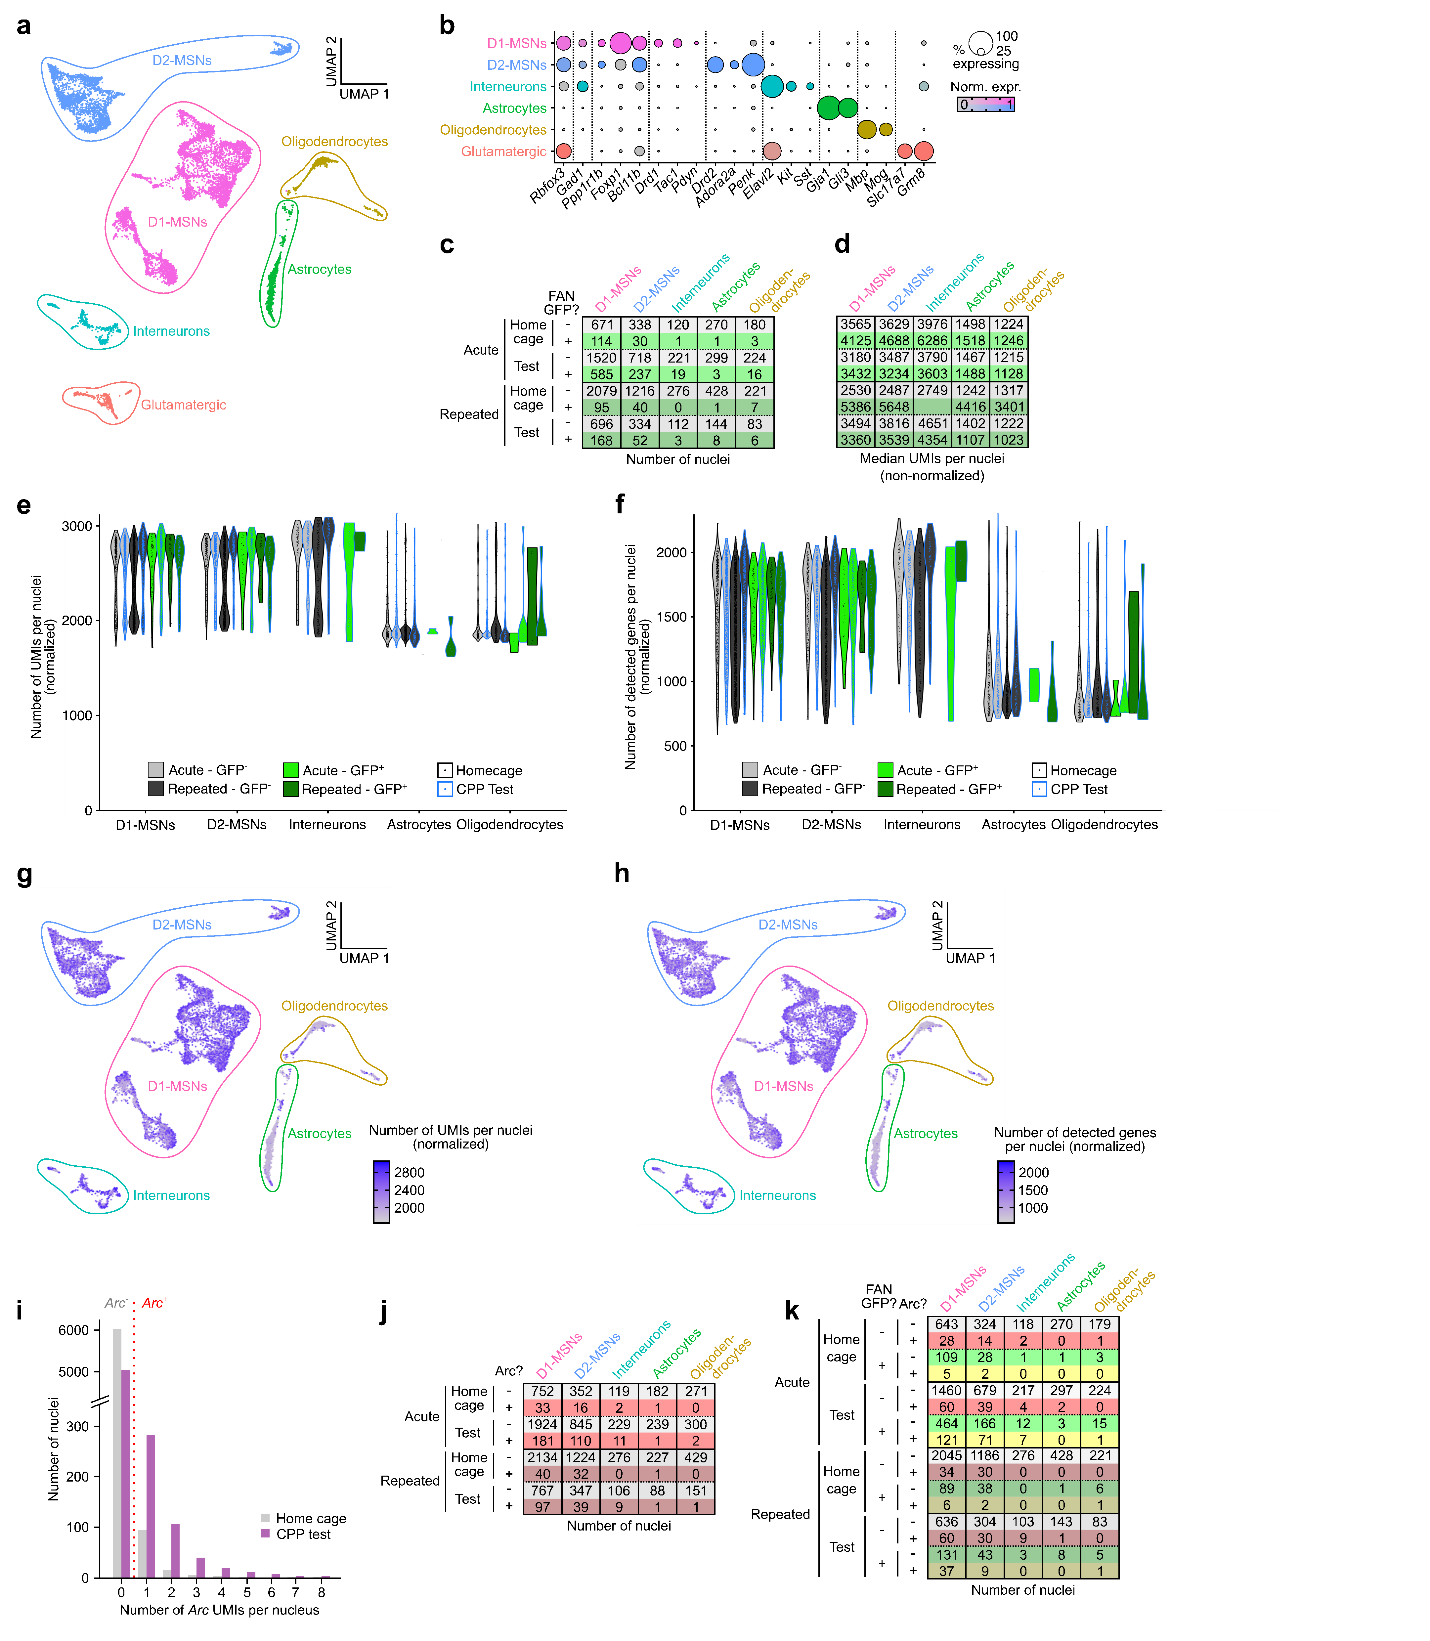
Supplementary Figure 8:** **Cell type annotation of snRNAseq clusters and quality control metrics.** **a,** UMAP reduction and cell-type annotation of all collected nuclei (n = 11,539), segregated into phenotypically defined clusters and colored according to their cluster of origin. **b,** Expression of published marker genes ^56,57^ for striatal cell types across clusters. Full list of cluster marker genes is given in Supplementary Information Table 2. **c,** Number of nuclei from each group and FANS status for each cell type. **d,** Median number of unique molecular identifiers (UMIs) detected in nuclei from each group and FANS status for each cell type before SCT normalization. **e**, Number of UMIs per nucleus after SCT normalization in each group and FANS status for each cell type as violin plot. **f**, Number of detected genes per nuclei after SCT normalization in each group and FANS status for each cell type as violin plot. **g**, Number of UMIs per nuclei after SCT normalization as UMAP reduction. **f**, Number of detected genes per nuclei after SCT normalization as UMAP reduction. **i**, Distribution of *Arc* UMIs. Dotted line indicates Arc^+^ threshold. **j,** Number of nuclei from each group and *Arc* status for each cell type. **k,** Number of nuclei from each group and FANS status and Arc status for each cell type. Source data are provided as a Source Data file.

**
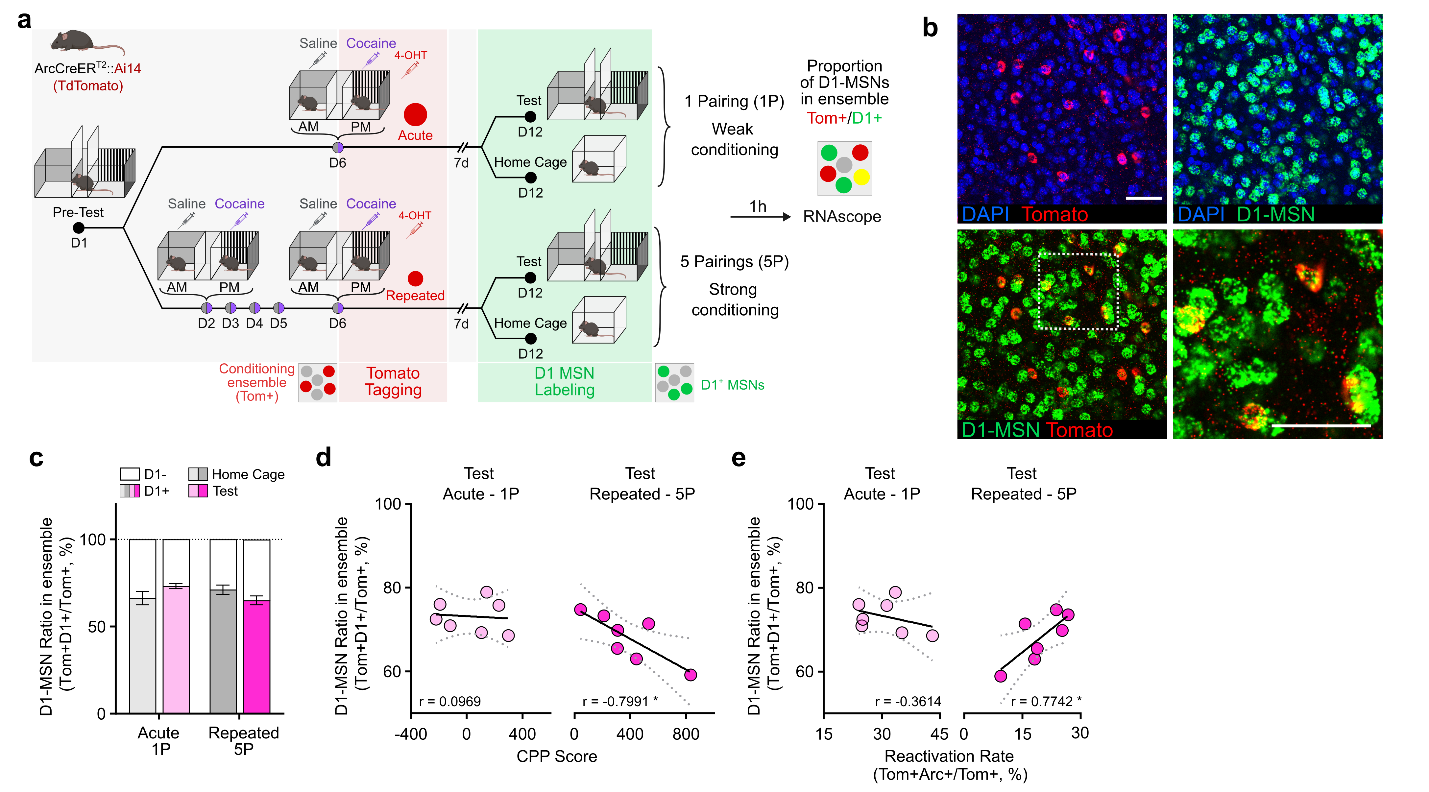
Supplementary Figure 9: Differential recruitment of D1 vs. D2 MSN populations in cocaine activated NAc ensembles.** **a,** Experimental design for ensemble tagging in ArcCreER^T2^::Ai14 mice in a cocaine conditioned place preference (CPP) protocol. Mice were conditioned with cocaine (20 mg/kg i.p.) on one day or on five consecutive days and injected i.p. with 4-hydroxytamoxifen (4-OHT, 10 mg/kg) at the beginning of the last conditioning session. Mice were then tested 7 days later for their preference for the cocaine-paired chamber. NAc tissue was collected 1 h after the beginning of the test session and processed for RNAscope. **b,** Representative confocal images of RNAScope staining showing the colocalization between Tom+ cells (red, Tom+ ensemble) activated during conditioning and D1+ MSNs. Scale bar, 50 µM. **c,** RNAScope quantification showed a similar proportion of D1 MSN among the acute and repeated ensembles. n = 4, 1P/home cage; n = 5, 5P/home cage; n= 7, 1P/test; n = 10, 5P/test. Two-way ANOVA: interaction conditioning x test, F_1,22_ = 5.372, **p* = 0.0302; main effect of conditioning, F_1,22_ = 03629, *p* = 0.5531; main effect of test, F_1,22_ = 0.0147, *p =* 0.9046; followed by Šidák post-hoc tests. **d,** The ratio of D1 MSNs in the ensemble correlated negatively with the CPP score in the 5-pairing group (right), but not the 1-pairing group (left). 1-pairing (left): n = 7; Pearson’s r = - 0.0969, *p* = 0.8363. 5-pairing (right): n = 7, Pearson’s r = - 0.7991, * *p* = 0.0311. **e,** The ratio of D1 MSNs in the ensemble showed significant positive correlation with ensemble reactivation in the 5-pairing group (right), but not the 1-pairing group (left). 1-pairing (left): n = 7; Pearson’s r = - 0.3614, *p* = 0.4257. 5-pairing (right): n = 7, Pearson’s r = 0.7742, * *p* = 0.0410. Bar graphs are expressed as means ± SEM. Correlation graphs show the regression line with a 95% confidence interval. Source data are provided as a Source Data file.

**
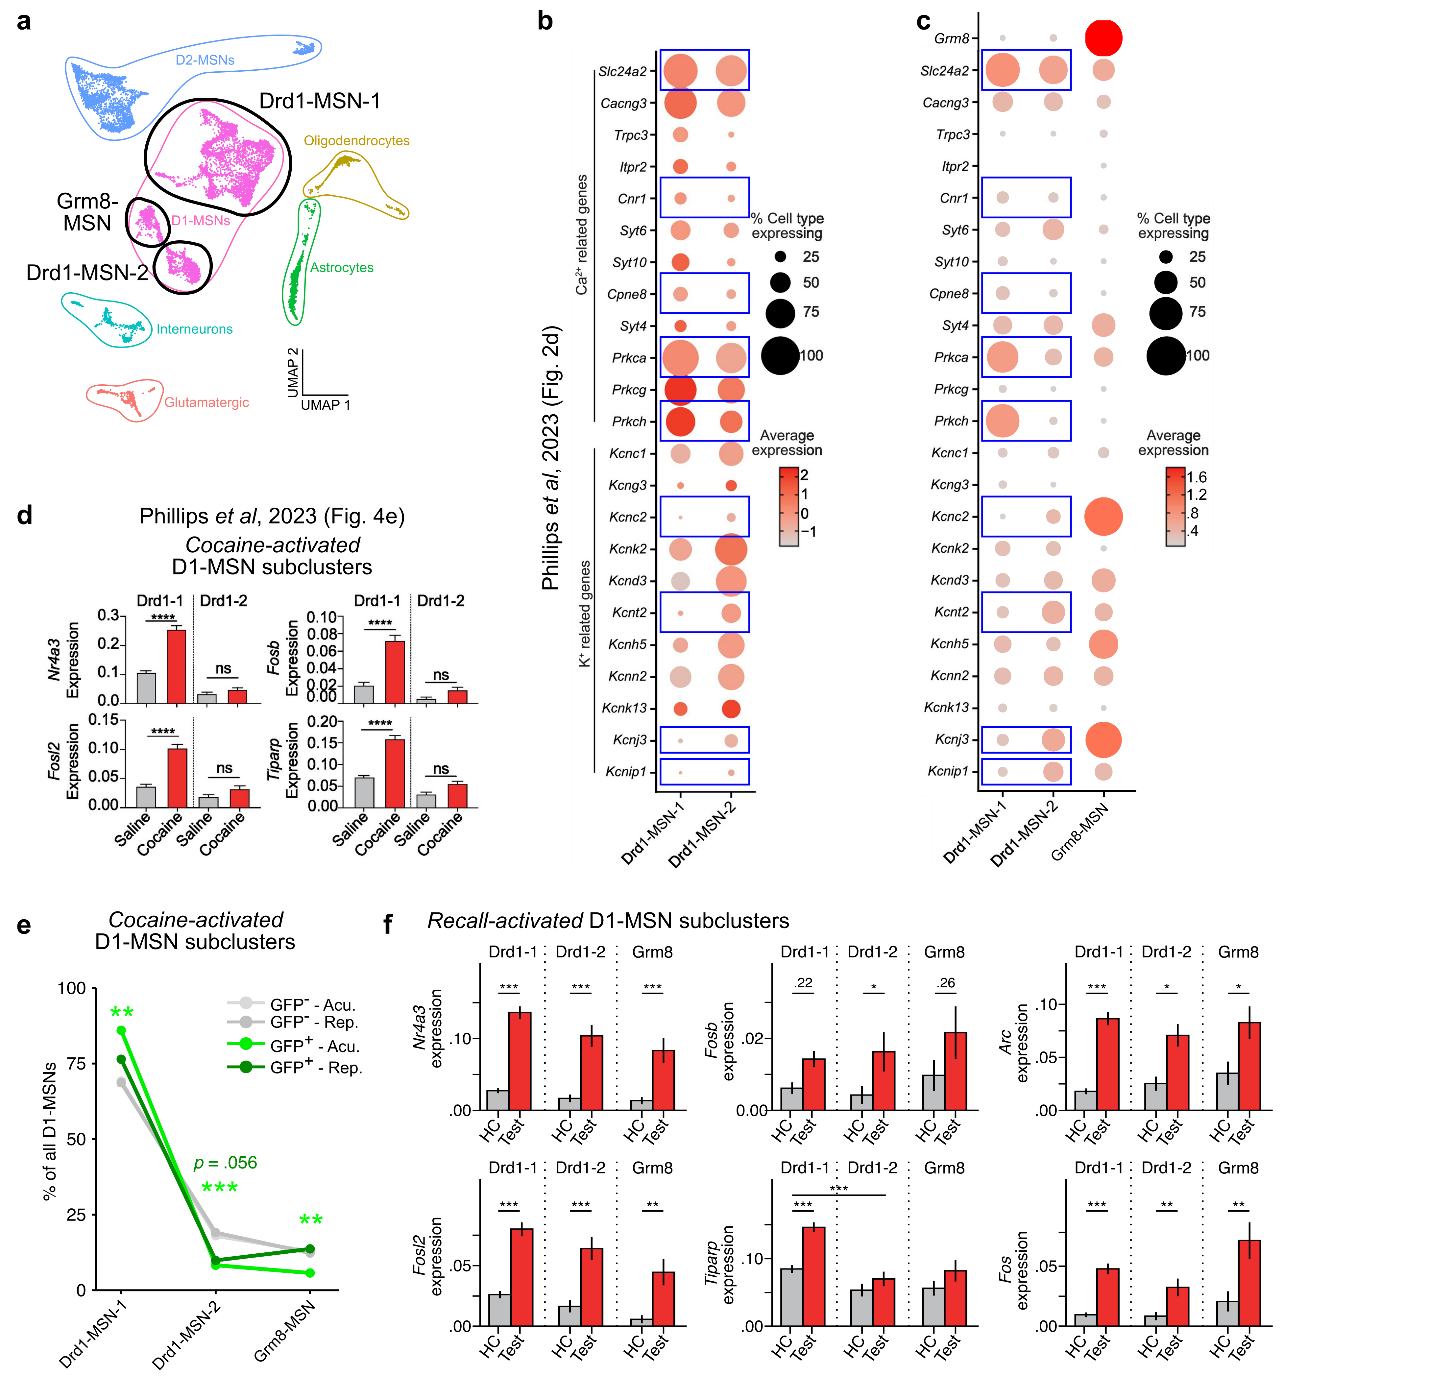
**

**Supplementary Figure 10: Comparison of snRNAseq data with Phillips et al, 2023**^57^**. a**, Subclustering of D1-MSNs into 3 subclusters Drd1-MSN-1, Drd1-MSN-2 and Grm8-MSN, named after Phillips et al, 2023 ^57^. **b**, Differentially expressed genes between Drd1-MSN-1 and Drd1-MSN-2 in Phillips et al, 2023 ^57^. **c**, Differentially expressed genes between Drd1-MSN-1 and Drd1-MSN-2 in the present dataset. Blue boxes indicate qualitative similarity between expression patterns. **d**, Expression of cocaine-activated immediate early gene transcripts between Drd1-MSN-1 and Drd1-MSN-2 subclusters in Phillips et al, 2023 ^57^, showing induction restricted to Drd1-MSN-1. **e**, Proportion of nuclei from each treatment/FANS status combination in D1-MSNs subcluster, highlighting enrichment of GFP+ nuclei (i.e., cocaine-activated nuclei) in Drd1-MSN-1 and depletion in Drd1-MSN-2 as compared to GFP- nuclei. FDR-adjusted *p* values correspond to standardized Pearson’s residuals after χ^2^ tests: Acute: χ^2^ = 76.59, df = 2, ****p* < 0.001. Repeated: χ^2^ = 13.55, df = 2, ***p* = 0.0011. **f**, Expression of immediate early gene transcripts upon CPP memory recall across D1-MSNs subclusters, showing induction in all subclusters except for *Tiparp*. *p*-values were obtained by logistic regression differential testing for these select genes and conditions using *Seurat::FindMarkers* and FDR corrected. *FDR < 0.05, **FDR < 0.01, ***FDR < 0.001. Bar graphs are expressed as means ± SEM. Source data are provided as a Source Data file.

**
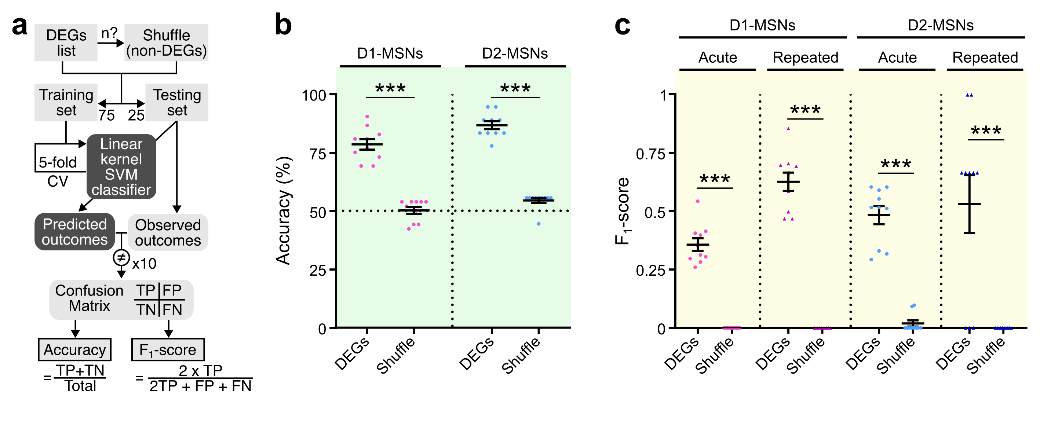
**

**Supplementary Figure 11: Decoding of nuclei identity using DEG information. a**, Conceptual schematic for supervised binary linear classification of nuclei using support vector machines (SVM) with 5-fold cross validation (CV). Features were corresponding DEG lists and outcomes were group membership. For each iteration (10 in total), nuclei were randomly split into training (75%) and testing (25%) sets. As controls for DEGs, a panel of the same size (same number of genes that comprise the corresponding DEG list) was randomly selected among non-DEGs (“Shuffle”). From confusion matrices (TP true positives, FP false positives, TN true negative, FN false negatives), classifier accuracy and F_1_-scores were calculated. **b**, SVM classification of GFP+ nuclei of acute/1P vs repeated/5P origin using Repeated vs Acute DEGs (Fig. 3i) as input features. Two-way ANOVA: interaction cell type x gene list F_1,36_ = 1.38, *p* = 0.2487, main effect of gene list F_1,36_ = 321.9, ****p* < 0.001, main effect of cell type F_1,36_ = 13.65, ****p* = 0.0007; followed by Šidák post-hoc tests. **c**, SVM classification of GFP+ nuclei of acute/1P and repeated/5P origin between Arc+ vs Arc- (reactivation status) using “reactivation” DEGs (Fig. 6d) as input features. Three-way ANOVA: interaction treatment x cell type x gene list F_1,72_ = 2.122 *p* = 0.1495, interaction treatment x cell type F_1,72_ = 3.02 *p* = 0.0864, interaction treatment x gene list F_1,72_ = 5.85 **p* =0.0181, interaction cell type x gene list F_1,72_ = 0.007 *p* = 0.9348, main effect of treatment F_1,72_ = 4.57 **p* = 0.0359, main effect of cell type F_1,72_ = 0.13 *p* = 0.7171, main effect of gene list F_1,72_ = 205.7 *p* < 0.0001; followed by Šidák post-hoc tests. Source data are provided as a Source Data file.

# Supplementary material for: Cocaine-context memories are transcriptionally encoded in nucleus accumbens Arc ensembles
**Source:** Nat Commun. 2025 Jul 2;16:6084. doi: 10.1038/s41467-025-61004-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**File name: Supplementary Data 1:**

List of primers used for quantitative real-time PCR.

**File name: Supplementary Data 2**

Lists of clusters gene markers.

**File name: Supplementary Data 3**

Lists of DEGs for GFP-positive vs GFP-negative nuclei.

**File name: Supplementary Data 4**

Lists of DEGs for *Arc*-positive vs *Arc*-negative nuclei.

**File name: Supplementary Data 5**

Lists of DEGs for reactivated vs non-reactivated nuclei.

**File name: Supplementary Data 6**

Comparison of DEG lists obtained with different analysis frameworks.

How the deposited data were processed for this re-analysis (not part of the article)

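The data are single-nucleus RNA-seq of the NAc from 8 libraries, 1 for each combination of conditioning, testing and GFP status, each made from a pool of 16 to 20 mice. The authors aligned the reads to the mouse genome (GRCm38) and counted UMIs with Cell Ranger, and the deposited values are these raw counts per gene and barcode, unfiltered. The sample labels name the Ai14 reporter line, while the paper sorted nuclei by the GFP of its *Sun1* reporter line, and the paper's account was used. No normalization, ambient correction or pooling of libraries was applied before deposit. The study then normalized, clustered and tested the counts in Seurat, with logistic regression that took nuclei as replicates. None of those later values was used here, apart from the gene lists of the study's supplementary tables. The gene models used for positions hold 99.7% of the gene identifiers of these counts, and 97.9% also have the same symbol there.

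Barcodes were kept with at least 900 UMIs, 200 to 5000 genes and at most 1% mitochondrial UMIs. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 and leidenalg 0.10.2, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For clustering, counts were scaled to the median total and log transformed. From 3000 variable genes, chosen within libraries without immediate early, sex-linked, mitochondrial, ribosomal and nuclear-retained genes, 16 principal components and 20 neighbours were computed. Leiden clusters at resolution 0.5 were named from fixed markers without integration across libraries, glutamatergic nuclei were set aside, and D1-MSN-like nuclei were clustered again. Scrublet named 114 of 12125 nuclei (0.940%) as doublets, which were kept except in an alternative.

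UMIs were summed per library and cell type, and for *Arc* comparisons per *Arc* status, with at least 1 *Arc* UMI as *Arc*+. Sums of fewer than 5 nuclei were left out. The D1-MSN-like sums hold 566885 to 2246501 UMIs in GFP+ and 2525641 to 5740865 in GFP- libraries. D2-MSN-like sums hold 138666 to 875338 in GFP+ and 1314376 to 3233498 in GFP- libraries, so that GFP+ values are the less precise. Genes were tested with edgeR (TMM, filterByExpr, quasi-likelihood F test) and Benjamini-Hochberg adjustment at 0.1. GFP+ was set against GFP- over 8 libraries with the pool as a block. The methods imply that both sorts of 1 pool come from the same mice, while the labels give only sort, pairings and testing. Within the home cage pairs the share of nuclei with *Xist* differed between the sorts, which the fits do not model. *Arc*+ was set against *Arc*- over the 4 test libraries with the library as a block and *Arc* left out. Repeated was set against acute within 4 libraries of 1 sort with testing as a covariate, and test against home cage with conditioning as a covariate, each with 1 residual degree of freedom. Interaction terms tested whether the GFP difference depends on conditioning, and whether the *Arc* difference depends on conditioning or on GFP. The GFP+ and GFP- test libraries of 1 conditioning share their mice, so the *Arc* by conditioning term has no replicate pool.

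The tests were tried on simulated data with 200 changed genes. Between GFP+ and GFP- D1-MSN-like sums, edgeR then recovered 89.4% of genes changed 4-fold, 67.2% of those changed 2-fold and 40.3% of those changed 1.5-fold, and called 14 of 12211 unchanged genes. With no gene changed it called 0 of 12411 genes, as did DESeq2. Shares of cell types and of *Arc*+ nuclei were compared between paired libraries with exact sign-flip tests over 4 pools, whose smallest two-sided p is 0.125. The shares carry 95% binomial intervals within a library. *Arc*+ shares were read at 1000 UMIs per nucleus. Where a count was 0, 3 counts or the upper end of the binomial interval served as the upper limit, as stated.

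Fixed lists covered immediate early, delayed activity, dopamine receptor and cAMP, synaptic adhesion, glutamate synapse, GABA synapse, calcium and sodium channel, potassium channel, splicing, MAP kinase, chromatin, heat shock and nuclear-retained genes, D1-MSN markers, and genes near the top of the study's GFP+ and *Arc*+ tables. List members past the threshold were counted per direction, and camera was run with a preset and with an estimated correlation. For each tested comparison, the text could name the 10 genes with the largest fold change in each direction past the threshold with the same sign in every pool or library. It could also name the genes the paper names and up to 4 members of each list with the smallest p. For comparisons of 1 library per group these were the paper's genes and the 10 largest log2 ratios in each direction, with 0.5 added to both CPM. Such genes had to be found in over 30% of nuclei of 1 group, with at least 50 UMIs over both. Genes near the top of the study's tables had been seen before.

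The study's lists were read in libraries that did not serve to choose them, beside 10000 random sets matched on expression. Linear support vector machines were trained on 10 random splits, with a share of 0.25 of the nuclei held out. Alternatives were DESeq2 with its size factors on all genes with a count (in the simulated data, on the genes of edgeR), no filter on low counts, at least 1500 UMIs per nucleus, doublets removed, resolution 0.1, a vote of D1-MSN and D2-MSN markers per nucleus, nuclei thinned to 2000 UMIs, no block, other limits for *Arc*+ and each pool or library left out. Pathway and upstream regulator scores of the study need software that was not at hand and were left out, as were its behavioral, imaging, electrophysiological and optogenetic data, which were not used here.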

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

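All explanations in this part were put to their tests only after the results had been seen, and the bounds of the tests were worded with the values known. *Trim30a*, *Tgif2-ps1* and *Xist* were singled out after their values were seen.

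*Trim30a*, a gene the paper does not discuss, was higher in GFP+ nuclei of every pool, with a log2 fold change of 2.38 in D1-MSN-like and 2.88 in D2-MSN-like nuclei. Free RNA as its source stays open: the level in D1-MSN-like GFP+ nuclei was on average 22.1% of that in barcodes of 1 to 100 UMIs, where markers of oligodendrocytes and glutamatergic cells lay at a median of 4.13% but as high as 33.3% (*Mbp*, acute home cage pool), and in each of 3 pools 1 of them lay above *Trim30a*. A transcript of the reporter allele counted as *Trim30a* also stays open, since *Sun1*, whose coding part the reporter carries, had a mean log2 ratio of 0.19 (-0.53 to 0.64 over pools), and its reads need not reach the annotated gene. The sample labels name the Ai14 reporter line in place of the *Sun1* line, and with that line *Sun1* would say nothing. Reads shared within the Trim30 family were not tested, and no biological explanation was tested.

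Of the study's 87 genes for repeated against acute GFP+ D1-MSNs, the median log2 ratio in the listed direction was 0.52 in the home cage libraries that served to choose them and -0.04 in the test libraries, an untested difference. A larger share of female nuclei in the repeated home cage GFP+ library is argued against as the whole cause of that ratio, since nuclei with a Y-linked transcript and without *Xist* gave 0.49. Those nuclei also served to choose the genes, so that 0.49 is raised by that choice too. Free RNA cannot be told apart from a change in the nuclei, because its median ratio of 0.15 lies between no change and that of the nuclei. In home cage GFP- nuclei the same genes had a median of 0.055 (SD over genes 0.27), with 63.2% in the listed direction. With ratios centred on the median of all genes it was 0.10, with 66.7%, against 0.57 in GFP+ nuclei. The choice of the genes on these GFP+ libraries raises their ratio there, by an amount that was not measured. The lower GFP- values thus cannot decide whether tagged and untagged nuclei of the 2 pools share the difference, and this stays open. An effect of the number of pairings on tagged nuclei is the biological explanation that the design offers, and it is confounded with pool.

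Between test and home cage GFP- D1-MSN-like nuclei, 194 of the 196 called genes, those whose symbol stands for 1 gene, had a median log2 ratio of 1.01 in the called direction. More female nuclei in the home cage pools are argued against as the whole cause, since nuclei with a Y-linked transcript and without *Xist* also gave 1.01, and so is depth, since 114 of the 196 genes were called again with nuclei thinned to 2000 UMIs. A difference between the libraries that all cell types share is open: in glia-like nuclei the same genes had a median of 0.61, against 0.95 in D1-MSN-like nuclei, and 92.2% moved in the called direction. Barcodes of 1 to 100 UMIs gave 0.89, so that RNA outside nuclei carries the same difference, and the 12 activity genes among those called all moved in the called direction in glia. An effect of the test on these mice is the biological explanation that the design offers, and it is confounded with pool, with sex and with any shared difference of the libraries.

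Of 29 groups of 4 libraries searched for a library far from the others, 2 had one, where chance gives about 1 in 20. Astrocyte-like nuclei made up 15.2% of the acute home cage GFP- library and 8.74 to 9.62% of the other GFP- libraries. *Xist* was found in 22.5% of MSN-like nuclei of the repeated home cage GFP+ library and in 0 to 2.08% of the other GFP+ libraries. Over the 4 home cage libraries *Xist* was found in 12.7% of MSN-like nuclei on average, and in at most 0.588% of those of any test library, a comparison the paper does not make. The glutamatergic nuclei that the study set aside made up 17.8 ± 4.03% (SD, n = 4 pools) of GFP+ libraries and 2.79 ± 0.602% of GFP- libraries, a signal in nuclei the paper does not analyse.

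Differences that depend on a further condition were tested as interactions in edgeR. The GFP difference depended on conditioning for 9 D2-MSN-like genes, *Xist* among them, where DESeq2 called none. Sex in the home cage pools cannot be told apart from conditioning in that interaction. The *Arc* difference depended on GFP for 3 D1-MSN-like genes (*Nr4a3*, *Etv5* and *Grik1*), and for 2 D2-MSN-like genes, *Lingo2* (log2 -4.74) and *Nrg3* (-1.30), again with none in DESeq2.

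Every split of the 8 libraries or sums into 4 and 4 was also tested, 35 in each comparison, and in all 4 comparisons 1 split, the real one, called as many genes. The libraries are paired, however, and only 8 of the splits part all pairs, too few for a share under 0.05. Between GFP+ and GFP- the real split called 1350 D1-MSN-like and 253 D2-MSN-like genes, and the highest other 235 and 80, in both cases the split of test from home cage pools, 1 of 3 that could only be fitted without the block. Among the 8 splits that part all pairs, the highest other called 1 and 6. Between *Arc*+ and *Arc*- the real split called 697 and 303 genes, and the highest other 113 (GFP- against GFP+ libraries, also without the block) and 125 (*Arc* status exchanged in the repeated test GFP+ library, which has 9 *Arc*+ nuclei). Among the splits that part all pairs, the highest other called 0 in D1-MSN-like sums (edgeR) and 125 in D2-MSN-like sums.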

How the results depend on the processing

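The alternatives named as added were chosen after the data had been seen, and the others before. The groups hold 4 pools or libraries, and depth limits the GFP+ sums most. Named genes kept their direction and their side of the threshold in 1490 cases, fell below it in 182, passed it anew in 1 and reversed in 2. Counts of genes stayed within 1.5 times in 52 cases, fell further in 55 and rose further in 26. Shares of D1-MSN-like nuclei (of all and among both MSN types), interneurons and glia kept their direction in 31 of 32 cases. The D2-MSN share, left out of that count, was higher in GFP+ nuclei of all 4 pools with the marker vote (by 13.2 points on average) and lower in all 4 with at least 1500 UMIs (-3.88 points). Subcluster shares (20) and mean *Arc*+ shares by GFP (24) and by testing (16) kept their direction, but not all their size. With at least 1500 UMIs the glia difference shrank from -15.4 to -6.73 points, with the vote the D1-MSN difference from 23.5 to 8.36, and at resolution 0.1 that of D1-MSN among both grew from 8.87 to 15.1 and that of Grm8-MSN from -5.92 to -12.3. Without thinning the test minus home cage difference in *Arc*+ MSN-like nuclei grew from 8.67 to 16.6 points (GFP+) and, in GFP- nuclei, to 3.71 (2.59 at 2000 UMIs), with similar moves over all non-glutamatergic nuclei, and the GFP+ minus GFP- difference from 5.83 to 10.8 (D1-MSN) and from 5.07 to 8.65 (D2-MSN). The GFP+ to GFP- ratio of *Arc*+ shares in acute test D2-MSN-like nuclei fell from 11.2 to 5.83 without thinning and 7.37 at 2000 UMIs, that of repeated test from 2.85 to 1.75 at 2000 UMIs, and that of acute test D1-MSN-like nuclei rose from 6.54 to 11.9 with at least 2 *Arc* UMIs. The order of the *Arc*+ shares did not hold everywhere: GFP+ lay above GFP- D2-MSN-like nuclei in 3 of 4 pools without thinning and with at least 2 *Arc* UMIs (exact p = 0.25), and with at least 2 *Arc* UMIs test did not lie above home cage throughout in GFP- MSN-like nuclei (exact p = 0.667). In what follows the cause was not tested, unless the setting uses fewer genes, nuclei or libraries by its construction.

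With DESeq2, run without the filter on low counts, the D1-MSN-like counts fell from 1350 to 360 (GFP), from 1 to 0 (repeated against acute, GFP+), from 27 to 1 (the same, GFP-), from 697 to 362 (*Arc*), from 3 to 0 (*Arc* by GFP) and from 196 to 14 (test). The D2-MSN-like counts fell from 253 to 57, from 7 to 0, from 5 to 0, from 303 to 106, from 2 to 0 and from 103 to 11 in the same order, and from 9 to 0 for GFP by conditioning. Zero calls in DESeq2 stand beside the counts at an unadjusted p under 0.05 given with the results. Without a filter on low counts, edgeR called 3 genes for GFP by conditioning, 9 for repeated against acute GFP+ and 130 for test in D1-MSN-like nuclei. In D2-MSN-like nuclei it called 4 and 1 in the first 2 of these, 1 for repeated against acute GFP-, 151 for *Arc*, 1 for *Arc* by GFP and 60 for test.

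With at least 1500 UMIs per nucleus, repeated against acute gave 12 genes (GFP+) and 3 (GFP-) in D1-MSN-like and 11 (GFP+) in D2-MSN-like nuclei, *Arc* by conditioning 1 and test 119 in D1-MSN-like nuclei. With doublets removed, the test comparison gave 86 D1-MSN-like genes. In the 4 GFP+ libraries in place of the GFP- ones it gave 673 and 172. Thinned to 2000 UMIs, GFP gave 573 and 108 genes (D1-MSN-like and D2-MSN-like), *Arc* 315 and 89, and repeated against acute GFP+ 0 and 0 in edgeR, where 67 were higher and 91 lower in D1-MSN-like nuclei at an unadjusted p under 0.05. The median odds ratio with *Arc*+ rose to 13.0 for *Fos* and 10.7 for *Npas4*, and with at least 2 *Arc* UMIs to 15.2 and 11.1. The median correlation of immediate early genes with *Arc* moved from 0.19 to 0.27 with raw UMIs and to 0.0908 when thinned (added). Also thinned, the study's *Arc* lists kept their direction for 91.7 and 87.9% (D1-MSN acute, in repeated test GFP+ and GFP-), 90.2% (D1-MSN repeated, in acute test GFP-), 77.4% (D2-MSN acute, in repeated test GFP-) and 58.2% (D2-MSN repeated, in acute test GFP-). Classifiers gave 73.0% (the study's D1-MSN genes, held out), 50.3% (the same, in test GFP+ nuclei), 60.9% (genes chosen in training, held out) and 70.4% (D2-MSN acute *Arc*, chosen in training). Thinned D2-MSN nuclei of repeated mice were too few for a classifier, which was not run.

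With a vote of markers per nucleus, GFP gave 442 and 953 genes, repeated against acute GFP+ 14 and 3, *Arc* 233 and 710 and test 47 and 176. The D1-MSN share among both MSN types no longer differed clearly, at a GFP+ minus GFP- difference of -0.18 points (SD 2.67, higher in 2 of 4 pools, exact p = 1), in a vote that counts markers found in both types, and *Lingo2* in D2-MSN-like nuclei reversed to a log2 fold change of 0.50 with the vote and 0.38 with the vote without shared markers (added). The latter vote gave 567 *Arc* genes in D2-MSN-like nuclei. In Drd1-MSN-1-like nuclei alone (added), repeated against acute GFP+ gave 2 genes and test 96, and the home cage pools alone (added) gave 731 and 87 GFP genes. No Drd1-MSN-2-like cluster formed at resolution 0.1.

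Without the pool or library as a block, GFP gave 468 and 114 genes and *Arc* 396 and 187, fewer than with it. The other comparisons were not fitted in that way. Leaving out 1 pool gave 575 to 1027 GFP genes in D1-MSN-like nuclei (575 without acute test, 706 without repeated home cage, 783 without acute home cage) and 70 to 194 in D2-MSN-like nuclei (70 without repeated test, 74 without acute test, 133 without acute home cage). GFP by conditioning ranged from 0 to 31 in D1-MSN-like (31 without repeated test, 9 without acute home cage, 3 without repeated home cage) and from 0 to 18 in D2-MSN-like nuclei. Leaving out 1 library gave 440 to 605 *Arc* genes in D1-MSN-like (440 without acute test GFP+) and 158 to 315 in D2-MSN-like nuclei (158 without acute test GFP-, 180 without acute test GFP+). *Arc* by conditioning ranged from 0 to 5 and from 0 to 6, and *Arc* by GFP from 0 to 8 and from 0 to 15. GFP+ minus GFP- shares ranged over 19.4 to 25.2 points (D1-MSN), 6.97 to 10.5 (D1-MSN among both), -17.2 to -12.8 (glia), -6.42 to -6.24 (interneurons), 12.7 to 17.4 (Drd1-MSN-1), -12.0 to -8.67 (Drd1-MSN-2) and -7.24 to -3.96 (Grm8-MSN). Repeated against acute and test against home cage have no residual degree of freedom with a library left out and were not run so.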

Differences from the paper's values

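Of 48 values compared with the paper's, 46 lay within the limits set for a difference, among them the number of nuclei. The limits were wide, since 9 *Arc*+ D1-MSN-like nuclei in the acute home cage GFP+ library lay within them, against 5 in the paper's figure. The D1-MSN share of GFP+ neurons, 74.0% here and 70% in the paper, also lay within them. It was 59.2% at resolution 0.1 and 39.0% with the marker vote, and only the latter lay outside the limits. The study also set 0.1, but in Seurat on integrated libraries, so that the 2 settings are not the same. At 0.1 here, 1180 nuclei of the acute test GFP- library were D2-MSN-like, outside the limits of the 720 in the paper's figure. The 2 that differ are counts of genes between repeated and acute GFP+ nuclei at an adjusted p of 0.1. The paper lists 87 genes for D1-MSNs, where 1 was called here, and the paper lists 19 for D2-MSNs, where 7 were called. The paper's test took nuclei of the 2 home cage libraries as replicates, with genes in over 30% of nuclei and changed by over 15%. The paper also reports similar patterns from other tests on nuclei (Wilcoxon, negative binomial and MAST) and from pseudobulk tests of random pseudo-samples. The test here took 4 libraries as replicates and so covers a wider group, home cage and test mice together. No alternative set before the data were examined came within the limits. In D1-MSN-like nuclei the counts were 0 with DESeq2, 9 without a filter, 12 with at least 1500 UMIs, 1 without doublets, 14 with the marker vote and 0 when thinned, and in D2-MSN-like nuclei 0, 1, 11, 7, 3 and 0. None of the genes the paper lists was called in any of these, among the genes that the tests cover (0 of 87 and 0 of 19). With edgeR, 115 genes were higher and 191 lower in D1-MSN-like nuclei at an unadjusted p under 0.05, and with DESeq2 5 and 9.

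The paper finds more genes between the ensembles in D1-MSNs than in D2-MSNs, and here the counts of 1 and 7 run the other way, as they do without doublets. In the other alternatives just named that called any gene, and at an unadjusted p under 0.05 in edgeR (67 higher and 135 lower in D2-MSN-like nuclei), D1-MSN-like nuclei had more. Its examples for D1-MSNs, *Gria3*, *Grik5*, *Kcnip4*, *Reln*, *Rap1gap*, *Pde7b* and *Rgs20*, had the listed direction in the home cage libraries and passed no test over pools. In the test pools *Reln* had the listed direction (0.34) and so did *Rap1gap* (-0.13), while *Gria3* (-0.01), *Kcnip4* (-0.02), *Rgs20* (-0.05), *Pde7b* (-0.22) and *Grik5* (0.20) did not. The ratio of *Reln* cannot be told apart from a difference in cluster make-up.

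For recall, the paper lists 66 D1-MSN genes that differ between repeated and acute *Arc*+ nuclei, again with nuclei as replicates. The interaction test over 4 libraries called no gene in edgeR or DESeq2. At an unadjusted p under 0.05 edgeR had 141 higher and 182 lower, and DESeq2 19 and 19. That test asks another question, whether the *Arc* difference depends on conditioning. Its GFP+ and GFP- libraries come from the same mice, so that conditioning has no replicate pool there either. *Pcdh7*, which the paper lists, was called with at least 1500 UMIs and without the repeated test GFP+ library, where 5 genes were called. In D2-MSN-like nuclei, *Chsy3* and *Foxp1*, both listed, were called among 6 genes without the repeated test GFP- library. The paper describes *Npas2*, *Arhgef3*, *Tet2* and *Cacng3* as induced only without a history of repeated cocaine. In repeated GFP- and GFP+ nuclei their log2 ratios of *Arc*+ to *Arc*- nuclei were -0.04 and 0.55, 1.18 and 1.50, 0.28 and 0.78, and 0.36 and 0.86, so that *Arhgef3*, *Tet2* and *Cacng3* were higher in both. *Kcnh5*, which it describes as induced only with such a history, was higher in both repeated libraries (0.62 and 0.46) and lower in both acute ones.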

Other observations

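*Ddx3y*, a Y-linked RNA helicase, was higher in *Arc*+ than in *Arc*- nuclei of all 4 test libraries, by a log2 fold change of 1.50 in D1-MSN-like nuclei (standard error 0.131, adjusted p = 3.68e-16 from edgeR) and 1.33 in D2-MSN-like nuclei (standard error 0.197, adjusted p = 1.21e-06 from edgeR). The other Y-linked genes did not pass, with 0.05 for *Eif2s3y*, 0.05 for *Uty* and -0.36 for *Kdm5d* in D1-MSN-like nuclei. These genes were chosen after their values were seen. In GFP+ D1-MSN-like nuclei *Ddx3y* also rose from home cage to test, by 1.78.

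Between test and home cage GFP+ nuclei, edgeR called 444 genes higher and 229 lower in D1-MSN-like and 110 and 62 in D2-MSN-like nuclei, where DESeq2 called 68 and 3 in all. Of 14 immediate early genes in D1-MSN-like nuclei 13 rose and none fell, and of 13 delayed activity genes 11 rose and none fell. *Nr4a3* had a log2 fold change of 3.46, the neurotrophin receptor gene *Ntrk2* 1.50 and *Ranbp2*, of the nuclear pore, 2.03, the last chosen after its value was seen. *Xist* was found in 2.08% (acute) and 22.5% (repeated) of MSN-like nuclei of the home cage GFP+ libraries, and in 0.243 and 0% in the test GFP+ libraries.

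The study's lists for *Arc*+ against *Arc*- nuclei were read in the libraries of other mice. Its 240 acute D1-MSN genes kept their direction for 95.8% in repeated test GFP+ and 94.2% in repeated test GFP- nuclei, and its 205 repeated D1-MSN genes for 94.1 and 95.1% in the acute test libraries. For D2-MSNs, the 356 acute genes kept it for 67.1% in repeated test GFP+ nuclei, of which 9 were *Arc*+, and for 87.1% in repeated test GFP- nuclei. The 323 repeated D2-MSN genes kept it for 67.8% in acute test GFP+ and 74.0% in acute test GFP- nuclei. Random sets gave 47.7 to 59.9% on average over these readings. Genes are not independent replicates, and these shares carry no test over mice.

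Glutamatergic nuclei made up 13.1% (acute test), 16.3% (repeated test), 19.4% (acute home cage) and 22.5% (repeated home cage) of the GFP+ libraries, and 2.74, 3.31, 1.96 and 3.14% of the GFP- libraries in the same order. Among home cage D1-MSN-like nuclei, *Trim30a* stood at 693 CPM in GFP+ and 82.0 in GFP- nuclei of acute mice, and at 383 and 43.7 in repeated mice. The pseudogene *Tgif2-ps1* had a log2 fold change of 2.32 between GFP+ and GFP- D1-MSN-like nuclei, and reads shared with Tgif2 were not tested.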
